# Comparative Transcriptome Analysis of Iron and Zinc Deficiency in Maize (*Zea mays* L.)

**DOI:** 10.3390/plants9121812

**Published:** 2020-12-21

**Authors:** Mallana Gowdra Mallikarjuna, Nepolean Thirunavukkarasu, Rinku Sharma, Kaliyugam Shiriga, Firoz Hossain, Jayant S Bhat, Amitha CR Mithra, Soma Sunder Marla, Kanchikeri Math Manjaiah, AR Rao, Hari Shanker Gupta

**Keywords:** functional genomics, homeostasis, hormonal regulation, iron, maize, malnutrition, photosynthesis, zinc

## Abstract

Globally, one-third of the population is affected by iron (Fe) and zinc (Zn) deficiency, which is severe in developing and underdeveloped countries where cereal-based diets predominate. The genetic biofortification approach is the most sustainable and one of the cost-effective ways to address Fe and Zn malnutrition. Maize is a major source of nutrition in sub-Saharan Africa, South Asia and Latin America. Understanding systems’ biology and the identification of genes involved in Fe and Zn homeostasis facilitate the development of Fe- and Zn-enriched maize. We conducted a genome-wide transcriptome assay in maize inbred SKV616, under –Zn, –Fe and –Fe–Zn stresses. The results revealed the differential expression of several genes related to the mugineic acid pathway, metal transporters, photosynthesis, phytohormone and carbohydrate metabolism. We report here Fe and Zn deficiency-mediated changes in the transcriptome, root length, stomatal conductance, transpiration rate and reduced rate of photosynthesis. Furthermore, the presence of multiple regulatory elements and/or the co-factor nature of Fe and Zn in enzymes indicate their association with the differential expression and opposite regulation of several key gene(s). The differentially expressed candidate genes in the present investigation would help in breeding for Fe and Zn efficient and kernel Fe- and Zn-rich maize cultivars through gene editing, transgenics and molecular breeding.

## 1. Introduction

Iron (Fe) and zinc (Zn) are essential elements for all living organisms, including plants and animals. Fe and Zn also act as co-factors of numerous enzymes and in turn play vital roles in various physiological process, *viz*., photosynthesis, respiration, electron transport, protein metabolism, chlorophyll synthesis and hormonal regulations [1,2]. Therefore, any deficiency in Fe and Zn affects the economic yield in crops and thereafter manifests in the form of micronutrient malnutrition in humans [3]. The development of Fe- and Zn-efficient cultivars is one of the effective approaches to sustain crop production and to alleviate widespread micronutrient-malnutrition. Hence, understanding the functional genomics of Fe and Zn homeostasis and identification of target genes and pathways in major staple crops will help in the genetic biofortification of crop plants for Fe and Zn.

Plants adapt a complex network of homeostatic mechanisms to regulate Fe and Zn uptake, transport and accumulation [4]. The uptake of Fe ions in plants occurs through two important strategies *viz*., the reduction-based strategy (strategy-I) and chelation-based strategy (strategy-II). The strategy-I is present in all the plants except those from the Poaceae family. Under Fe deficiency, the strategy-I plants release the protons into the rhizosphere by H^+^-ATPases and makes the Fe more soluble by lowering the soil pH. Subsequently, the NADPH-dependent ferric chelate reductase (FRO2), reduces Fe^3+^ to Fe^2+^ form and which can then be transported into the root epidermis by the divalent metal transporter, iron regulated transporter 1 (IRT1). On the other hand, plants of Poaceae family mostly follow a mugineic acid (MA) pathway-based chelation strategy (Strategy-II) to uptake the Fe from soil [5]. It has been reported that in the mugineic acid pathway, nicotianamine synthase (NAS) [6], nicotianamine aminotranferase (NAAT) [7] and deoxymugineic acid synthase (DMAS) [8] mediate the synthesis of deoxymugineic acid (DMA) from S-adenosyl-methionine via a series of reactions [9]. The grass plants release derivatives of deoxymugineic acid (DMA) called phytosiderophores (PS) which make the complex with the ferric ions (Fe^3+^). The efflux of PS is facilitated by transporters of the mugineic acid family phytosiderophores (TOM1 and TOM2) whereas the influx of PS–Fe^3+^ is mediated through yellow stripe like-1 (YS1) transporters [10,11]. Among Poaceae members, rice possesses both strategy I and II for the uptake of Fe [2,3,4]. Interestingly, in maize, the recent finding showed the presence of strategy-I genes for the uptake of Fe [12].

Plants absorb the Zn, mainly in divalent cationic form (Zn^2+^) [13]. The Zn uptake mechanisms in plants are equipped with a dual-transporter system, *viz*., high-affinity transport system (HATS) and low-affinity transport system (LATS) [14,15,16]. The LATS mechanism operates when the Zn is in high concentration and the HATS operates when the Zn concentration is low [16]. Several transporters *viz*., ZRT-IRT-like protein (ZIP) family [17], HMA (heavy metal ATPase) family [18], MTP (metal tolerance protein) family [19], vacuolar iron transporter (VIT) family, and plant cadmium resistance family (PCR) proteins mediate the Zn transport across the root plasma membrane into root cells [14,20]. Additionally, in plants many researchers also reported the chelation-based Zn uptake mechanism [20,21].

Various transporters and chelation agents *viz*., oligopeptide transporters (OPT) and yellow stripe like (YSL) [22,23], ZIP [24,25,26,27], ferric reductase defective protein (FRD) transporters [28], DMA [29], nicotianamine (NA) [22,30], and citrate [31] have been reported to be involved in the mobilization of Fe and Zn ions. Furthermore, genome-wide transcriptome assays have been employed to understand the expression pattern of genes and pathways associated with Fe and Zn deficiencies in rice [32], *Arabidopsis* [33], maize [34], and several other crops [35]. The deficiency of Fe and Zn is known to activate distinct functional gene modules such as the ‘transportome’ which, encompasses genes encoding metal transporters, root system modifications, primary metabolic pathways and hormonal metabolism [33]. Under Fe deficiency, Li et al. [34] reported the induced regulation of genes associated with plant hormones, protein kinases and phosphatase in maize roots; whereas, Zanin et al. [36] showed the presence of strategy-I components, which is most prominent in dicot plant. Like Fe, Zn deficiency results in the higher expression of *ZIP* and *NAS* genes in maize [37]. The chlorophyll biosynthesis and rate of photosynthesis are severely affected through the altered expression of genes associated with chloroplast biosynthesis and photosynthesis under Fe and Zn deficiency [9,32,38]. Studies by Garnica et al. [38] in wheat and García et al. [39] in *Arabidopsis* revealed the coordinated action of indole acetic acid (IAA), ethylene and nitrate oxide (NO) in the signalling networks of Fe deficiency. Phytohormones *viz*., abscisic acid (ABA), and salicylic acid (SA) regulate the expression pattern of *ZmNAS* in maize seedlings [40]. Similarly, ethylene increases the transcripts abundance of genes *viz*., *bHLH* (*BASIC HELIX-LOOP-HELIX*), *IRO2* (*IRON-RELATED TRANSCRIPTION FACTOR 2*), *NAS1* (*NICOTIANAMINE SYNTHASE 1*), *NAS2* (*NICOTIANAMINE SYNTHASE 2*), *YSL15* (*YELLOW STRIPE LIKE 15*) and *IRT1* (*IRON REGULATED TRANSPORTER 1*) associated with Fe^2+^ and Fe^3+^-phytosiderophore uptake systems in rice [41]. In *Arabidopsis*, NO enhances the expression of genes for Fe-acquisition and ethylene synthesis in roots [42,43] and the interaction between the auxin and NO modulates the root growth under Fe deficiency in rice [44]. Apart from root growth, Fe deficiency induced auxin signalling, which results in photosynthesis inhibition and defective shoot growth in rice seedlings [45].

The comparative analysis of nutrients and their interactions are crucial for the simultaneous improvement of multi-nutrient use efficiency and enrichment in crops. Few of the interaction studies at whole-genome transcriptome strata are available in crops for Fe and P [32] and Zn and P [46]. However, there are hardly any reports on the genome-wide expression studies under Fe and Zn deficiency interactions, in both root and shoot tissues of crops in general and maize in specific. Therefore, the present investigation was designed to study the transcriptome response to Fe, and Zn deficiencies individually and together to understand Fe and Zn homeostasis and metabolism in maize.

## 2. Results

### 2.1. Morpho-Physiological Evidence for Fe and Zn Interaction

Maize seedlings when tested under Fe and Zn deficiencies individually and together (–Zn, –Fe and –Fe–Zn) along with control (+Fe+Zn). The stress treatments started showing Fe and Zn deficiency symptoms from the fourth and fifth days after transplanting (DAT), respectively. However, the typical stress symptoms were prominent among the stress treatments at 10 DAT (Figure 1). Seedlings showed chlorosis under Fe deficiency (–Fe), interveinal chlorosis in the lower half of the top leaves under Zn deficiency (–Zn), and severe chlorosis coupled with slight whitish blotches near the base of top leaves under combined Fe and Zn deficiencies (–Fe–Zn). Furthermore, reduced root length and induced root hair formation were observed under stress treatments (Figure 1).

Plants in Fe (–Fe), and Fe and Zn (–Fe–Zn) deficiencies started showing chlorosis from the fourth DAT; in contrast, the chlorophyll content of leaves increased significantly in the seedlings of the control treatment (+Fe+Zn) (Figure S1). However, no significant variation in the chlorophyll content was observed between –Fe and –Fe–Zn deficiencies (Figure 2A). Zn starved the seedlings in comparison to the control which did not show a significant reduction in stomatal conductance and transpiration rate. In contrast, as compared to the control and Zn deficiency (–Zn), the Fe (–Fe) and Fe and Zn (–Fe–Zn) deficiencies recorded a significantly reduced transpiration rate and stomatal conductance (Figure 2B,C).

Additionally, the reduced rate of photosynthesis was observed in all the stress treatments as compared to the control (Figure 2D). The –Fe and –Fe–Zn stresses showed a significant reduction in the maximum photochemical efficiency of PSII (F_V_/F_M_), whereas no significant decrease was observed under –Zn stress (Figure 2E). Furthermore, –Fe and –Fe–Zn stressed seedlings showed a similar level of photochemical efficiency of PSII (Figure 2E).

Roots are the absorption points for nutrients and showed variation in the root length under nutrient stresses. The reduction in root lengths was significant for all the stress treatments. However, –Fe and –Fe–Zn treatments did not show any difference in root length. Therefore, Fe deficiency (–Fe and –Fe–Zn) is the major contributor for root length reduction as compared to Zn deficiency (–Zn) (Figure 2F). All the morpho-physiological traits showed a high degree of correlation (*p* < 0.01 and *p* < 0.001) owing to interdependency on each other at physiological level. The stomatal conductance and transpiration rate, and chlorophyll content and root length showed the maximum correlation coefficients (r = 0.99, *p* < 0.001) (Figure S2).

### 2.2. Maize Transcriptome Profiles in Response to Fe and Zn Deficiencies

Root and shoot tissues collected from hydroponically grown maize seedlings under treatments and control were analysed for a genome-wide transcriptome assay using the Affymetrix GeneChip maize genome arrays (Affymetrix Inc., Santa Clara, California, USA). 

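The deposited values cover 24 arrays, 3 biological replicates of root and of shoot for each of +Fe+Zn (control), –Zn, –Fe and –Fe–Zn. Seedlings were sampled at 19 days, after 12 days in solution without Fe EDTA (0.1 mM in the control), without ZnSO4 (0.5 µM in the control) or without both. About 300 ng of total RNA per sample was amplified and biotin-labelled from the 3′ end by the 3′ IVT protocol, and 10 µg of cRNA was hybridised to each array. An array holds 17734 probe sets, each a group of short oligonucleotides for 1 transcript, and the deposited value of a probe set is on the log2 scale after GCRMA by the paper's methods, whereas the submitters' processing notes name RMA, affy and limma without versions. Every array has the same lowest value, 2.24, held by 21.6 to 29.3% of its probe sets, and array medians lie between 3.84 and 4.21. A transcript at that floor is not above background, so a fold change from it is understated. From these values, 1 limma model with 8 group means was fitted, and each stress was compared with +Fe+Zn of the same tissue. Counts of differentially expressed probe sets use the paper's threshold (unadjusted p under 0.05 and at least 2-fold), and single genes are called up- or downregulated at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets. Gene lists were fixed before the data were examined and tested with limma's camera at a preset correlation of 0.01. The choice of the 2-fold minimum, of the probe set that stands for a gene and of the scaling between arrays could each change the counts.

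Some technical signals moved with the groups. The dap control spike, a bacterial transcript, was at 10.26 in shoot +Fe+Zn and 10.60 in shoot –Fe, but at 6.00 in shoot –Zn and 6.15 in shoot –Fe–Zn. In the root it was at 12.57 under +Fe+Zn, 9.19 under –Zn, 12.05 under –Fe and 13.21 under –Fe–Zn. The middle probe set of cyclophilin, a housekeeping transcript, was at 4.84 in shoot +Fe+Zn, 2.76 in shoot –Zn, 2.77 in shoot –Fe–Zn and 9.18 in shoot –Fe (means on the log2 scale, n = 3), while its 3′ probe set stayed between 13.57 and 14.20 in all 8 groups. The BioB hybridisation spike was at 12.46 ± 2.29 (SD, n = 3) in root –Fe–Zn against 5.40 in root +Fe+Zn, and the 18S rRNA probe set was at 8.95 ± 1.15 (SD, n = 3) against 5.18. Replicates of root –Fe–Zn correlated at 0.952 to 0.987 across probe sets and those of shoot –Fe–Zn at 0.974 to 0.988, compared with at least 0.989 within the other 6 groups.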

The transcriptome snapshots of stress treatments were compared against control seedlings. Genome-wide transcriptome analysis under –Zn, –Fe and –Fe–Zn stresses identified differential expression of 1349, 1920 and 6467 genes, respectively, in root and 1466, 4224 and 6360 genes in the shoot, respectively (Figure 3). 

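In the root, 698 probe sets were upregulated and 701 downregulated under –Zn, 773 and 929 under –Fe, and 527 and 1445 under –Fe–Zn. In the shoot, 1376 rose and 2027 fell under –Zn, 1571 rose and 1309 fell under –Fe, and 1849 rose and 2473 fell under –Fe–Zn. The totals were 1399, 1702 and 1972 probe sets in the root and 3403, 2880 and 4322 in the shoot. HRGP, a hydroxyproline-rich glycoprotein of the cell wall, fell by 4.46, 4.47 and 3.69 on the log2 scale in the root under –Zn, –Fe and –Fe–Zn, respectively. The invertase ivr2, which splits sucrose, fell by 3.47 under –Fe and 6.17 under –Fe–Zn in the root and by 4.86 under –Fe in the shoot. In the shoot, PEAMT, a methyltransferase of choline synthesis, fell by 6.53 under –Fe and 5.29 under –Fe–Zn, and the beta-glucosidase glu1 rose by 6.74 (standard error 0.24, adjusted p = 5.6e-13 from limma) under –Fe–Zn. After Benjamini-Hochberg adjustment at the same fold, 637 and 679 probe sets rose and fell in root –Zn, 750 and 914 in root –Fe, 499 and 1414 in root –Fe–Zn, 1363 and 2005 in shoot –Zn, 1548 and 1291 in shoot –Fe, and 1840 and 2465 in shoot –Fe–Zn. The share of upregulated probe sets in root –Fe–Zn was 26.7%, compared with 43.8% after quantile normalization and 45.9% after median centring. In shoot –Fe–Zn it was 42.8%, compared with 50.9% and 37.0%. BioB was 7.06 (standard error 0.73) higher on the root –Fe–Zn arrays than on the root controls.

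**Figure D1:**
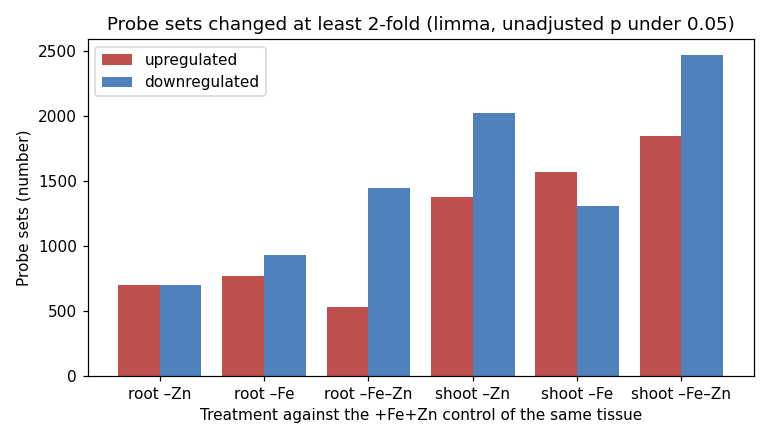
Bars show the number of probe sets up- and downregulated at least 2-fold at an unadjusted limma p under 0.05 in each stress against +Fe+Zn of the same tissue (y axis, number of probe sets; x axis, the 6 comparisons). Root –Fe–Zn has 527 upregulated and 1445 downregulated probe sets, and shoot –Fe–Zn has 1849 and 2473.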

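UMPS, the enzyme that completes uridine monophosphate synthesis, rose by 2.12 on the log2 scale in root –Zn and by 2.83 in root –Fe (1.73 and 0.70 at its second probe set), and the phosphate transporter pht7 fell by 4.30 in root –Fe and 4.48 in root –Fe–Zn. In the root, 383 probe sets passed the 2-fold threshold under all 3 stresses, 284 under –Zn and –Fe only, 191 under –Zn and –Fe–Zn only, 304 under –Fe and –Fe–Zn only, and 1094 under –Fe–Zn alone. In the shoot, 987 passed under all 3 stresses, 204 under –Zn and –Fe only, 1684 under –Zn and –Fe–Zn only, 557 under –Fe and –Fe–Zn only, and 1094 under –Fe–Zn alone. The fold changes of –Zn and –Fe–Zn in the shoot correlated across probe sets at 0.83, against 0.50 for simulated unchanged groups that share these controls, and their covariance was 0.855 against a simulated 0.0226. The other 5 pairs correlated at 0.59 (root –Zn and –Fe), 0.27 (root –Zn and –Fe–Zn), 0.38 (root –Fe and –Fe–Zn), 0.23 (shoot –Zn and –Fe) and 0.37 (shoot –Fe and –Fe–Zn), 4 of them under the simulated 0.50, with covariances of 0.251, 0.126, 0.187, 0.186 and 0.353 against simulated values of 0.0225 to 0.0227. Of the probe sets in the shoot, 927 rose and 1721 fell under both, where independent lists of these sizes would share 143.5 and 282.7. Simulated unchanged groups shared 5.15 in both directions together. Their lists hold false calls only, so this is no baseline for lists of real size. The 3 control arrays cannot be split with 2 in each part, so part of each excess may come from the shared controls.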

In both the root and shoot, –Fe–Zn resulted in a higher number of differentially expressed genes (DEGs) as compared to individual stress (–Zn or –Fe). 

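Change under –Fe–Zn differed between shoot and root for 7463 probe sets at an adjusted p under 0.05 (tissue interaction in limma), of which 4327 changed more upward in the shoot and 3136 more upward in the root. After median centring there were 11327, with 28.1% instead of 58.0% more upward in the shoot, so the direction depends on the scaling. Centring itself moved the median change over all probe sets in root –Fe–Zn from -0.000 to 0.250, a shift that the centred count and share carry. In the root, the terpene synthase tps6 rose by 3.67 (standard error 0.15, adjusted p = 5.7e-12) and f3h, an enzyme of flavonoid synthesis, by 3.17 on the log2 scale (2.03 with the 3′-to-middle covariate). In the shoot, the pyruvate decarboxylase pdc2 rose by 4.44 (standard error 0.23, adjusted p = 6.2e-11; 3.97, 0.16 and 0.44 at its other probe sets) and mdh5, a malate dehydrogenase, fell by 4.64. At the 2-fold threshold, 398 probe sets changed the same way in both tissues and 282 in opposite directions. The 18S rRNA probe set was 3.78 (standard error 0.53) higher in root –Fe–Zn than in the root control.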

The roots of –Fe–Zn treatment showed a relatively higher number of DEGs (6467) as compared to the shoot (6360) (Figure 3). Conversely, the overall transcriptome snapshot showed a greater number of DEGs in the shoot (8200) as compared to the root (7316).

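Over the 3 stresses, 3528 probe sets passed the 2-fold threshold at least once in the root and 6186 in the shoot. Of these, 345 changed the same way under every stress in the root and 779 in the shoot, where independent lists would share 3.9 and 33.6. Simulated unchanged groups with these controls shared 1.25 and 1.5, but such lists hold false calls only and are no baseline for lists of real size. Part of the excess may come from the shared controls. In the shoot, asparagine synthetase asn1 rose by 5.06 under –Fe and 5.42 under –Fe–Zn on the log2 scale (8.13 and 7.06 at its second probe set). The blue-light receptor nph1 fell by 4.63 (standard error 0.36) under both –Zn and –Fe–Zn, and MNB1b, a chromatin protein with an HMG box, fell by 4.37 and 4.71 at its brightest probe set, the others being at 0.00 and -2.91 under –Zn and 0.08 and -2.58 under –Fe–Zn. In the root, a cyclotide gene fell by 5.28 under –Zn and 2.71 under –Fe. The same transcript fell by 5.88 under –Zn and 6.80 under –Fe in the shoot.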

### 2.3. Gene Ontology Assignments and KEGG Enrichment Analyses

Gene ontology (GO) assignments *viz*., the cellular component, molecular function, and the biological process were used to classify the annotated DEGs based on the biological process, cellular localisation and molecular functions. The top 15 sub-components in each of the categories were depicted as bar graphs (Figure 4 and Figure 5) and all the subcomponents of the categories with a *p*-value for false discovery rate (FDR) enrichment is mentioned in Table S1. 

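Heat shock proteins are chaperones that hold or refold proteins during stress, and 11 of their genes (14 probe sets) were listed. In the root, 4 probe sets rose under –Zn (5 when adjusted over the list alone), 3 rose and 1 fell under –Fe, and 6 rose and none fell under –Fe–Zn. In the shoot, 7 rose and 3 fell under –Zn, 11 rose and none fell under –Fe, and 8 rose and 5 fell under –Fe–Zn. The small heat shock protein hsp18c rose by 6.82, 8.26 and 6.39 on the log2 scale under –Zn, –Fe and –Fe–Zn in the shoot (standard error 0.24 each) and by 2.61 in root –Fe–Zn, at the brighter of its 2 probe sets, the other being near the floor. The mitochondrial small heat shock protein hsp22 rose in all 6 comparisons, by 1.32, 1.33 and 3.27 in the root and by 3.51, 3.52 and 2.57 in the shoot. The chaperonin HSP60-1 rose by 1.88, 2.77 and 2.63 in the shoot. As a set, these genes passed camera in shoot –Fe (adjusted p = 6.1e-09, and 0.00027 with an estimated correlation) and root –Fe–Zn (0.00041, and 0.015 with an estimated correlation). In shoot –Zn the adjusted p was 0.026, and 0.078 with an estimated correlation. The middle probe set of cyclophilin was 4.35 higher in shoot –Fe than in the shoot control, with a standard error of 0.77. On the root –Fe–Zn arrays BioB was 7.06 and the 18S rRNA 3.78 higher than on the root controls, and the replicates correlated at 0.952 to 0.987.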

Under the biological process category, a co-factor metabolic process and response to abiotic stimulus were common across the stress treatments in both root and shoot tissues (Table S1).

In the cellular component category, Zn and Fe stresses in the root shared the sub-components *viz*., the extracellular region, cell wall, external encapsulating structure, apoplast and protein storage vacuole membrane. Similarly, in the shoot, all the stress treatments showed the cellular components subcategories *viz*., plastid, chloroplast, cytosol, plastid part, organelle envelope, envelope, photosynthetic membrane and chloroplast thylakoid (Table S1).

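Cellulose synthases, which spin the cellulose of the cell wall, fell in the root: of 13 probe sets of 12 genes, 6 fell and 1 rose under –Zn, 10 fell and 1 rose under –Fe (12 and 1 when adjusted over the list alone), and 9 fell and 1 rose under –Fe–Zn (10 and 1). The set passed camera in each case (adjusted p = 0.0056, 6.2e-06 and 0.00041), with adjusted p = 0.22, 0.071 and 0.13 with an estimated correlation. The tubulin and actin list (21 probe sets), the cytoskeleton along which cellulose is laid down, had 7 lower and 1 higher (8 and 1 when adjusted over the list alone), 11 lower and 1 higher (11 and 2), and 13 lower and 3 higher, respectively (camera adjusted p = 0.0073, 7.7e-06 and 8.7e-05). With an estimated correlation these were 0.19, 0.054 and 0.071. In shoot –Zn the list went the other way, with 9 higher and 2 lower (camera adjusted p = 0.037, and 0.3 with an estimated correlation). The brightest probe set of the tubulin tub6 was at -0.14 (adjusted p = 0.81) under –Zn and fell under –Fe and –Fe–Zn, at -1.92 and -3.06 on the log2 scale. The laccase LAC1, which polymerises lignin, fell under each stress (-1.49, -1.36 and -1.17; standard error 0.15). Of 6 lignin and phenylpropanoid probe sets, 3 fell under –Fe, among them 4CL at -1.15 (camera adjusted p = 0.022, and 0.27 with an estimated correlation). Aquaporins, the water channels of plasma membrane and tonoplast, fell most broadly under –Fe, with 23 of 36 probe sets lower and none higher (24 and none when adjusted over the list alone; median log2 -1.61, camera adjusted p = 1.3e-15, and 0.00027 with an estimated correlation). PIP2-4 fell by 3.05 and PIP1-2 by 2.04 there. Under –Zn, 11 aquaporin probe sets fell and 1 rose (camera adjusted p = 1e-04, and 0.041 with an estimated correlation), and under –Fe–Zn 15 fell and 5 rose (0.055). Root marker transcripts (20 probe sets) fell on the same arrays, with 9 lower and none higher under –Zn (9 and 1 when adjusted over the list alone) and 8 lower and 3 higher under –Fe (camera adjusted p = 5.6e-05 and 0.00037, and 0.0055 and 0.014 with an estimated correlation), and leaf markers (23 probe sets) had 6 and 4 lower and none higher there (0.00041 and 0.046, and 0.22 and 0.49 with an estimated correlation). In root –Fe–Zn, where BioB was higher by 7.06, median centring moved the median of all probe sets by 0.250. The aquaporin list also passed camera in shoot –Fe, with 15 lower and 3 higher, and in shoot –Fe–Zn, with 17 lower and 1 higher (adjusted p = 0.00076 and 0.00068). With an estimated correlation both were 0.054, and in shoot –Zn the list did not pass (0.38). Of the lignin and phenylpropanoid probe sets, 4 fell under each stress in the shoot (camera adjusted p = 0.042, 0.061 and 0.025, and 0.33, 0.39 and 0.29 with an estimated correlation).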

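In the shoot, transcripts of the photosystems and light-harvesting antennae were lower under –Zn and –Fe–Zn. Of 12 such probe sets of 9 genes, 7 fell and none rose under –Zn (median log2 -0.65), and 9 fell and none rose under –Fe–Zn (10 when adjusted over the list alone; median -2.74), compared with 3 lower and 2 higher under –Fe. The list passed camera under –Zn (adjusted p = 0.015, and 0.25 with an estimated correlation) and –Fe–Zn (1e-04, and 0.093 with an estimated correlation). The photosystem I subunit psad1 fell by 2.28 (standard error 0.23) under –Zn and 3.41 under –Fe–Zn, at -0.29 (adjusted p = 0.46) under –Fe. Another subunit, psah1, fell by 4.55 and 4.62 and rose by 2.17 under –Fe. Rubisco activase rca1 fell by 1.30 under –Zn and 3.36 under –Fe–Zn. The antenna gene lhcb6 had probe sets of opposite sign under –Fe, at -3.47 and 4.04. Leaf marker transcripts (23 probe sets) were lower in 14 cases under –Zn and 17 under –Fe–Zn (18 when adjusted over the list alone) and higher in none (camera adjusted p = 6.6e-05 and 2.2e-08, and 0.16 and 0.071 with an estimated correlation). Calvin cycle and C4 enzymes (12 probe sets) had 6 lower under –Zn and 7 lower and 1 higher under –Fe–Zn, with camera adjusted p = 0.018 and 0.0036, and 0.12 and 0.071 with an estimated correlation. The middle probe set of cyclophilin fell in the same groups, by 2.07 under –Zn and 2.06 under –Fe–Zn (standard error 0.77), calls that ended when any 1 array of the comparison was left out (adjusted p from 0.059 to 0.12 and from 0.053 to 0.11). The dap control spike was lower there too, by 4.26 and 4.11 (standard error 0.52, adjusted p = 3.9e-06 and 4e-06 from limma).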

Furthermore, the molecular function terms *viz*., cation binding, metal ion binding, oxidoreductase activity and the co-factor binding across the stress treatments and tissues (Figure 4 and Figure 5, Table S1). 

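Enzymes of redox defence, many of them heme or iron proteins, changed in both directions. Of 49 probe sets of 42 genes, 11 rose and 12 fell in root –Zn (11 and 14 when adjusted over the list alone), 7 rose and 15 fell in root –Fe (7 and 17), and 16 rose and 11 fell in root –Fe–Zn (17 and 11). In the shoot, 7 rose and 11 fell under –Zn, 12 rose and 10 fell under –Fe (14 and 10 when adjusted over the list alone), and 12 rose and 8 fell under –Fe–Zn (11 and 8). The glutathione S-transferase gst42 rose in all 6 comparisons, by 2.98, 3.69 and 4.43 on the log2 scale in the root and by 1.34, 1.76 and 5.29 in the shoot. The root peroxidase PER66 fell in the root, at -2.12, -5.46 and -5.48 (standard error 0.17). Catalase CAT3 fell by 1.60 in root –Fe, 2.85 in shoot –Fe and 2.25 in shoot –Fe–Zn and rose by 1.26 in root –Fe–Zn. The ascorbate peroxidase apx2 fell by 3.44 in shoot –Zn and 3.61 in shoot –Fe–Zn. The list passed camera in root –Fe, toward lower values (adjusted p = 0.0021, and 0.23 with an estimated correlation), and in no other comparison. With the 3′-to-middle signal of the control transcripts as a covariate, an alternative added after the data were seen, gst42 in shoot –Fe was at 0.82 (adjusted p = 0.016). For shoot –Fe this covariate extrapolates. Its mean was -6.27 there against -9.26 in the control, while its slope comes mostly from the spread within root –Fe–Zn.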

The numbers of GO terms under cation binding, metal ion binding, oxidoreductase activity and co-factor binding were high in –Fe–Zn stress as compared to the individual –Fe and –Zn stresses in both the root and shoot tissues (Table S1). Which confirms that the co-occurrence of Fe and Zn stresses (–Fe–Zn) causes more physiological disturbance than individual stresses. Additionally, a greater number of DEGs in the shoot as compared to the root tissue suggests the presence of diverse physiological and metabolic activities in shoot. Moreover, the significant number of DEGs associated with these mineral homeostasis GO terms indicates the metabolic and physiological demands for Fe and Zn ions under stressed conditions.

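Alternative oxidase Aox, a mitochondrial oxidase that bypasses part of the electron transport chain, rose by 0.80 in root –Zn, 2.79 in root –Fe and 4.60 in root –Fe–Zn on the log2 scale (standard error 0.12 each). In the shoot it rose by 3.30, 3.98 and 7.66, and its relative aox3 rose by 4.86 (standard error 0.22, adjusted p = 1e-11) under –Fe–Zn. The change of Aox under –Fe–Zn exceeded the sum of the 2 single stresses by 1.01 in the root (standard error 0.17, adjusted p = 0.00016 for the interaction of Fe and Zn in limma) and was 0.38 above it in the shoot (adjusted p = 0.13). Over all probe sets, the response to –Fe–Zn differed from that sum for 6331 in the root, 1848 upward and 4483 downward, and for 4334 in the shoot, 2008 upward and 2326 downward. Leaving out replicate 2 of each group gave 2709 in the shoot and leaving out replicate 3 gave 2576, and after median centring the root count was 9878 with most upward instead of downward (62.5% against 29.2%, and 44.3% after quantile normalization). The centred count carries a shift of centring itself, which moved the median change in root –Fe–Zn from -0.000 to 0.250. From the larger numbers of ion-binding and oxidoreductase terms under the combined stress, the paper concludes that –Fe–Zn disturbs the plants more than either stress alone. Its –Fe–Zn gene counts lie close to contrasts of root against shoot arrays, with 6504 and 6402 probe sets. The labelled comparisons gave 1972 in the root and 4322 in the shoot, and the term counts were not remade here.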

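For the C4 enzyme me3 (NADP-malic enzyme), the shoot change minus root change was -4.70 under –Zn and 4.10 under –Fe on the log2 scale (standard error 0.23), the root values being at the floor. A fall in the root could not be seen there, so the –Zn value does not show a different response. For Aox the difference was 2.50 under –Zn and 1.19 under –Fe (standard error 0.17), so that it rose more in the shoot under both. Such a difference passed an adjusted p under 0.05 for 6241 probe sets under –Zn, with 2810 more upward in the shoot and 3431 more upward in the root, and for 5392 under –Fe, with 2498 and 2894. Of the 92 probe sets of Table 1, 66 differed between tissues under –Zn, 40 under –Fe and 71 under –Fe–Zn. Without replicate 2 of each group the –Fe count was 3538, and without replicate 3 it was 3457. From the larger number of differentially expressed genes in the shoot, the paper proposes diverse physiological and metabolic activities there.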

The Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis categorised DEGs into 15, 22 and 30 functional categories in the root under –Zn, –Fe and –Fe–Zn stresses, respectively (Table S2). Similarly, in shoot 28, 30 and 30 functional categories were identified for –Zn, –Fe and –Fe–Zn stress treatments, correspondingly (Table S2). The KEGG enrichment analysis and hierarchical clustering of pathways were undertaken to visualize the relatedness in the enrichment results. In this hierarchical clustering tree, related GO terms were grouped based on the number of common genes. The size of the solid circle corresponds to the enrichment FDR (Figure 6). The KEGG-enriched DEGs in the root are majorly related to themes such as amino acid, carbon and carbohydrate metabolism. Similarly, in the shoot, the major themes fall under amino acid metabolism, carbon and carbohydrate metabolism, photosynthesis and nucleic acid metabolism (Figure 6).

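In the root under –Zn, pdc1, a pyruvate decarboxylase of fermentation, rose by 2.46 (standard error 0.13, adjusted p = 5.2e-10) and lkrsdh1, which starts lysine breakdown, fell by 3.03 (standard error 0.20). Under –Fe–Zn, this pdc1 probe set instead fell by 3.22, but the second pdc1 probe set was at -0.09 under –Zn and 0.17 under –Fe–Zn. A probe set of the glyceraldehyde-3-phosphate dehydrogenase gpc1 fell by 7.06 under –Zn, whereas the other gpc1 probe set was at 0.27 (adjusted p = 0.84). Of 12 glycolysis probe sets of 7 genes, 4 rose and 1 fell under –Zn, 1 rose and 1 fell under –Fe, and 2 rose and 2 fell under –Fe–Zn, and camera gave adjusted p = 0.79, 0.67 and 0.37. The median log2 change of the list under –Zn was 0.33 and its mean -0.26. Asparagine synthetase asn1 rose by 1.27 under –Fe–Zn, and without root –Fe–Zn replicate 1 by 0.53 (adjusted p = 0.02). Leaving out root +Fe+Zn replicate 2 or 3 ended that call (adjusted p = 0.063 and 0.054), and with the 3′-to-middle covariate it was 2.11.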

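The C4 enzyme me3, which releases CO2 from malate for the Calvin cycle, fell by 4.70 under –Zn and 4.61 under –Fe–Zn in the shoot and rose by 4.10 under –Fe. Phosphoenolpyruvate carboxylase pep1, which fixes CO2 in the C4 cycle, rose by 1.88 under –Fe (2.88 with the 3′-to-middle covariate) and was at -0.19 (adjusted p = 0.85) under –Zn. Cytosolic ribosomal proteins, which build the translation machinery, rose under each stress in the shoot. Of 27 probe sets of 18 genes, 17 rose and 3 fell under –Zn, 18 rose and 1 fell under –Fe (20 and 1 when adjusted over the list alone), and 17 rose and 3 fell under –Fe–Zn. The camera adjusted p was 6.3e-05, 2.8e-06 and 9.3e-05, and 0.054, 0.029 and 0.054 with an estimated correlation. RPS21 rose by 2.53, 2.32 and 1.67 in the shoot, with 0.81 (adjusted p = 0.036) under –Fe in the fit with the 3′-to-middle covariate. In the root, 9 of the ribosomal protein probe sets rose and 1 fell under –Zn, 8 rose and none fell under –Fe (10 when adjusted over the list alone), and none rose and 14 fell under –Fe–Zn (1 and 15). Camera's adjusted p was 0.013, 0.0039 and 0.02, and 0.16, 0.12 and 0.19 with an estimated correlation. After quantile normalization the root –Zn list no longer passed either (adjusted p = 0.16). In root –Fe–Zn the median of the list was -0.31, where median centring moved that of all probe sets by 0.250, and BioB and the 18S rRNA were 7.06 and 3.78 higher than in the root control.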

### 2.4. Genes Expression in Response to Fe and Zn Deficiency

Fe and Zn are the vital micronutrients for various metabolisms and the survival of plants. During Fe and Zn deficiency, several genes are known to regulate Fe and Zn homeostasis, phytohormonal regulation and morpho-physiological adaptation. The present investigation recorded the DEGs associated with the mugineic acid pathway, transporters, phytohormone metabolism, photosynthesis and carbohydrate metabolism (Table 1).

#### 2.4.1. Mugineic Acid Pathway and Transporter Genes

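Nicotianamine synthase nas1, DMAS1 and the homocysteine methyltransferase HMT-3 make nicotianamine, deoxymugineic acid and methionine, steps on the route to the phytosiderophores that grass roots release to chelate iron. The brightest nas1 probe set fell by 2.69 (standard error 0.39) in root –Zn and rose by 1.77 in root –Fe, at 0.59 (adjusted p = 0.3) in root –Fe–Zn. Its 3 other probe sets were at -1.05, 0.03 and -0.00 in root –Zn, 1.77, 0.65 and -0.00 in root –Fe, and 2.20, 2.32 and -0.00 in root –Fe–Zn, so neither the fall nor the rise is shared by every nas1 probe set. DMAS1 rose by 1.73 (standard error 0.49, adjusted p = 0.014) in root –Fe–Zn, and HMT-3 rose by 0.64 and 0.96 in root –Zn and –Fe and by 1.00 and 0.86 in shoot –Fe and –Fe–Zn. Of 11 probe sets of 8 genes of this pathway and the methionine cycle, 2 rose and 3 fell in root –Zn, 3 rose in root –Fe, and 3 rose and 1 fell in root –Fe–Zn. In the shoot, 1 fell under –Zn, 2 rose and 1 fell under –Fe, and 1 rose and 2 fell under –Fe–Zn (1 and 1 when adjusted over the list alone). The list passed camera only in root –Fe–Zn (adjusted p = 0.047, and 0.18 with an estimated correlation), which quantile normalization ended (0.056), and BioB was higher there by 7.06. Without root –Fe–Zn replicate 2 or 3 the DMAS1 call ended (1.18 and 1.31, adjusted p = 0.077 and 0.071), without replicate 1 it was 2.70, and with the 3′-to-middle covariate 0.60. HMT-3 in shoot –Fe–Zn was at 1.36 after quantile normalization.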

The stress treatments (–Zn, –Fe and –Fe–Zn) showed a differential expression of mugineic acid pathway genes in maize seedlings (Figure S3). S-adenosyl-L-homocysteine hydrolysing enzyme *ADENOSYL HOMOCYSTEINASE* (*GRMZM2G015295;* –Fe: 7.51-fold and –Fe–Zn: 30.81-fold) showed the upregulated expression under Fe deficiency in the shoot. 

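Adenosylhomocysteinase (GRMZM2G015295), which clears the by-product of methylation reactions, fell in shoot –Zn by 1.85 (standard error 0.48, adjusted p = 0.0047) and in shoot –Fe–Zn by 2.17 (adjusted p = 0.0011) on the log2 scale. Under –Fe in the shoot it was at 0.74 (adjusted p = 0.31). In the root, none of its values passed (1.07, -0.41 and -0.30 under –Zn, –Fe and –Fe–Zn; adjusted p = 0.14, 0.77 and 0.77). The change differed between shoot and root under –Zn (-2.92, adjusted p = 0.0024) and under –Fe–Zn (-1.87, adjusted p = 0.034).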

O-methyltransferases mediate the conversion of homocysteine to methionine and it serves as a precursor for derivatives of the mugineic acid pathway. *METHYL TRANSFERASES* (*GRMZM2G567452*) showed the upregulation under Fe and Zn deficiency treatments. 

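The O-methyltransferase GRMZM2G567452 fell by 1.62 (standard error 0.34, adjusted p = 0.00077) in shoot –Fe–Zn. Its other values did not pass, with 0.43, -0.47 and 0.19 in root –Zn, –Fe and –Fe–Zn (adjusted p = 0.54, 0.43 and 0.81) and -0.28 (adjusted p = 0.77) in shoot –Fe. The response to –Fe–Zn differed between shoot and root by -1.81 (adjusted p = 0.0057).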

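S-adenosylmethionine synthetase 1 makes the methyl donor from which nicotianamine is built. Its level in the shoot was 9.85 ± 0.04 (SD, n = 3) under +Fe+Zn, 6.49 ± 0.41 under –Zn, 8.87 ± 0.05 under –Fe and 6.89 ± 0.12 under –Fe–Zn on the log2 scale. It therefore fell by 3.37, 0.98 and 2.96 (standard error 0.27, adjusted p = 2.7e-08, 0.0084 and 7.6e-08). Under –Fe the fall was 2.10 with the 3′-to-middle covariate. The root level was between 10.13 and 10.71 in the 4 groups, and no root comparison passed (adjusted p = 0.88, 0.43 and 0.64). The shoot and root changes differed under –Zn (-3.57) and –Fe–Zn (-2.74), and not detectably under –Fe (-0.61, adjusted p = 0.29).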

The *SAMS1* (*GRMZM2G054123*) is known to mediate the conversion of methionine to S-adenosylmethionine (SAM) showed an increased transcript abundance under –Fe (3.92-fold) and –Fe–Zn (–Fe–Zn: 9.42-fold) deficiencies in the shoot. Furthermore, the roots showed a differential expression of *NAS3* (*GRMZM2G054123*) in response to the stress treatments. 

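Nicotianamine synthase 3, which makes the metal chelator nicotianamine mainly for transport inside the plant, rose by 1.05 (standard error 0.14, adjusted p = 2.7e-05) in root –Zn and fell by 2.67 (adjusted p = 1.9e-10) in root –Fe and 1.21 (adjusted p = 3.9e-06) in root –Fe–Zn. In the shoot, the transcript was at 0.04 (adjusted p = 1) under –Zn and fell by 0.63 under –Fe. The shoot value under –Fe–Zn was -0.39 (adjusted p = 0.032), which quantile normalization moved to 0.10 (adjusted p = 0.7). That call also ended without any 1 of the 3 shoot –Fe–Zn arrays or shoot +Fe+Zn replicate 1 or 2 (adjusted p from 0.058 to 0.082). With the 3′-to-middle covariate, the shoot –Fe value was -0.34 (adjusted p = 0.24).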

The upregulation of *YELLOW STRIPE 1* (*ZmYS1*; *GRMZM2G156599*) was observed under Fe deficiency in both roots (8.55-fold) and shoot (2.09-fold). However, in response to the –Fe–Zn treatment, the opposite regulation of *ZmYS1* was observed in the root (35.45-fold) and shoot (–38.26 fold). 

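YELLOW STRIPE 1 carries iron bound to phytosiderophores into the cell. In the root, ys1 was at 3.61 ± 0.48 (SD, n = 3) under +Fe+Zn and 4.81 ± 0.15 under –Fe on the log2 scale, a rise of 1.19 (standard error 0.33, adjusted p = 0.01 from limma). In the shoot, this gene was at 8.76 ± 0.09 under +Fe+Zn and 11.13 ± 0.14 under –Fe, a rise of 2.37 (adjusted p = 1.3e-05). The rise did not differ detectably between tissues (1.18 higher in the shoot, adjusted p = 0.064). Under –Zn, ys1 fell by 1.08 (adjusted p = 0.022) in the root and 2.14 (adjusted p = 3.7e-05) in the shoot. Without root +Fe+Zn replicate 1 the root –Fe value was 1.03 (adjusted p = 0.055), and the root –Zn call ended without root –Zn replicate 1 or 2 or root +Fe+Zn replicate 2 (adjusted p = 0.094, 0.089 and 0.13).

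**Figure D2:**
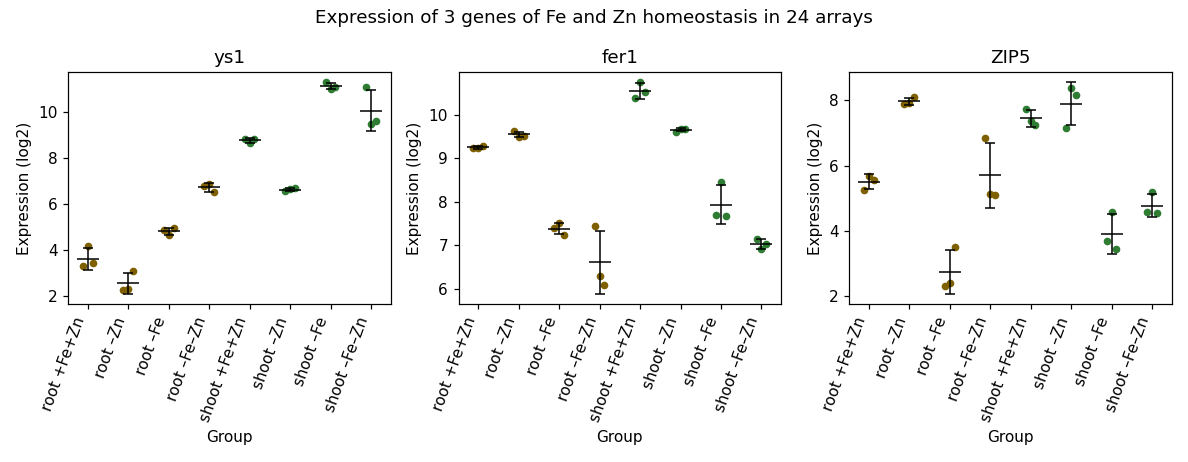
Log2 values of ys1, the iron storage gene fer1 and the zinc transporter gene ZIP5 (y axis) in the 8 groups of tissue and treatment (x axis). Points are single arrays (brown root, green shoot), with the mean and SD of the 3 replicates; ys1 in the shoot has means of 8.76 under +Fe+Zn and 11.13 under –Fe.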

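Under –Fe–Zn, ys1 rose in both tissues, by 3.10 (standard error 0.33, adjusted p = 1e-06) in the root and 1.30 (adjusted p = 0.003) in the shoot. Levels were 6.71 ± 0.19 (SD, n = 3) in the root and 10.06 ± 0.90 in the shoot. The rise was smaller in the shoot than in the root by 1.80 (difference -1.80, adjusted p = 0.0041). In the root, it exceeded the sum of the single stresses by 2.99 (adjusted p = 5.5e-05 for the interaction of Fe and Zn), and in the shoot the corresponding value was 1.07 (adjusted p = 0.11). Without shoot –Fe–Zn replicate 1 the shoot rise was 0.78 (adjusted p = 0.012). From the pattern of ZmYS1 over both tissues, the paper proposes a higher affinity of the transporter for iron bound to phytosiderophores and a prominent activity in roots. That pattern includes opposite regulation under –Fe–Zn, which the labelled comparisons do not show. The level of ys1 was also higher in the shoot than in the root under every treatment.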

The expression pattern of *ZmYS1* suggests its higher affinity towards PS-Fe^3+^ and the prominent activity in roots.

In addition to mugineic acid pathway genes, Fe and Zn deficiencies resulted in the differential expression of several transporters. 

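The transporter and mugineic acid group of Table 1 has 37 probe sets, chosen by the study on these samples, so its direction is not independent evidence. In the root, 13 rose and 8 fell under –Zn (15 and 8 when adjusted over the list alone), 3 rose and 11 fell under –Fe (6 and 12), and 9 rose and 8 fell under –Fe–Zn (9 and 9). In the shoot, 3 rose and 25 fell under –Zn (3 and 26 when adjusted over the list alone), 9 rose and 9 fell under –Fe (9 and 10), and 2 rose and 26 fell under –Fe–Zn. The median log2 change in shoot –Zn was -2.14 and in shoot –Fe–Zn -2.07 (camera adjusted p = 6.1e-09 and 1.8e-08, and 0.054 with an estimated correlation for both). Zinc transporter 4, of the ZIP family of metal importers, fell by 3.24, 4.85 and 5.09 in shoot –Zn, –Fe and –Fe–Zn. An oligopeptide transporter rose by 2.81 and 2.40 in shoot –Fe and –Fe–Zn and by 2.75 in root –Fe–Zn, and fell by 3.21 in shoot –Zn. The cysteine-rich metal binder metallothionein type 2 fell by 3.05, 3.39 and 4.50 in the shoot. Iron storage transcripts outside Table 1 fell too, with ferritin fer2 lower by 2.68 in shoot –Fe and 1.64 in shoot –Fe–Zn. The middle probe set of cyclophilin was at -2.07 and -2.06 relative to the shoot control in shoot –Zn and –Fe–Zn, and the dap control spike at -4.26 and -4.11.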

The upregulation of membrane-localised natural resistance associated macrophage protein (NRAMP), *NRAMP TRANSPORTER 1* (GRMZM2G069198) have been observed in both root and shoot. 

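NRAMP1 belongs to a family of proton-coupled importers of iron and other divalent metals. It rose by 1.65 (standard error 0.21, adjusted p = 1.4e-05) in root –Zn and by 0.64 (adjusted p = 0.03) in root –Fe–Zn, and was at 0.55 (adjusted p = 0.067) in root –Fe. In shoot tissue it fell from 9.13 ± 0.11 (SD, n = 3) under +Fe+Zn to 7.31 ± 0.26 under –Zn, 7.83 ± 0.12 under –Fe and 6.08 ± 0.65 under –Fe–Zn. The shoot and root changes differed under each stress (-3.48, -1.85 and -3.69; adjusted p = 1.2e-07, 0.00011 and 2.5e-08). The root –Fe–Zn call ended without root –Fe–Zn replicate 2 or 3 or any 1 of the 3 root controls (adjusted p from 0.061 to 0.077) and with the 3′-to-middle covariate (0.59, adjusted p = 0.083).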

In plants, vacuoles serve as a sequestering site for minerals, including Fe and Zn. Various tonoplast-located transporters mediate Fe and Zn homeostasis in plants. 

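V-type ATPases and the pyrophosphatase VPP3 pump protons into the vacuole and energise its metal transport. In the shoot, subunit B (Vacuolar ATP synthase subunit B) fell by 2.21 under –Zn and 1.92 under –Fe–Zn and rose by 1.38 (adjusted p = 0.0037) under –Fe. The V0 subunit fell by 3.14 and 3.22 and was at 1.05 (adjusted p = 0.031) under –Fe, and the V1 subunit fell by 3.35 and 3.67. In the root, the V0 subunit was at 0.21, -0.42 and -0.74 under –Zn, –Fe and –Fe–Zn, without passing. After adjustment for the 3′-to-middle signal, the shoot –Fe values of subunit B and V0 were 0.14 and -0.55 (adjusted p = 0.91 and 0.13), and the middle cyclophilin probe set changed as these subunits did, by -2.07, 4.35 and -2.06. The V0 call in shoot –Fe also ended after quantile normalization (0.95, adjusted p = 0.075) and without shoot –Fe replicate 1 or 3 or any 1 of the 3 shoot controls (adjusted p from 0.07 to 0.097).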

Vacuolar transporters such as V-type ATPases, vacuolar proton pumps (VPPs), tonoplast intrinsic proteins (TIPs) were differentially expressed under the Fe and Zn deficiency. 

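Tonoplast intrinsic proteins are aquaporins of the vacuolar membrane. Tonoplast intrinsic protein 1 fell by 1.16, 1.62 and 0.69 in root –Zn, –Fe and –Fe–Zn, fell by 2.25 and 2.04 in shoot –Zn and –Fe–Zn, and rose by 0.75 (adjusted p = 0.0024) in shoot –Fe. Its –Fe change differed between shoot and root by 2.37 (adjusted p = 1e-06). The TIP2 gene GRMZM2G027098 fell in all 6 comparisons, by 1.18, 2.46 and 2.71 in the root and by 0.41, 1.61 and 2.37 in the shoot, although its shoot –Zn value was -0.11 (adjusted p = 0.54) after quantile normalization. A second TIP2 gene, GRMZM2G056908, fell by 2.22 and 3.31 in root –Fe and –Fe–Zn. Under the 3′-to-middle covariate the TIP1 value in shoot –Fe was -0.01 (adjusted p = 1), and without root –Fe–Zn replicate 1 its root –Fe–Zn value was -0.40 (-1.05 with the covariate). That root –Fe–Zn call ended after median centring (-0.44, adjusted p = 0.057).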

Two TIPs *viz*., *Zm.9197.1.A1_at* and *GRMZM2G027098,* were specifically upregulated in response to Fe deficiency (–Fe and –Fe–Zn) and Zn (–Zn and –Fe–Zn) deficiencies, respectively. Similarly, vacuolar-type H^+^-ATPase (*V-TYPES ATPASE*; *GRMZM2G070360*) showed Fe responsive expression in the shoot. 

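The V-type proton ATPase subunit E3 (GRMZM2G070360) fell by 4.16 (standard error 0.31, adjusted p = 1.2e-08) in shoot –Zn and 4.41 (adjusted p = 3.3e-09) in shoot –Fe–Zn, and was at 0.01 (adjusted p = 1) in shoot –Fe. In the root it was at 0.93 (adjusted p = 0.041) under –Zn, -0.25 under –Fe and 0.53 under –Fe–Zn. The tissues differed under –Zn by -5.10 and under –Fe–Zn by -4.94 (adjusted p = 1.5e-07 and 9.7e-08). The root –Zn call ended without root –Zn replicate 2 or 3 or any 1 of the 3 root controls (adjusted p from 0.058 to 0.16), after quantile normalization (0.75, adjusted p = 0.079) and with the 3′-to-middle covariate (0.61, adjusted p = 0.078).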

Interestingly, *VPP3* (*GRMZM2G421857*) showed Zn (–Zn and –Fe–Zn) and Fe (–Fe and –Fe–Zn) specific upregulation in the root and shoot, respectively. 

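Vacuolar proton pump 3 (vpp3), a pyrophosphatase of the tonoplast, fell in shoot –Zn from 9.20 ± 0.30 (SD, n = 3) to 3.01 ± 0.18 on the log2 scale, a fall of 6.18 (standard error 0.33, adjusted p = 1.4e-10). In shoot –Fe–Zn it fell by 4.92 to 4.28 ± 0.84, and in shoot –Fe it was at -0.67 (adjusted p = 0.14). In the root, vpp3 was at 1.00 (adjusted p = 0.034) under –Zn, -0.47 (adjusted p = 0.39) under –Fe and -0.28 (adjusted p = 0.63) under –Fe–Zn. Shoot and root changes differed by -7.18 under –Zn and -4.64 under –Fe–Zn. The root –Zn call ended without root –Zn replicate 2 or 3 or any 1 of the 3 root controls (adjusted p from 0.052 to 0.16) and after quantile normalization (0.87, adjusted p = 0.076).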

Ferric chelate reductases (FRO) are the critical component of strategy-I of Fe homeostasis, which showed the upregulated (*GRMZM2G157263*) expression in both roots and shoot under all the stress treatments. 

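Ferric-chelate reductase (GRMZM2G157263) reduces ferric iron at the cell surface before uptake. In the root, the transcript rose under each stress, from 3.72 ± 0.33 (SD, n = 3) under +Fe+Zn to 4.95 ± 0.13 under –Zn, 5.19 ± 0.21 under –Fe and 5.01 ± 0.38 under –Fe–Zn (adjusted p = 0.00087, 0.00014 and 0.00042 from limma). Within the shoot, it fell by 1.30 (standard error 0.24, adjusted p = 0.00023) under –Zn and 1.83 under –Fe–Zn, and was at -0.39 (adjusted p = 0.26) under –Fe. The changes of shoot and root differed under each stress, by -2.53, -1.86 and -3.12 (adjusted p = 1.3e-05, 0.00033 and 7.9e-07).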

Citrate is one of the potent chelators for the mineral transportation in xylem [47]. *CITRATE SYNTHASE 2* (*GRMZM2G064023*) showed a 6.89-fold and 5.41-fold increased expression under –Fe and –Fe–Zn stresses, respectively, in the roots. 

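Citrate synthase 2 makes citrate, the iron chelator of the xylem. In root tissue it rose by 1.60 (standard error 0.38, adjusted p = 0.0048) under –Zn, and was at 0.99 (adjusted p = 0.07) under –Fe and 0.04 (adjusted p = 1) under –Fe–Zn. In the shoot it fell by 2.71 (adjusted p = 1.6e-05) under –Zn and 2.38 (adjusted p = 4.8e-05) under –Fe–Zn, with 0.40 (adjusted p = 0.6) under –Fe. The –Zn changes of shoot and root differed by -4.31 and the –Fe–Zn changes by -2.42 (adjusted p = 7.3e-06 and 0.0014).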

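ABC transporter C family member 14, an ATP-driven transporter, was at 1.06 (standard error 0.31, adjusted p = 0.019) in root –Zn, -0.11 (adjusted p = 1) in root –Fe and 0.23 (adjusted p = 0.7) in root –Fe–Zn. From 7.98 ± 0.11 (SD, n = 3) in the shoot control it fell to 5.14 ± 0.88 under –Zn, 4.61 ± 0.17 under –Fe and 4.18 ± 0.30 under –Fe–Zn (adjusted p = 1e-06, 1.1e-07 and 1.8e-08). The shoot change lay below the root change under each stress (-3.90, -3.26 and -4.03). The root –Zn call ended without root –Zn replicate 2 or 3 or root +Fe+Zn replicate 1 or 3 (adjusted p = 0.069, 0.065, 0.053 and 0.065).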

Among the ABC transporters, the expression of *ABC TRANSPORTER C FAMILY MEMBER 14* (*GRMZM2G142870*) increased the expression by 2.09-fold and 15.46-fold in the root under the –Zn and –Fe–Zn stresses, respectively. 

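ZIP5 is a zinc and iron importer of the ZIP family. In the root it rose from 5.50 ± 0.23 (SD, n = 3) under +Fe+Zn to 7.97 ± 0.10 under –Zn, a log2 change of 2.47 (standard error 0.44, adjusted p = 0.00045), and fell by 2.77 under –Fe. Under –Fe–Zn in the root it stood at 5.70 ± 0.99, a change of 0.20 (adjusted p = 0.89), and the interaction of Fe and Zn was 0.49 (adjusted p = 0.64). In the shoot, the transcript fell by 3.55 under –Fe and 2.68 under –Fe–Zn and was at 0.45 (adjusted p = 0.52) under –Zn. GRMZM2G178190, with metal ion transmembrane transporter activity, rose by 1.25 in root –Fe and 2.34 in root –Fe–Zn and by 1.34 in shoot –Fe, and fell by 1.64 in shoot –Zn. Its values were -0.30 (adjusted p = 0.43) in root –Zn and 0.27 (adjusted p = 0.34) in shoot –Fe–Zn. In the fit with the covariate for 3′ loss, ZIP5 in shoot –Fe was at -1.97 (adjusted p = 0.0053).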

The ZIP-like transporter (*ZIP5;* GRMZM2G064382) showed Zn stress-specific upregulation (–Zn: 5.53-fold; –Fe–Zn: 3.85-fold) in the root, whereas the metal ion transmembrane transporter activity (*GRMZM2G178190*) was observed under Fe deficiencies only. 

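The mitochondrial phosphate transporter imports phosphate for ATP synthesis. In the shoot, this gene fell by 1.82 (standard error 0.33, adjusted p = 0.00019) under –Zn and 1.93 (adjusted p = 8.4e-05) under –Fe–Zn, and was at -0.13 (adjusted p = 1) under –Fe. In the root, the transcript rose by 1.48 (adjusted p = 0.0027) under –Zn, with 0.48 (adjusted p = 0.38) under –Fe and -0.54 (adjusted p = 0.24) under –Fe–Zn.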

Fe deficiency in the shoot (–Fe and –Fe–Zn) resulted in the upregulation of *MITOCHONDRIAL PHOSPHATE TRANSPORTER* (*GRMZM2G015401*; –Fe: 3.46-fold and –Fe–Zn: 10.28-fold).

#### 2.4.2. Phytohormones

Phytohormone metabolism shows the dynamic responses to Fe and Zn availability, which enable the plants to adapt to Fe and Zn deficiencies. 

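The hormone group of Table 1 has 18 probe sets, chosen by the study on these samples, so its direction is not independent evidence. In the root, 5 rose and 3 fell under –Zn, 1 rose and 7 fell under –Fe (2 and 9 when adjusted over the list alone), and 4 rose and 9 fell under –Fe–Zn. In the shoot, 3 rose and 5 fell under –Zn, 6 rose and 5 fell under –Fe (7 and 7 when adjusted over the list alone), and 4 rose and 9 fell under –Fe–Zn. The group passed camera in root –Fe (median log2 -0.63, adjusted p = 0.025, and 0.072 with an estimated correlation). Outside Table 1, cytokinin genes (22 probe sets) moved both ways, with 4 higher and 2 lower, 1 higher and 2 lower, and 5 higher and 5 lower in root –Zn, –Fe and –Fe–Zn, and none higher and 8 lower, 3 higher and 8 lower, and 4 higher and 6 lower in the shoot. Ethylene genes (7 probe sets) fell in 3 cases in root –Zn (camera adjusted p = 0.042, and 0.12 with an estimated correlation). Auxin genes (5 probe sets) had at most 1 probe set higher and 1 lower in any comparison, and neither the cytokinin nor the auxin list passed camera. The EREBP-4 like protein, an ethylene-responsive DNA-binding protein, fell by 1.18 in root –Fe–Zn and 1.09 in shoot –Fe (-0.58 with the 3′-to-middle covariate).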

In the present investigation, Fe and Zn deficiencies have altered the expression of various genes associated with various phytohormone metabolism *viz*., ethylene, auxin, gibberellins, cytokinin (Figure S4). 

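Cytokinin oxidases break down cytokinins. Cytokinin oxidase 2 rose by 1.25 (standard error 0.32, adjusted p = 0.0078) in root –Zn, fell by 1.23 (adjusted p = 0.0075) in root –Fe and was at -0.16 (adjusted p = 0.85) in root –Fe–Zn. Cytokinin oxidase 3 is covered by a pair of probe sets that share the root –Fe–Zn rise, at 0.99 (adjusted p = 4.2e-05) and 2.35 (adjusted p = 3.7e-12). In root –Fe they were at 0.06 and 0.25 (adjusted p = 0.06 for the latter), and in root –Zn at 0.01 and 0.90 (adjusted p = 1.4e-06 for the latter). In the shoot, CKX3 rose at both probe sets under –Fe (0.98 and 0.72) and –Fe–Zn (adjusted p = 5.6e-06 at the first) and fell under –Zn (-0.55 and -0.63, the latter at -0.37 after quantile normalization).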

The roots under Zn (–Zn and –Fe–Zn) and Fe (–Fe and –Fe–Zn) deficiencies upregulated the *CYTOKININ OXIDASE 2* (*GRMZM2G050997*) and *CYTOKININ OXIDASE 3* (*GRMZM2G167220*) expressions, respectively. 

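Cytokinin-O-glucosyltransferase 2 stores cytokinins as inactive glucosides. From 3.54 ± 0.08 (SD, n = 3) in the root control it fell to 2.92 ± 0.10 under –Zn, 2.44 ± 0.06 under –Fe and 2.53 ± 0.08 under –Fe–Zn (adjusted p = 0.00012, 1.3e-07 and 3.3e-07). In shoot tissue it rose by 1.32 (adjusted p = 6.1e-09) under –Fe and 2.42 (adjusted p = 2e-12) under –Fe–Zn, and was at 0.17 (adjusted p = 0.18) under –Zn. The –Fe changes of shoot and root differed by 2.42 and the –Fe–Zn changes by 3.43 (adjusted p = 4.7e-10 and 3.5e-12).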

The *CYTOKININ-O-GLUCOSYLTRANSFERASE 2* (*GRMZM2G041699*) showed downregulation across the stress treatments.

The upregulation of *Aux/IAA* genes *IAA13* (*GRMZM2G077356*) and *IAA24* (*GRMZM2G115354*) in the shoot (–Zn: 2.59-fold; –Fe–Zn: 9.07-fold) and root (–Zn: 2.06-fold; –Fe–Zn: 2.13-fold), respectively, was observed specifically to Zn deficiency. Similarly, *IAA17* (*GRMZM2G147243*) showed Zn-deficiency induced expression in root tissue (–Zn: 41.19-fold; –Fe–Zn: 11.45-fold). 

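Aux/IAA proteins repress the transcription of auxin-responsive genes. IAA13 was at 0.51 (standard error 0.19, adjusted p = 0.042) in shoot –Zn and -0.50 (adjusted p = 0.054) in shoot –Fe, and fell by 0.87 (adjusted p = 0.001) in shoot –Fe–Zn. In root tissue it fell by 0.90 under –Fe and 1.13 under –Fe–Zn. IAA24 rose by 1.04 (standard error 0.21, adjusted p = 0.0012) in root –Zn and was at 0.31 (adjusted p = 0.37) in root –Fe and -0.02 (adjusted p = 1) in root –Fe–Zn, an interaction of Fe and Zn of -1.37 (adjusted p = 0.0012). The IAA13 call in shoot –Zn ended without any 1 of the 3 shoot –Zn arrays and without shoot +Fe+Zn replicate 2 or 3 (adjusted p from 0.075 to 0.11), and after median centring (0.44, adjusted p = 0.097).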

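IAA17 was at 0.85 (standard error 0.25, adjusted p = 0.019) in root –Zn, -0.01 (adjusted p = 1) in root –Fe and 0.26 (adjusted p = 0.52) in root –Fe–Zn. Within the shoot, it fell from 9.41 ± 0.05 (SD, n = 3) under +Fe+Zn to 2.98 ± 0.59 under –Zn and 2.50 ± 0.13 under –Fe–Zn, near the floor of the arrays, and to 7.85 ± 0.17 under –Fe. These are log2 changes of -6.42, -6.91 and -1.55 (adjusted p = 2.6e-12, 5.4e-13 and 7.1e-05). The shoot and root changes differed by -7.27, -1.54 and -7.17 under –Zn, –Fe and –Fe–Zn. The root –Zn call ended without root –Zn replicate 2 or 3 or root +Fe+Zn replicate 1 (adjusted p = 0.051, 0.066 and 0.12) and after quantile normalization (0.75, adjusted p = 0.06).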

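PIN1b is an auxin efflux carrier. In root –Fe–Zn it fell by 1.80 (standard error 0.25, adjusted p = 3e-05), and in root –Fe it was at -0.71 (adjusted p = 0.05), on the edge of the threshold. In root –Zn the value was -0.32 (adjusted p = 0.53). None of the shoot changes passed, and under –Fe–Zn the shoot change lay 1.74 above the root change (adjusted p = 0.00069).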

The pin-formed (PIN) protein *PIN1b* (*GRMZM2G074267*) crucial for the polar transport of auxins showed the downregulated expression under –Fe (–3.48) and –Fe–Zn (–5.35) in the root. The repression or non-significant expression of AIR12 (GRMZM2G427451) was observed in the root under –Fe and –Fe–Zn stresses.

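AIR12 (auxin induced in root cultures 12) encodes an auxin-responsive protein. In root –Fe it was at 0.33 (adjusted p = 0.57) and in root –Fe–Zn at -0.97 (standard error 0.29, adjusted p = 0.016). In shoot –Fe it rose by 2.24 (adjusted p = 5.7e-06), 1.91 more than in the root (adjusted p = 0.0013). Its values in shoot –Zn and –Fe–Zn were -0.22 and 0.16. The root –Fe–Zn call ended without root –Fe–Zn replicate 1 or root +Fe+Zn replicate 1 or 2 (adjusted p = 0.058, 0.052 and 0.067) and after quantile normalization (-0.75, adjusted p = 0.057).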

Ethylene is another important class of hormones mediating plants’ adaptation under Fe and Zn deficiencies. The –Fe and –Fe–Zn stresses resulted in the high expression of *ETHYLENE RECEPTOR* (*GRMZM2G102601*) in the shoot (–Fe: 5.50-fold; –Fe–Zn: 3.43-fold). 

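The ethylene receptor GRMZM2G102601 binds ethylene and, without it, holds the pathway off. In shoot –Fe it was at 0.55 (standard error 0.22, adjusted p = 0.072). It fell by 1.37 (adjusted p = 8.4e-05) in shoot –Zn, by 1.92 (adjusted p = 1.5e-06) in shoot –Fe–Zn and by 1.08 (adjusted p = 0.0013) in root –Fe–Zn. The shoot and root changes differed by -1.70 under –Zn and -0.83 under –Fe–Zn (adjusted p = 4e-04 and 0.044).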

On the contrary, *ETHYLENE RESPONSE FACTOR* (*GRMZM2G052667*) showed an upregulation in the roots under –Fe (2.86-fold) and –Fe–Zn (3.61-fold) stresses. 

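The ethylene response factor GRMZM2G052667, a transcription factor at the end of ethylene signalling, fell by 1.15 (standard error 0.29, adjusted p = 0.0052) in root –Fe and rose by 1.52 (adjusted p = 0.00054) in root –Fe–Zn, with 0.55 (adjusted p = 0.22) in root –Zn. The interaction of Fe and Zn in the root was 2.12 (adjusted p = 0.00043). In the shoot it fell by 1.37 under –Fe and 1.70 under –Fe–Zn, and the –Fe–Zn changes of shoot and root differed by -3.21 (adjusted p = 4.8e-06). With the 3′-to-middle covariate, the root –Fe–Zn rise was 0.97 (adjusted p = 0.0012) and the shoot –Fe fall 2.51.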

Ethylene responsive factors (ERF) mediate stress signals. The repression of ERFs has been recorded in response to Fe and Zn deficiencies in a tissue-specific manner. 

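GRMZM2G025062 fell by 2.09, 3.17 and 3.14 in root –Zn, –Fe and –Fe–Zn. In the shoot, the transcript rose by 0.96 (adjusted p = 0.0011) under –Zn and was at -0.23 (adjusted p = 0.56) under –Fe and 0.07 (adjusted p = 0.94) under –Fe–Zn. Its shoot and root changes differed by 3.06, 2.95 and 3.21 (adjusted p = 3.9e-07, 5.5e-07 and 1.1e-07). GRMZM2G053503, another gene of the ethylene-responsive factor family, fell by 1.60 in root –Fe and 1.38 in root –Fe–Zn and was at -0.52 (adjusted p = 0.043) in root –Zn. In the shoot, this gene rose by 1.20, 1.15 and 3.20 under –Zn, –Fe and –Fe–Zn, and its –Fe–Zn changes differed between tissues by 4.59 (adjusted p = 1.7e-10). The root –Zn call of GRMZM2G053503 ended without root –Zn replicate 1 or 2 or root +Fe+Zn replicate 1 or 2 (adjusted p from 0.11 to 0.26) and with the 3′-to-middle covariate (-0.40, adjusted p = 0.098). Without root +Fe+Zn replicate 1 the value was -0.32.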

*ERF-LIKE PROTEIN* (*GRMZM2G025062*) was downregulated only in roots, whereas *ETHYLENE-RESPONSIVE FACTOR-LIKE PROTEIN 1* (*GRMZM2G053503*) was downregulated in both the root and shoot. Furthermore, Zn stresses in the shoot (–Zn and –Fe–Zn) upregulated the gibberellin receptor gene *GID1L2* (*GRMZM5G831102*; –Zn: 5.00-fold; –Fe–Zn: 15.97-fold).

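GID1L2 is annotated as a gibberellin receptor. In shoot tissue it was at 0.34 (standard error 0.42, adjusted p = 0.65) under –Zn and fell by 2.94 (adjusted p = 2.3e-05) under –Fe and 1.99 (adjusted p = 0.00081) under –Fe–Zn. In the root it fell by 2.53 (adjusted p = 0.00018) under –Fe–Zn, with -0.43 under –Zn and -1.03 (adjusted p = 0.093) under –Fe. Given the 3′-to-middle covariate the values were -1.03 in shoot –Fe and -1.63 in root –Fe–Zn, both still past the threshold.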

#### 2.4.3. Photosynthesis and Carbohydrate Metabolism

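The photosynthesis and carbohydrate group of Table 1 has 37 probe sets, which the study chose on these samples, so its direction is not independent evidence. In the root, 8 rose and 3 fell under –Zn (11 and 3 when adjusted over the list alone), 2 rose and 8 fell under –Fe, and 6 rose and 9 fell under –Fe–Zn (6 and 11). In the shoot, 7 rose and 19 fell under –Zn (median log2 -0.98), 9 rose and 6 fell under –Fe (10 and 6 when adjusted over the list alone), and 3 rose and 26 fell under –Fe–Zn (median -2.64). Camera's adjusted p was 0.0021 in shoot –Zn and 5.2e-06 in shoot –Fe–Zn, and 0.31 and 0.13 with an estimated correlation. Sucrose phosphate synthase 1, a control point of sucrose synthesis, fell by 1.65 in shoot –Fe and 3.53 in shoot –Fe–Zn and rose by 1.56 in root –Fe–Zn. The chaperonin subunit that assembles Rubisco (RuBisCO large subunit-binding protein subunit beta) fell by 3.98 in shoot –Zn and 3.78 in shoot –Fe–Zn and rose by 2.92 in shoot –Fe (1.04 with the 3′-to-middle covariate). Chloroplast ribosomal protein S10 rose by 1.88 in shoot –Zn and 2.53 in shoot –Fe–Zn. Among chlorophyll and heme synthesis genes, a list of 4 probe sets that was too small to test, 1 rose and 1 fell in shoot –Zn, 2 rose in shoot –Fe (2 and 1 lower when adjusted over the list alone), and 1 rose and 1 fell in shoot –Fe–Zn. In shoot –Zn, –Fe and –Fe–Zn the middle probe set of cyclophilin was at -2.07, 4.35 and -2.06 relative to the shoot control, and the dap control spike at -4.26, 0.33 and -4.11.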

Several photosynthesis and carbohydrate metabolism-related genes showed differential expression under Fe and Zn stresses (Figure S5). Under –Fe (2.35-fold) and –Fe–Zn (20.44-fold) stresses, *FERROCHELATASE* (GRMZM2G113325) showed the upregulated expression in roots. 

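Ferrochelatase inserts iron into protoporphyrin to make heme. In the root, the transcript fell by 0.46 (standard error 0.12, adjusted p = 0.0072) under –Zn and rose by 0.81 (adjusted p = 4.1e-05) under –Fe and 1.24 (adjusted p = 2.7e-07) under –Fe–Zn, to 7.21 ± 0.09 (SD, n = 3). The interaction of Fe and Zn in the root was 0.89 (adjusted p = 0.00032). In the shoot the values were -0.13, -0.15 and -0.30 (adjusted p = 0.47, 0.44 and 0.048), and the shoot change lay below the root change under –Fe (-0.96) and –Fe–Zn (-1.53). The shoot –Fe–Zn value became 0.18 (adjusted p = 0.35) after quantile normalization. Its call also ended without shoot –Fe–Zn replicate 1 (-0.18, adjusted p = 0.24) or 3 (-0.23, adjusted p = 0.17) or any 1 of the 3 shoot controls (adjusted p from 0.087 to 0.1), and without shoot –Fe–Zn replicate 2 the value was -0.47.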

In photosynthesis, ferredoxins transfer the electrons from photo-reduced photosystem-I to ferredoxin NADP^+^ reductase in which NADPH is produced for CO_2_ assimilation. *FERREDOXIN 3* (*GRMZM2G053458*) showed the enhanced expression under –Fe (25.82-fold) and –Fe–Zn (17.88-fold) stress in the shoot. Similarly, the cytochrome complexes mediate the electron transfer between PSII and PSI. 

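In the shoot, ferredoxin 3 was at 7.12 ± 0.16 (SD, n = 3) under +Fe+Zn, 4.17 ± 0.08 under –Zn, 9.14 ± 0.15 under –Fe and 4.45 ± 0.27 under –Fe–Zn on the log2 scale. It therefore rose by 2.01 (standard error 0.36, adjusted p = 0.00023) under –Fe and fell by 2.96 under –Zn and 2.67 under –Fe–Zn. The interaction of Fe and Zn in the shoot was -1.73 (adjusted p = 0.019). Ferredoxin 6, another iron-sulfur electron carrier of the chloroplast, fell by 3.23 in shoot –Fe and 2.64 in shoot –Fe–Zn. After adjustment for the 3′-to-middle signal, the ferredoxin 3 value in shoot –Fe was 0.36 (adjusted p = 0.29).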

Fe stresses in the shoot (–Fe, –Fe–Zn) resulted in the increased accumulation of *APOCYTOCHROME F PRECURSOR* transcripts (*GRMZM2G448174*) in the shoot. 

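The apocytochrome f precursor, the heme-binding part of the cytochrome b6f complex, rose from 5.35 ± 0.11 (SD, n = 3) in shoot +Fe+Zn to 10.54 ± 0.19 in shoot –Fe, a log2 change of 5.20 (standard error 0.73, adjusted p = 1.7e-05). In shoot –Fe–Zn it was at 6.65 ± 0.26, a change of 1.30 (adjusted p = 0.17), and in shoot –Zn at 0.95 (adjusted p = 0.36). The interaction of Fe and Zn was -4.85 (adjusted p = 0.0019), and the –Fe change was 4.15 larger in the shoot than in the root (adjusted p = 0.0048). In the fit with the covariate for 3′ loss, the rise in shoot –Fe was 1.85 (adjusted p = 0.0058), and the middle cyclophilin probe set rose by 4.35 on the same arrays.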

Carbonic anhydrases (CAs) are Zn metalloenzymes that catalyse the interconversion of CO_2_ and HCO_3_^-^ in plants. 

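Carbonic anhydrase, a zinc enzyme that supplies bicarbonate to the first carboxylation of C4 photosynthesis, rose by 2.63 (standard error 0.42, adjusted p = 0.00016) in root –Zn. It was at -1.19 (adjusted p = 0.047) in root –Fe and 0.20 (adjusted p = 0.87) in root –Fe–Zn. From 13.59 ± 0.06 (SD, n = 3) in the shoot control it fell to 11.44 ± 0.52 under –Zn and 9.79 ± 1.27 under –Fe–Zn (adjusted p = 0.00045 and 7.4e-07), and it was at 13.49 ± 0.04 under –Fe. The shoot change differed from the root change under –Zn (-4.78, adjusted p = 6.8e-06) and under –Fe–Zn (adjusted p = 3e-05). The root –Fe call ended without any 1 of the 6 root –Fe and control arrays (adjusted p from 0.052 to 0.18), after quantile normalization (adjusted p = 0.066) and with the 3′-to-middle covariate (-1.08, adjusted p = 0.07).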

The root under –Zn and –Fe–Zn deficiencies and shoot under –Zn and –Fe deficiencies upregulated the *CARBONIC ANHYDRASE* (*GRMZM2G121878*), whereas –Fe–Zn stress in the shoot showed the downregulation of *CARBONIC ANHYDRASE* (*GRMZM2G121878*). The activity of carbonic anhydrase mediates the supply of CO_2_ to Rubisco (Ribulose bisphosphate carboxylase). The –Fe and –Fe–Zn deficiencies resulted in higher *RIBULOSE BISPHOSPHATE CARBOXYLASE SMALL SUBUNIT 2* (*GRMZM2G113033*) transcripts accumulation. However, as compared to combined Fe and Zn deficiency (–Fe–Zn), Fe deficiency (–Fe) showed very high expressions. 

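RbcS2 encodes a small subunit of Rubisco. Within the shoot, it rose by 4.27 (standard error 1.45, adjusted p = 0.029) under –Fe and fell by 4.76 (adjusted p = 0.012) under –Fe–Zn and 3.85 (adjusted p = 0.043) under –Zn. The interaction of Fe and Zn was -5.18 (adjusted p = 0.079). The calls under –Fe and –Zn ended when any 1 array of the comparison was left out (adjusted p from 0.057 to 0.08 and from 0.067 to 0.11). Under the 3′-to-middle covariate the –Fe value turned to -2.54 (adjusted p = 0.021). Such an adjusted shoot –Fe value extrapolates a slope that comes mostly from the root –Fe–Zn arrays, so it is no firm correction.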

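The related gene rbcS1 fell by 0.78 (standard error 0.07, adjusted p = 5.6e-08) in shoot –Zn and 0.95 (adjusted p = 2.9e-09) in shoot –Fe–Zn and was at -0.00 in shoot –Fe. After quantile normalization these values of rbcS1 were -0.48 and -0.55. In the root, rbcS1 rose by 1.09 under –Fe–Zn (adjusted p = 1.2e-09).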

The chlorophyll *a*/*b*-binding proteins are the apoproteins of the light-harvesting complex of photosystem II. 

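Chlorophyll a-b binding protein 6A, an antenna protein, was at 6.20 ± 0.07 (SD, n = 3) in shoot +Fe+Zn, 6.34 ± 0.13 in shoot –Zn, 5.88 ± 0.09 in shoot –Fe and 3.08 ± 0.25 in shoot –Fe–Zn on the log2 scale. Only the last differed past the threshold, a fall of 3.11 (standard error 0.23, adjusted p = 5.9e-09), and the interaction of Fe and Zn was -2.94 (adjusted p = 2.9e-06). In root tissue it rose by 2.77 (adjusted p = 1.1e-07) under –Zn and 1.08 (adjusted p = 0.0017) under –Fe–Zn and was at 0.01 under –Fe.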

In the present investigation, the *CHLOROPHYLL A-B BINDING PROTEIN 6A* (*ZmAffx.1219.1.S1_s_at*) was upregulated under all the stresses in the shoot. The various proteins associated with photosynthesis co-translationally targeted the chloroplast via signal recognition particles. The transcripts of *CHLOROPLAST SIGNAL RECOGNITION PARTICLE SUBUNIT* (*GRMZM2G145460*; *cpSRP54*) were repressed across the stresses.

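The cpSRP54 transcript, for the particle that delivers antenna proteins to the thylakoid, rose in the shoot by 2.01 (standard error 0.19, adjusted p = 1.7e-07) under –Zn and 2.84 (adjusted p = 1.4e-09) under –Fe–Zn and was at -0.01 (adjusted p = 1) under –Fe. In the root it fell by 0.98 (adjusted p = 7e-04) under –Fe, with -0.13 (adjusted p = 0.92) under –Zn and -0.51 (adjusted p = 0.052) under –Fe–Zn. The shoot change exceeded the root change by 2.15, 0.97 and 3.35 under –Zn, –Fe and –Fe–Zn (adjusted p = 6.9e-06, 0.01 and 2.2e-08).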

Fe stress resulted in a higher expression of DEGs associated with carbohydrate metabolism. The Fe deficiency (–Fe, –Fe–Zn) showed a consistently greater accumulation of transcripts of the glycolysis pathway in the shoot. 

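Of the 12 glycolysis probe sets fixed for the list, 3 rose and none fell in shoot –Fe (median log2 0.27, camera adjusted p = 0.12), and 6 rose and 4 fell in shoot –Fe–Zn (median 0.28, camera adjusted p = 0.89). The glyceraldehyde-3-phosphate dehydrogenase gpc4 rose by 3.32 (standard error 0.40, adjusted p = 1.9e-06) in shoot –Fe–Zn and was at 0.87 (adjusted p = 0.11) in shoot –Fe. Its relative gpc3 rose by 1.32 (adjusted p = 0.0066) in shoot –Fe–Zn at its brightest probe set (0.77 without shoot –Fe–Zn replicate 1) and by 4.39 and 4.26 at its dimmer ones. For gpc1, 1 probe set rose by 3.55 in shoot –Fe and fell by 3.46 in shoot –Fe–Zn, and the other was at 0.28 and 0.63. The list did not pass camera in either comparison.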

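Phosphoglycerate kinase, which makes ATP in glycolysis, fell by 6.21 (standard error 0.75, adjusted p = 3.2e-06) in shoot –Zn and 5.93 (adjusted p = 3.6e-06) in shoot –Fe–Zn and was at 0.79 (adjusted p = 0.6) in shoot –Fe. Enolase 1, which forms phosphoenolpyruvate, rose by 2.34 (adjusted p = 0.0018) in shoot –Fe and fell by 2.65 and 3.19 in shoot –Zn and –Fe–Zn. Enolase 2 fell by 4.06 and 3.06 and was at -0.09 (adjusted p = 1) in shoot –Fe. Phosphohexose isomerase 1 rose by 1.18 (adjusted p = 4.9e-05) in shoot –Fe and fell by 2.83 in shoot –Zn and 2.74 in shoot –Fe–Zn. In shoot –Fe–Zn, triosephosphate isomerase fell by 3.11 and the Table 1 glyceraldehyde-3-phosphate dehydrogenase by 2.80, with -0.30 (adjusted p = 0.45) and -1.04 (adjusted p = 0.087) in shoot –Fe. With the 3′-to-middle covariate, enolase 1 in shoot –Fe was at -0.01 (adjusted p = 1), and the middle cyclophilin probe set was at 4.35 in shoot –Fe and -2.06 in shoot –Fe–Zn.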

The majority of glycolytic enzymes *viz*., *PHOSPHOGLYCERATE KINASE* (*GRMZM2G382914*), *ENOLASES* (*GRMZM2G064302*, *GRMZM2G048371*), *PHOSPHOHEXOSE ISOMERASE* (*GRMZM2G065083*), TRIOSEPHOSPHATE *ISOMERASE* (*GRMZM2G030784*), *GLYCERALDEHYDE-3-PHOSPHATE DEHYDROGENASE* (*GRMZM2G051004*) showed an enhanced expression in the shoots under –Fe and –Fe–Zn deficiencies. However, Zn deficiency did not show any consistent expression of glycolysis-associated transcripts. Furthermore, the roots enhanced the transcripts of *CARBOHYDRATE TRANSPORTER* (*GRMZM2G336448*) in response to Fe deficiency (–Fe: 4.22-fold; –Fe–Zn: 2.12-fold). On the other hand, genes associated with polysaccharide synthesis and cell wall biogenesis *viz*., *UDP-GLUCOSE 6-DEHYDROGENASE* (*GRMZM2G328500*; *GRMZM5G862540*), *UDP-GLUCURONIC ACID DECARBOXYLASE 1* (predicted; *GRMZM2G165357*) and *POLYGALACTURONATE 4-ALPHA-GALACTURONOSYLTRANSFERASE* (*GRMZM2G076276*) showed increased transcripts accumulation in the shoot under –Fe and –Fe–Zn stresses. 

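In shoot –Zn, triosephosphate isomerase, which joins both 3-carbon arms of glycolysis, fell by 2.66 (adjusted p = 7.5e-08) and the Table 1 glyceraldehyde-3-phosphate dehydrogenase by 2.71 (adjusted p = 7.9e-05). Of the 12 listed probe sets, 1 rose and 6 fell there (2 and 6 when adjusted over the list alone), with a median log2 of -0.18 and a camera adjusted p of 0.055. In root –Zn, enolase 1 rose by 2.37 (adjusted p = 0.0029) and triosephosphate isomerase by 0.93 (adjusted p = 0.0069). The root –Zn value of glyceraldehyde-3-phosphate dehydrogenase was 1.52 (adjusted p = 0.019), a call that ended without root –Zn replicate 2 or 3 or root +Fe+Zn replicate 1 or 2 (adjusted p from 0.051 to 0.075) and after quantile normalization (1.27, adjusted p = 0.056). With the 3′-to-middle covariate it was 1.00.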

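The carbohydrate transporter GRMZM2G336448 rose by 2.08 (standard error 0.44, adjusted p = 0.0015) in root –Fe–Zn and was at -0.01 (adjusted p = 1) in root –Fe and 0.18 in root –Zn. For this transporter in the root, the interaction of Fe and Zn was 1.92 (adjusted p = 0.022). In the shoot it rose by 1.63 (adjusted p = 0.0071) under –Fe and 2.04 (adjusted p = 0.00088) under –Fe–Zn. Given the 3′-to-middle covariate the values were 1.35 in root –Fe–Zn and 0.07 (adjusted p = 1) in shoot –Fe.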

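UDP-glucose 6-dehydrogenase and UDP-glucuronic acid decarboxylase 1 supply nucleotide sugars for hemicellulose and pectin, and galacturonosyltransferase builds the pectin chain. The UDP-glucose 6-dehydrogenase GRMZM2G328500 fell by 2.15 (adjusted p = 7.9e-06) in shoot –Fe–Zn and 3.00 (adjusted p = 2.5e-07) in shoot –Zn and was at 0.31 (adjusted p = 0.6) in shoot –Fe. The second gene, GRMZM5G862540, was at 0.82 (adjusted p = 0.1) in shoot –Fe and -0.77 (adjusted p = 0.11) in shoot –Fe–Zn. UDP-glucuronic acid decarboxylase 1 was at 0.25 (adjusted p = 0.97) in shoot –Fe and fell by 1.56 (adjusted p = 0.0064) in shoot –Fe–Zn. The galacturonosyltransferase GRMZM2G076276 was at -0.66 (adjusted p = 0.019) in shoot –Fe, fell by 0.94 (adjusted p = 0.0012) in shoot –Fe–Zn and rose by 1.03 in shoot –Zn and 1.73 in root –Fe. Its shoot –Fe call ended without shoot –Fe replicate 1 or 2 or shoot +Fe+Zn replicate 1 (adjusted p = 0.1, 0.056 and 0.067) and with the 3′-to-middle covariate (-0.62, adjusted p = 0.18).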

The Zn stresses in the shoot (–Zn and –Fe–Zn) resulted in the higher expression of *CELLULOSE SYNTHASES* in the shoot (*GRMZM2G424832*, *GRMZM2G018241*, *GRMZM2G142898*).

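In shoot –Zn, cellulose synthases 4, 9 and 12 rose by 2.09, 1.49 and 1.38 (adjusted p = 8.5e-08, 1.1e-06 and 0.00044). Their values in shoot –Fe–Zn were 0.12, 0.33 and 0.34 (adjusted p = 0.72, 0.12 and 0.35). Their interaction of Fe and Zn was -1.35 (adjusted p = 0.00083) for cellulose synthase 4, -1.14 (adjusted p = 0.0013) for cellulose synthase 9 and -0.50 (adjusted p = 0.42) for cellulose synthase 12. Of 13 cellulose synthase probe sets listed, 10 rose and none fell in shoot –Zn (median log2 0.93, camera adjusted p = 0.00041, and 0.13 with an estimated correlation), 3 rose and 6 fell in shoot –Fe, and 2 rose and 3 fell in shoot –Fe–Zn. The member cesa3 rose in every shoot comparison (0.93 under –Zn and 0.59 under –Fe–Zn, adjusted p = 1.9e-12 under –Fe), and cesa7 rose by 1.06 in shoot –Zn and fell by 1.14 and 1.24 in shoot –Fe and –Fe–Zn.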

### 2.5. Regulation and Interaction of Fe and Zn Transporters in Maize

The gene-regulatory network (GRN) is constructed to visualize the regulatory relationships of miRNA and the transcription factors with their downstream differentially expressed transporter and mugineic acid pathway genes under Fe and Zn deficiency. GRN revealed a total of 454 interactions of transporters with miRNA and transcription factors (TFs) (Tables S3 and S4; Figure 7). The highest number of total degrees (31) were observed for the *ZINC TRANSPORTER 4* (*GRMZM2G015955*), *METALLOTHEIONINE LIKE PROTEIN* (*GRMZM2G099340*) and *METHIONINE t-RNA LIGASE* (*GRMZM2G099628*). However, the *ZmYS1* (*GRMZM2G156599*) and *VACUOLAR PROTON-TRANSPORTING V-TYPE ATPASE, V1 DOMAIN* (*GRMZM2G128995*) showed the highest degrees (23) with miRNAs and TFs, respectively. Therefore, these genes are the potential hub nodes in the regulation of the Fe and Zn homeostasis in maize. TF and miRNA and their interactions are adding the regulatory complexity to transporters genes. The regulatory network showed the highest gene–miRNA interactions with miRNAs of the zma-miR395 family (36) and the highest gene–TF interactions with ERFs (104). Hence, zma-miR395 and ERFs are the major regulatory elements in transporter and mugineic acid pathway regulatory network of maize. Furthermore, transporters’ regulatory network in the present investigation showed the regulation of genes with a common expression pattern by a common transporter under Fe and Zn deficiency although this may not be a universal phenomenon (Figure 7; Table S3). For instance, six transporter genes (*GRMZM2G015295*, *GRMZM2G067546*, *GRMZM2G070605*, *GRMZM2G099340*, *GRMZM2G099628*, *GRMZM2G128995*) showing Fe specific upregulation showed a common TF-mediated regulation through EREB142 (GRMZM2G010100). Conversely, many of the transporter genes’ expression is regulated by several miRNA and TFs.

## 3. Discussion

### 3.1. Fe and Zn Deficiencies Shifted the Expression Pattern of the Transcriptome in Root and Shoot

The current investigation presents a genome-wide transcriptome response of individual and simultaneous Fe and Zn deficiencies in both the root and shoot tissues. The experiments were performed with the aim of understanding the changes in the global transcripts’ level under –Zn, –Fe and –Fe–Zn stresses, and to decipher the expression of transcripts associated with Fe and Zn homeostasis, phytohormone metabolism, photosynthesis and carbohydrate metabolism. Genome-wide expression assay revealed a higher number of DEGs in the shoot (8200) as compared to root (7316) for –Fe and –Zn stresses indicating greater physiological demand for Fe and Zn minerals in the shoot over the root. The shoot controls most of the essential physiological activities *viz*., photosynthesis, chlorophyll biosynthesis, carbohydrate and cytochrome biosynthesis, and that of several plant pigments. Moreover, several enzymes employed in the shoot physiological activities required Fe and/or Zn as co-factor(s) or their integral component(s) [48,49]. On the other hand, high metabolic and physiological pressure on the root transportome and membrane-bound proteins to meet the Fe and Zn ions under –Fe–Zn stress could have resulted in contrasting trends of a higher number of DEGs in the roots as compared to shoot. The results of the present investigations are in contrast with those of Zheng et al. [32], who reported a higher number of DEGs in the root as compared to the shoot under Fe and P interactions in rice. The functional classification of DEGs in the current investigation revealed many of the GO terms associated with ion uptake and homeostasis *viz*., cation binding, metal ion binding, oxidoreductase activity etc. The deficiency of Fe and Zn alters the expression of genes associated with Fe and Zn homeostasis to regulate the plant physiological and metabolic requirement of Fe and Zn ions [2,3,23,26,27].

### 3.2. Fe and Zn Stresses Alter the Root Length via Differential Expression of Phytohormonal Genes 

The plant root system is a vital component for the uptake and transport of nutrients from the soil and also exhibits considerable plasticity in response to endogenous and environmental signals [50]. The notable changes in the root length of maize inbred line SKV-616 under –Zn, –Fe and –Fe–Zn stresses were associated with the differential expressions of several genes of hormonal metabolism (Figure 1C, Table 1). Owing to Zn stresses (–Zn, –Fe–Zn), the upregulated expression of *IAA17* (*GRMZM2G147243*) and *IAA24* (*GRMZM2G115354*) was observed in the root tissue. *IAA17* prevents the initiation of lateral roots by preventing the binding of AXR3 to *auxin-responsive element* (*ARE*) [51]. Similarly, the *IAA3* gain of function in rice causes growth defects in crown roots [52,53]. Furthermore, *AtIAA8* is an ortholog of *ZmIAA24* in *Arabidopsis* which has also been reported as a negative regulator of lateral root formation [54]. In addition to the regulation of root phenotype, auxins also serve as signalling molecules in mineral deficiency in plants. The enhanced expression of *IAA13* (*GRMZM2G077356*) and *IAA17* (*GRMZM2G147243*) in –Zn and –Fe stress-specific manner in the shoot indicate their probable role in a shoot-to-root auxin signalling under Zn and Fe deficiency, respectively. In wheat, the application of IAA to shoots of Fe-sufficient plants resulted in the enhanced release of PS in roots [38]. Furthermore, the opposite regulation pattern *IAA* genes could be associated with variation in the spatial responses. In contrast to auxins, cytokinins play an inhibitory role in the lateral root initiation and development [55,56]. The maize seedlings showed Zn and Fe stress-specific expression of *CYTOKININ OXIDASES (CKXs)* in root tissues. Remarkably, *CKX3* (*GRMZM2G167220*) showed a higher upregulation in response to Fe stresses (–Fe, –Fe–Zn) as compared to *CKX2* (*GRMZM2G050997*) under Zn stresses (–Zn, –Fe–Zn). In *Arabidopsis,* the overexpression of cytokinin-degrading enzyme encoding gene *CKX* in the lateral root primordia (LRP) results in reduced cytokinin levels and the elimination of cytokinin signalling [57,58], thereafter which enhances the lateral root density by reducing the distance between the adjacent LRP cells [59,60].

The synthesis of ethylene is perceived by membrane-bound ethylene receptors that initiate the ethylene signalling pathway. The higher expression of *ETHYLENE RESPONSE FACTOR* (*GRMZM2G052667*) in –Fe and –Fe–Zn stresses of the root appear to have contributed towards reduced root length. In maize, ethylene-responsive factors (*ERF1*) play a vital role in stress signalling pathways [61]. Similarly, in tomato, the overexpression of ethylene-responsive factors *LeERF2/TERF2* showed the increased synthesis of ethylene [62]. Furthermore, the inverse association between higher ethylene biosynthesis and primary root growth through decreased cell proliferation and elongation in root apical meristem was observed in *Arabidopsis* [63,64].

Gibberellins increase primary root length through the cell elongation and proliferation of root meristem and reduced levels of GAs result in shorter primary roots [65]. GA signalling in plants involves the GA receptor *GIBBERELLIN INSENSITIVE DWARF1* (*GID1*), GA signalling repressor DELLA proteins and ubiquitin ligase complex [66]. The binding of GID1 to bioactive GA, causing the degradation of DELLA proteins, which subsequently initiates the GA signalling in plants. In the absence of bioactive GA, DELLA proteins repress the GA responses [67]. Hence, the downregulation of *GID1L2* (*GRMZM5G831102*) under –Fe and –Fe–Zn stresses in the root indicate a direct association between the reduced root length and of GA signalling in maize. Previous findings also reported an association between the reduced root growth and endogenous GA level under Zn and Fe deficiency in maize [68] and rice [67], respectively.

### 3.3. Fe and Zn Deficiency Affect Photosynthesis and Carbohydrate Metabolism Through Altered Expression of Key Genes

In the present investigation, the enhanced expression of *FERROCHELATASES* (*GRMZM2G113325*), *APOCYTOCHROME F* (*GRMZM2G448174*), *CHLOROPHYLL A-B BINDING PROTEIN 6A* (*ZmAffx.1219.1.S1_s_at*) were observed under Fe deficiency stresses (–Fe and –Fe–Zn). APOCYTOCHROME F (GRMZM2G448174) is the precursor of cytochrome b6-f complex, which facilitates electron transfer between photosystem II (PSII) and PSI [69]. Similarly, ferredoxins involved in electron transport from the photo-reduced photosystem-I to NADP^+^ reductases. The chlorophyll a-b binding protein 6A (ZmAffx.1219.1.S1_s_at) acts as a component of the light-harvesting complex (LHC) which is involved in the formation of a full-size NAD(P)H dehydrogenase-PSI super complex (NDH-PSI) that triggers cyclic and chlororespiratory electron transport in chloroplast thylakoids, especially under stress conditions [70]. Therefore, the Fe and Zn deficiency-induced overexpression of *APOCYTOCHROME F, CHLOROPHYLL A-B BINDING PROTEIN 6A* and *FERREDOXIN 3* affects photosynthesis by disrupting the cellular redox poise and electron transfer mechanisms [69,71].

The increased expression of *CARBONIC ANHYDRASE* (CA; *GRMZM2G121878*) during Zn deficiency (–Zn and –Fe–Zn) requires Zn^2+^ ions as co-factors for its functional activity. CA catalyses the first biochemical step of the carbon fixation in C_4_ plants. As a co-factor in CA, Zn creates a proton H^+^ and a nucleophilic hydroxide ion. The nucleophilic water molecules attack the carbonyl group of carbon dioxide to convert it into bicarbonate. Additionally, the H^+^ ions reduce the pH, and inactivate the enzymes associated with the hydrolysis of starch and glucose, and subsequently reduce the osmotic gradient of cells and stomatal closure [72].

Rubisco is the most prominent protein on the Earth and serves as the primary engine of carbon assimilation through photosynthesis. Fe deficiency resulted in higher accumulation of RuBisCO subunit transcripts (*GRMZM2G113033*, *GRMZM2G095252*) in the shoot. However, previous reports in soybean and sugar beet pointed the reduced as well as increased RuBisCO protein content under Fe deficiency, respectively [73,74]. Fe and Zn deficiency-induced the disruption in the protein synthesis machinery, which could be the reason for reduced RuBisCO proteins’ accumulation. In barley and rice, the accumulation of RuBisCO was higher in the older leaves of Fe-deficient plants than in the older control leaves, which suggests that RuBisCO accumulation is not decreased significantly by Fe deficiency. Therefore, there is a non-significant association between chlorophyll concentration and RuBisCO accumulation [75,76]. Overall, the photosynthetic machinery is known to be highly sensitive to Fe deficiency as compared to Zn owing to the role of Fe ions as co-factors in the key components of the photosynthetic machinery. There are two or three Fe atoms per PSII, 12 Fe atoms per PSI, five Fe atoms per cytochrome complex b6–f (Cyt b6–f) and two Fe atoms per ferredoxin molecule as reported by Briat et al. [77] and Krohling et al. [71].

The upregulation of glycolytic pathways genes *viz*., PHOSPHOGLYCERATE KINASE (GRMZM2G382914), ENOLASES (GRMZM2G064302, GRMZM2G048371), PHOSPHOHEXOSE ISOMERASE (GRMZM2G065083), TRIOSEPHOSPHATE ISOMERASE (GRMZM2G030784), and GLYCERALDEHYDE-3-PHOSPHATE DEHYDROGENASE (GRMZM2G051004) under Fe deficiency is associated with Fe deficiency-associated metabolic pressure. The Fe deficiency increases the demand for reducing power, and ATP owing to the enhanced expression of Fe acquisition mechanisms and increased organic acids content [76]. Fe deficiency enhanced the activity of the glycolysis pathway to meet the reducing ATP and the enhanced carboxylation. However, the uptake and transport of Fe demand the chelators and organic acids from the carbohydrate metabolism as compared to free ionic movement of Zn and which could be one of the reasons for the greater response of the glycolytic pathway to Fe deficiency as compared to Zn deficiency in plants.

The Zn deficiency in the present investigation resulted in the enhanced expression of cellulose synthase enzymes (CESAs) (*GRMZM2G424832*, *GRMZM2G018241*, *GRMZM2G142898*) to meet the Zn requirement for cellulose synthesis. The flexibility of primary cell walls in plants is necessary to adapt the plants under stress conditions to withstand the turgor pressure. Cellulose is the main constituent of the cell wall and is directly synthesized at the plasma membrane [78]. The CESAs carry the terminal Zn-binding domain, which oligomerizes the CESAs under oxidative stress [78,79]. Likewise, Fe deficiency treatments (–Fe, –Fe–Zn) also enhanced the accumulation of the transcripts of other non-cellulosic constituents of cell walls *viz*., pectins (*POLYGALACTURONATE 4-ALPHA-GALACTURONOSYLTRANSFERASE*: *GRMZM2G076276*), xylans (*PREDICTED UDP-GLUCURONIC ACID DECARBOXYLASE 1*: *GRMZM2G165357*), arabinoses (*UDP-ARABINOPYRANOSE MUTASE 3*: *GRMZM2G073725*).

Sucrose-phosphate synthases (*GRMZM5G875238*, *GRMZM2G140107*) involved in sucrose biosynthesis showed higher upregulation under Fe deficiency. The Fe deficiency in *Arabidopsis* increases sucrose accumulation in the roots and subsequently promotes the auxin signalling cascades [80]. Therefore, the enhanced accumulation of sucrose may act as one of the junctions between carbohydrate metabolism and phytohormonal signalling under Fe and Zn deficiency in plants.

### 3.4. Differential Expression of Transporters under Fe and Zn Stresses in Maize

The release of Fe and Zn chelators are crucial in root tissues. The expression pattern of *ADENOSYL HOMOCYSTEINASE* (*GRMZM2G015295*), *O-METHYL TRANSFERASES* (*GRMZM2G567452*), *SAMS* (*GRMZM2G054123*) and *ZmYS1* (*GRMZM2G156599*) suggest higher sensitivity to Fe deficiency. Furthermore, the upregulation of *NAS3* (*GRMZM2G050108*) was observed under –Zn and –Fe–Zn treatments, whereas the *NAS1* (*GRMZM2G034956*) expression was induced under –Fe deficiency only. Interestingly, *NAS3* expression was highly repressed in the shoot under –Fe–Zn treatment suggesting the possible spatial regulation of *NAS3*. The upregulation of the mugineic acid pathway genes is an adaptive strategy in grasses to overcome the Fe and Zn starvation [81,82]. Furthermore, the activity of transporter and chelator genes during Fe and Zn deficiencies occurs in a stress-specific spatiotemporal manner. Nicotianamine is the potent chelator and mediates the uptake and transport of Fe and Zn in plants [8]. The dual regulation of *NAS* genes in response to Fe deficiency has also been reported in maize [83]. In addition to uptake and transport, *NAS* genes also known to be engaged in the accumulation of Fe into the seed [84]. Hence, NA could be one of the significant contributors to the long-distance transport of Fe and Zn in maize. The root tissue showed an enhanced expression of *NRAMP TRANSPORTER 1* (*GRMZM2G069198*) under Zn deficiency. However, for Fe deficiency, the expression was prominent in the shoot. Similarly enhanced upregulation was also observed in maize under Fe deficiency [36]. In *Arabidopsis* and rice, *NRAMP1* is a key transporter for Fe homeostasis [85,86]. Additionally, *NRAMP1* showed to translocate both divalent and trivalent ions in peanut [87] and *Arabidopsits* [88].

Among Fe and Zn chelating complexes, the upregulated expression of *CITRATE SYNTHASE 2* (*GRMZM2G064023*) was observed in response to Zn (–Zn, –Fe–Zn) and Fe (–Fe, –Fe–Zn) deficiencies in the root and shoot, respectively, whereas the expression levels were very high under Fe deficiency in the shoot (–Fe). Both strategy-I and II plants hold Fe–citrate complexes in the xylem sap [89,90]. Fe starvation has been reported to increase the citric acid level in the xylem to enhance Fe mobility in plants [91,92]. In maize, Fe^3+^–citrate and Fe^3+^–phytosiderophore are the Fe form in the xylem sap [93]. Similarly, the xylem of *Thlaspi caerulescen* showed ~21% of total cellular Zn as Zn-citrate complex [94].

The reduction of Fe^3+^ to more soluble Fe^2+^ ions by membrane bound *FERRIC CHELATE REDUCTASE 2* (*GRMZM2G157263*) is crucial for the subsequent Fe transport as Fe^2+^-NA and electron transfer mechanism. Oligopeptide transporter family proteins can transport minerals in the form of metal–NA complexes. *OPT* (*GRMZM2G148800*) showed an upregulated expression response to Fe deficiency (–Fe, –Fe–Zn) in the root. However, the downregulation was observed in the shoot under Zn deficiency (–Zn, –Fe–Zn). The accumulation of *ZINC-TRANSPORTER 4* (*GRMZM2G015955*) transcripts under Zn deficiency in the root and shoot indicates the major function in Zn homeostasis. Similarly, the transcripts of *ZIP5* (*GRMZM2G064382*) were enhanced under Zn deficiency in the roots (–Zn, –Fe–Zn), whereas anti-directional regulation was observed in the shoot. Several authors reported a role of ZIP transporters in the homeostasis of divalent ions *viz*., Fe, Zn, Mg [17,25,26,27,95]. In maize, Li et al. [96] showed that the overexpression of *ZmZIP5* enhances the Zn and Fe accumulation. Similarly, the overexpression of *ZIP5* and *ZIP9* genes in rice showed an increased accumulation of Zn over the control plants [25,26,27].

Vacuoles in the cell help to regulate Fe and Zn flux. Transporters located in the vacuole membrane play an important role in long-distance transport in addition to intracellular metal homeostasis [97]. During Fe and Zn deficiencies, the enhanced expression of vacuole transporters is necessary for the mobilisation of stored Fe and Zn ions to meet the metabolic demands [98]. The enhanced expression of *TIPs* in the shoot showed a possible association of *Zm.9197.1.A1_at* and *GRMZM2G027098* in regulating Fe and Zn homeostasis, respectively. Studies showed that the enhanced expression of *ZmTIP1* facilitates the rapid intracellular osmotic equilibration and permits quick water flow through the vacuoles [99]. The *VACUOLAR PROTON PUMP 3* (*GRMZM2G421857*) transcripts increased in response to Zn and Fe deficiencies in the root and shoot, respectively; and Fe deficiency enhanced the expression of *V-TYPE PROTON ATPASE SUBUNIT E3* (*GRMZM2G070360*), *VACUOLAR ATP SYNTHASE SUBUNIT B* (*GRMZM2G094497*), and *VACUOLAR PROTON-TRANSPORTING V-TYPE ATPASE, V1 DOMAIN* (*GRMZM2G128995*) in the shoot. The specialized functions of vacuoles depend on the tissue and cell type and their developmental stage. All vacuoles seem to hold the majority of the proton pump transporters and differ in their function, depending on the type of vacuole in which they reside [100].

### 3.5. Hormonal Signalling and Homeostasis Networks Involved in the Fe and Zn Deficiency Regulatory Network

Transcriptome response to Fe and Zn interaction helps in understanding the association and crosstalk of Fe and Zn metabolism in maize. Very few attempts have been made to decipher Fe and Zn interactions in crops at the transcriptome strata. At the transcriptome level, the Fe and Zn stresses acted additively as the number of genes differentially expressed were quite high in the combined Fe and Zn stress (–Fe–Zn) as compared to the individual Fe (–Fe) or Zn (–Zn) stress. However, the direction of the individual gene(s) expression pattern varied with the genes. Many of the key genes associated with Fe and Zn metabolisms were highly downregulated and showed an opposite regulation pattern under both Fe and Zn (–Fe–Zn) deficiencies in the shoot (Table 1). It is known that Fe and Zn act as co-factors of enzymes associated with various metabolic processes and the expression of key genes [48,49]. The simultaneous deficiency of both Fe and Zn could hinder the deficiency-responsive enhanced expression of key genes through altering the respective regulatory enzymes expression. Furthermore, the exertion of high regulatory and metabolic pressure during Fe and Zn stresses to sustain the key metabolisms in the shoot could have resulted in the downregulation and opposite regulation of various key genes. As a support to the findings, the inverse regulation of auxin metabolism by Fe and Zn deficiency was reported in bean [49] as well as in rice [101].

The expression of transporter genes under Fe and Zn deficiency is regulated by various regulatory miRNA and TFs. The binding of miRNA to respective transcripts suppresses the expression of target genes. The maximum interactions was observed for zm-miR395 family miRNAs. The zm-miR395, is a regulator of key proteins *viz*., low-affinity sulphate transporter (*AST68*) and ATP sulfurylases (*APS1*, *APS3* and *APS4*) associated with sulphur homeostasis [102] and Fe–S clusters in plants. Fe is present in the centre of Fe–S clusters which act as electron acceptors and donors in several cellular processes including photosynthesis, respiration, sulphate assimilation and ethylene biosynthesis [77]. Furthermore, the binding of Zn ions to scaffold assembly protein ISU1 is more crucial for the stability of Fe–S cluster [103]. Fe deficiency results in the downregulation of miR395 in *Arabidopsis* [104]. The Fe and Zn deficiency-induced downregulation of miR395 is associated with the upregulation of its target genes *viz*., *ZIP4* (*GRMZM2G015955), ZmYS1* (GRMZM2G156599), *VACUOLAR SORTING RECEPTOR HOMOLOG 1* (*GRMZM2G067546*), *VACUOLAR PROTON PUMP 3* (*GRMZM2G421857*), *CITRATE SYNTHASE 2* (*GRMZM2G064023*).

Similarly, among all the transcription factors, ERFs showed the highest interactions (104) with transporters and mugineic acid pathway genes. In the present and previous investigations, Fe and Zn deficiency resulted in differential expression ERFs [34]. Ethylene acts as an important signalling molecule in the regulatory networks of transporter and hormones. The regulatory network showed gene–ERF interactions with *ZINC TRANSPORTER 4* (*GRMZM2G015955*), *ZRT-IRT-LIKE PROTEIN 5* (*GRMZM2G064382*), *METAL ION TRANSPORTER* (*GRMZM2G122437*), *VACUOLAR PROTON-TRANSPORTING V-TYPE ATPASE, V1 DOMAIN* (*GRMZM2G128995), ABC TRANSPORTER C FAMILY MEMBER 14* (*GRMZM2G142870*), *OLIGOPEPTIDE TRANSMEMBRANE TRANSPORTER* (*GRMZM2G148800*), *FERRIC-CHELATE REDUCTASE* (*GRMZM2G157263*), *VACUOLAR PROTON PUMP 3* (*GRMZM2G421857*) and *MITOCHONDRIAL PHOSPHATE TRANSPORTER* (*GRMZM2G015401*). Many of the ERFs are known to acts as repressor proteins for transporters and ethylene biosynthesis through feedback inhibition [105]. Therefore, the downregulation of ERFs (GRMZM2G025062, GRMZM2G053503) could be associated with the enhanced regulation of transporters and ethylene synthesis under Fe and Zn deficiencies. Furthermore, in rice, the upregulated expression of Fe and Zn transporters was observed under enhanced ethylene synthesis [41]. Additionally, the ethylene is known to alter the auxin signalling cascades in plants [106]. The sensitivity and spatiotemporal expression of regulatory elements could also play a role in the dual regulation of transporter genes. Furthermore, the regulation of genes associated with different adaptive physiological pathways by miRNA and TFs enhances the system’s complexity. In addition to regulatory elements, regulatory enzyme systems also increase the interactions in plants. Fe and Zn deficiency has been reported to alter the hormonal signalling through the accumulation of sugars [80]. These complex crosstalks and interactions through various pathways need to be addressed through reverse genetic approaches.

## 4. Materials and Methods

### 4.1. Plant Material and Stress Treatment

Genotype SKV-616, a quality protein maize (QPM with superior protein quality) inbred line was selected to carry out the genome-wide expression assay owing to its ability to accumulate a moderately high level of Fe and Zn concentration [107]. The seeds of a maize inbred SKV-616 were surface sterilised with 1% NaClO solution for 5 min followed by six rinses with Milli-Q water (18.2 MΩ). Seeds were germinated on a Milli-Q water (18.2 MΩ)-soaked filter paper roll. The seedlings were germinated and grown for seven days in the darkroom at 25 °C. The uniform seedlings were transferred to a nutrient solution containing 0.7 mM K_2_SO_4_, 0.1 mM KCl, 0.1 mM KH_2_PO_4_, 2.0 mM Ca(NO_3_)_2_, 0.5 mM MgSO_4_, 10 μM H_3_BO_3_, 0.5 μM MnSO_4_, 0.2 μM CuSO_4_, 0.5 μM ZnSO_4_, 0.05 μM Na_2_MoO_4_, and 0.1 mM Fe^3+^-EDTA. The pH of the nutrient solution was maintained at 5.5 throughout the experiment with 1 M HCl [108]. Fe^3+^-EDTA and ZnSO_4_ were excluded from the media to induce Fe (–Fe +Zn) and Zn (+Fe–Zn) deficiencies, respectively. For induction of simultaneous Fe and Zn stresses (–Fe–Zn), both Fe^3+^-EDTA and ZnSO_4_ were removed from the complete solution. After the seeds germinated, the plants were transferred to the respective treatment solution and grown until the clear expression of Fe and Zn deficiency symptoms (12 days).

### 4.2. Morpho-Physiological Characterisation

All the morphophysiological parameters were recorded on five plants grown in hydroponic culture with three data points per seedling. The chlorophyll content was measured with soil plant analysis development (SPAD) chlorophyll meter (SPAD-502 Plus chlorophyll meter, Konica Minolta Sensing Inc., Osaka, Japan). The readings were taken on the top, middle and base of the fully expanded top leaf in each seedling. The same leaf was used for measuring the photosynthesis rate, transpiration rate and stomatal conductance with a portable photosynthesis system (LI-6400, Nebraska, USA). The maximal quantum efficiency of the photo-system II (PS II) photochemistry (*Fv/Fm*) was recorded on 30 min dark-adapted leaves using a portable photosynthesis system with fluorescence attachment (LI-6400, LI-COR, Nebraska, USA). The root length was measured manually with the measuring scale. The statistical analysis was performed with a two-sample t test with the assumption of unequal variances with all possible comparisons among the control and treatments.

### 4.3. Genome-Wide Expression Assay Using Affymetrix GeneChip Maize Genome Array

The microarray experiment was designed as a two-factor experiment with the four possible treatments among Fe and Zn combination *viz*., 1) +Fe+Zn, 2) –Zn, 3) –Fe and 4) –Fe–Zn. The total RNA was isolated in triplicates separately from the control and stress-treated root and shoot tissues of 19 day-old seedlings with a stress period of 12 days (50 mg each) using the RNeasy Mini Kit (Qiagen, Hilden, North Rhine-Westphalia, Germany) as per manufacturer’s guidelines. The RNase free DNAse treatment with a Thermo Scientific kit (La layette, USA) was given to each RNA sample to eliminate the residual DNA present in RNA samples. Each DNAse-treated RNA sample obtained was examined for quantity using a NanoDrop 1000 spectrophotometer (Thermo Scientific, Wilmington, Delaware, USA). RNA samples with a A260/280 ratio of 1.8 to 2.1 in were considered for further analysis. Affymetrix GeneChip maize genome arrays (Affymetrix Inc., Santa Clara, California, USA) were used in three replications for each treatment to ensure the reproducibility and quality of the chip hybridisation using standard Affymetrix protocols (3’IVT protocol on GeneChip Fluidics Station 450; scanning on Affymetrix GSC3000). For the microarray experiment, ~300 ng of total RNA was biotin-labelled for GeneChip analysis and 10 µg of purified fragmented cRNA was used for hybridisation. All expression data were derived based on the Minimum Information About a Microarray Experiment (MIAME) guidelines [109].

### 4.4. Microarray Data Analyses

The GeneChip Operating Software (GCOS, Affymetrix GeneChip operating software with autoloader ver. 1.4, manual) was used to generate the CEL file for each of the scanned microarray chips. The raw CEL files containing probe hybridisation intensities from 24 chips were imported into the R platform using the *affy* package [110]. The GeneChip Robust Multiarray Average (*GCRMA*) algorithm was used for background correction, normalisation, and probe set summarisation [111]. The *arrayQualityMetrics* package was employed to generate microarray quality metrics reports [112]. The linear modelling of the microarray data and the identification of DEGs was performed with the *limma* package [113]. The *limma* computes t-statistics and log-odds of differential expression by the empirical Bayes shrinkage of the standard errors toward a common value. Probe sets having a *p*-value of < 0.05 and a 2-fold expression change were considered as differentially expressed under mineral stress treatments compared to the control. The gene model IDs for the probes were retrieved from the Gramene database [114] for subsequent analyses. Where the gene model IDs are not available, the Affymetrix probe IDs were used to mention the genes.

### 4.5. Gene Ontology, KEGG Enrichment and Gene-Regulatory Network (GRN) Analyses

Gene ontology (GO) and KEGG enrichment analyses were performed using ShinyGO v 0.61 [115]. The function categories of the genes were selected with the enrichment FDR (false discover rate) of *p* < 0.05. The transcription factors (TFs) regulating the expression of transporters (DEGs) were retrieved from the PlantRegMap database and the miRNAs regulating the expression of stress responsive genes at post-transcriptional level were predicted by the psRNATarget tool [116,117]. The complete Fe and Zn transporters regulatory network was realised using Cytoscape [118] and furthermore, the network was analysed to find important nodes (genes) that played a major role in the flow of information within the biological system and helping plants’ adaptation during Fe and Zn deficiencies.

### 4.6. Validation and Expression Correlation of DEGs

A total of 16 expression data points was validated using four genes through the qRT-PCR assay (Agilent Technologies, Santa Clara, CA, USA) (Table S5; Figure S2). The first-strand cDNA was synthesised from 250 ng of total RNA using an Affinity Script qRT-PCR cDNA synthesis kit (Stratagene, Agilent Technologies, Santa Clara, CA, USA). With the help of the IDT server [119], gene-specific primers were designed (Table S5). The qRT-PCR reaction was performed using Stratagene MX3005P (Agilent Technologies, Santa Clara, CA, USA) with the following PCR conditions: 10 min at 95 °C (preheating), followed by 40 cycles of amplification with denaturation for 30 s at 60 °C, primer annealing for 1 min at 58 °C and primer extension for 30 s at 72 °C [120,121].

## 5. Conclusions

The current investigation uncovered Fe and Zn-deficiency-responsive transcriptome signatures of transporters, phytohormone and carbohydrate metabolisms in maize. The Fe and Zn deficiencies altered the morpho-physiological and molecular responses through the differential expression of genes associated with phytohormonal regulations, transporters and photosynthesis. The result of the present investigation also revealed the dual regulation and anti-directional expression of key transporter genes suggesting something more than a direct/inverse association between Fe and Zn at transcriptome levels through regulatory proteins. Furthermore, the GRN analysis revealed the interactions among genes associated with hormone signalling and Fe and Zn transporters. The various DEGs regulating Fe and Zn homeostasis could be employed as candidate genes for enhancing Fe and Zn efficiency in maize through marker-assisted breeding, genetic engineering and genome editing approaches. Furthermore, this investigation sets the stage for the use of reverse genetic tools to analyse the stress-hormone signalling pathways and the interaction of various metabolic processes in the maize under Fe and Zn deficiencies and their interactions.

## Figures and Tables

**Figure 1:**
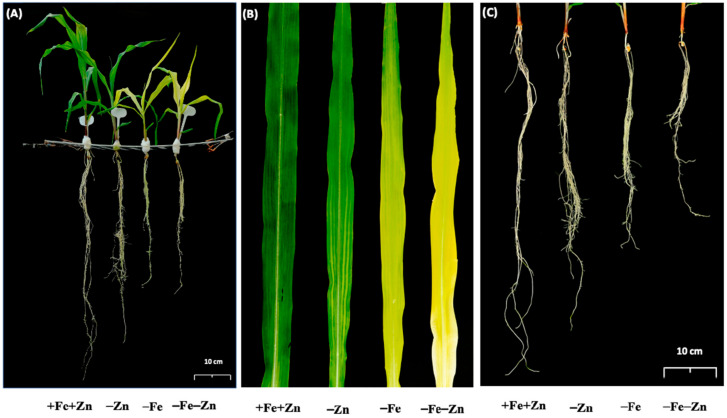
Phenotypic expression of 19 days-old maize SKV616 seedlings in response to 12 days exposure to Zn and Fe deficiencies (–Zn, –Fe and –Fe–Zn): (**A**) whole plant; (**B**) leaves; and (**C**) roots.

**Figure 2:**
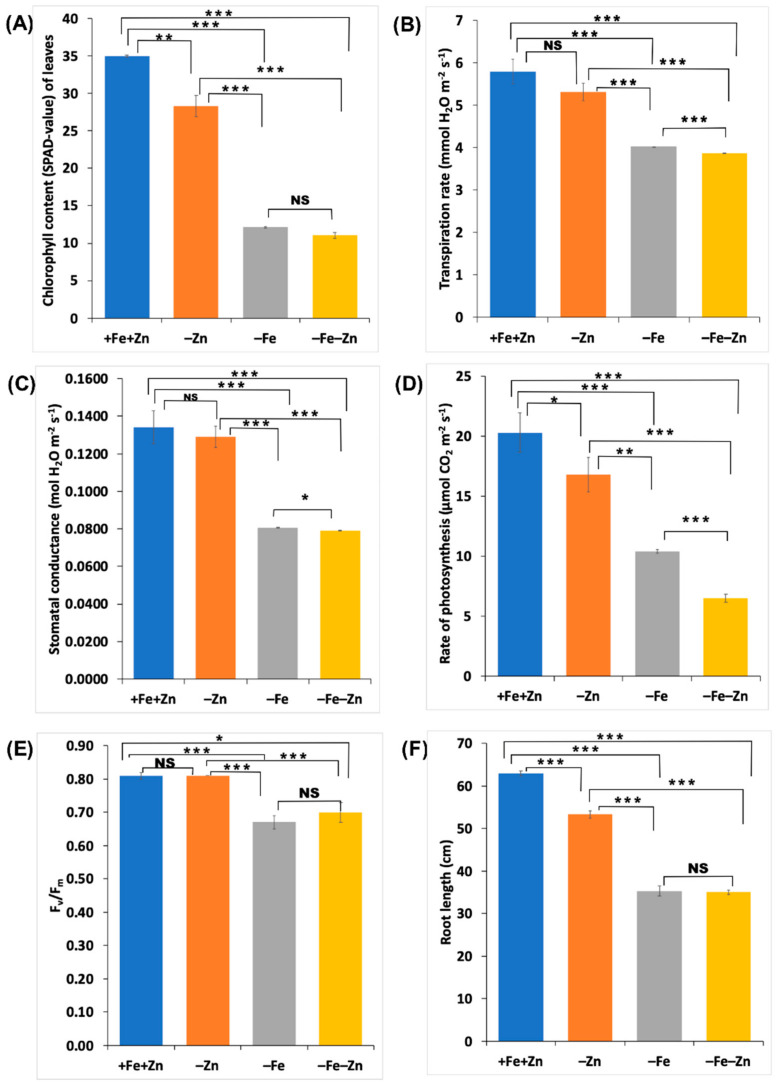
The morpho-physiological response of maize seedlings to –Zn, –Fe and –Fe–Zn deficiencies at 12 days after transplanting (DAT): (**A**) change in the chlorophyll content (soil plant analysis development (SPAD) value) of the leaves in response to the (**B**) transpiration rate; (**C**) stomatal conductance; (**D**) photosynthesis rate; (**E**) quantum efficiency of PS II photochemistry (Fv/Fm); and (**F**) root length (*, **, *** significant at *p* < 0.05, *p* < 0.01 and *p* < 0.001, respectively; NS: non-significant).

**Figure 3:**
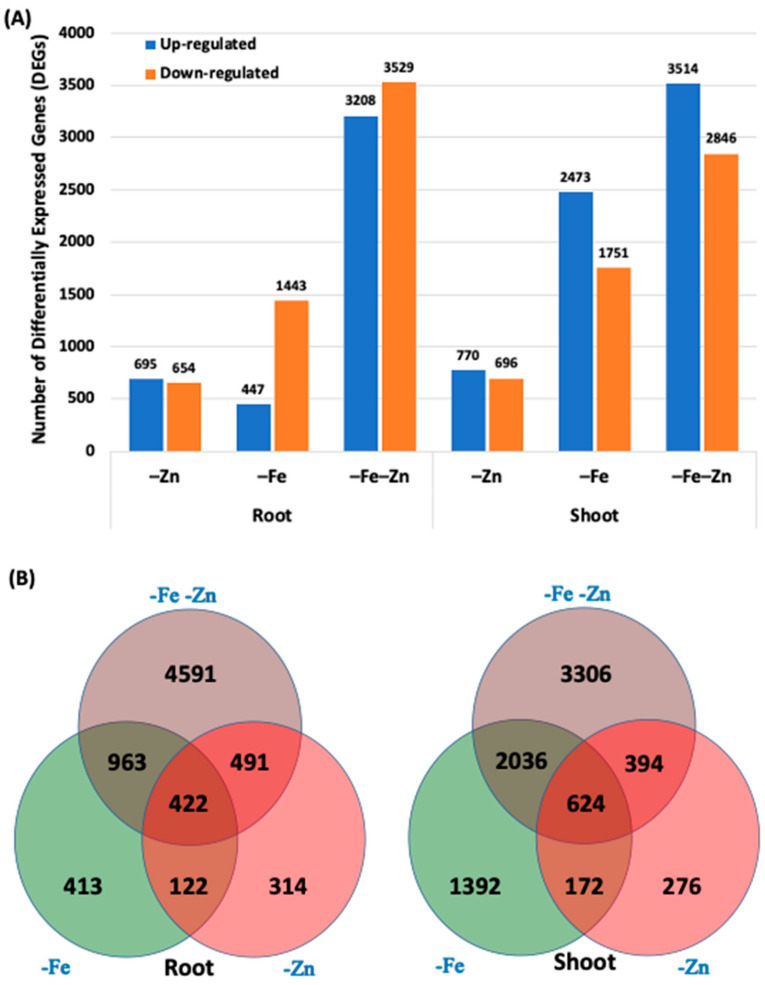
The overview of the spatial transcriptome responses to Fe and Zn stresses in the maize inbred line of SKV616 seedlings. The genes showing > 2-fold expression under stress treatments and *p* < 0.05 are considered as differentially expressed genes (DEGs) in stress treatments as compared to the control: (**A**) total number of upregulated and downregulated genes in response to –Zn, –Fe and –Fe–Zn stresses in the root and shoot; and (**B**) the Venn diagram depicting the stress-specific and common DEGs in response to –Zn, –Fe and –Zn–Fe stresses in the root and shoot tissues.

**Figure 4:**
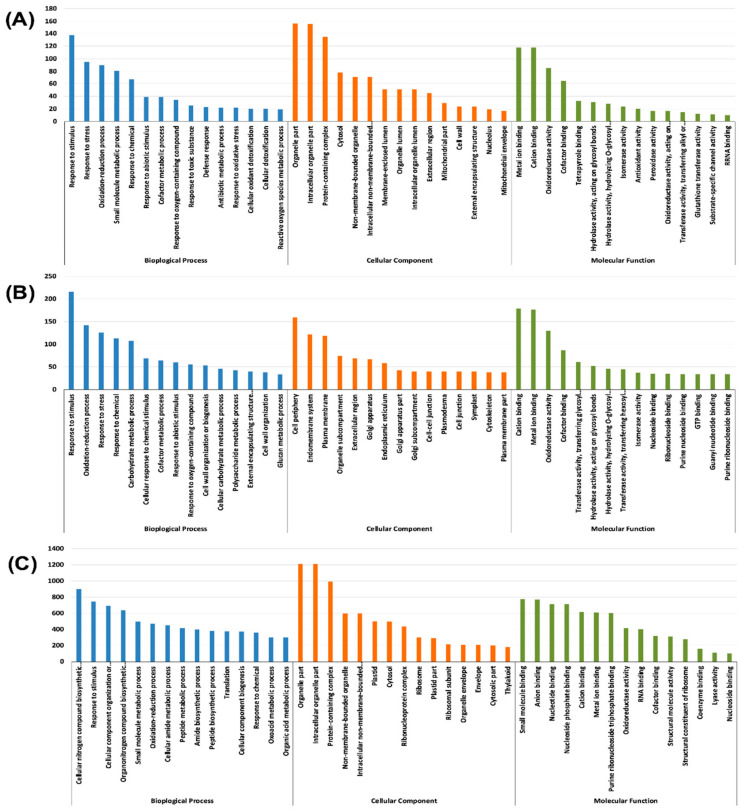
Functional gene ontology annotations of differentially expressed genes (DEGs) under Fe and Zn stresses in the root: (**A**) –Zn; (**B**) –Fe; and (**C**) –Fe–Zn. For graphical representation, we have the top 15 significant terms under each category *viz*., biological process (blue), cellular component (orange), and molecular function (green). The complete list of terms along with significance of false discovery rate (FDR) < 0.05 are mentioned in Table S1.

**Figure 5:**
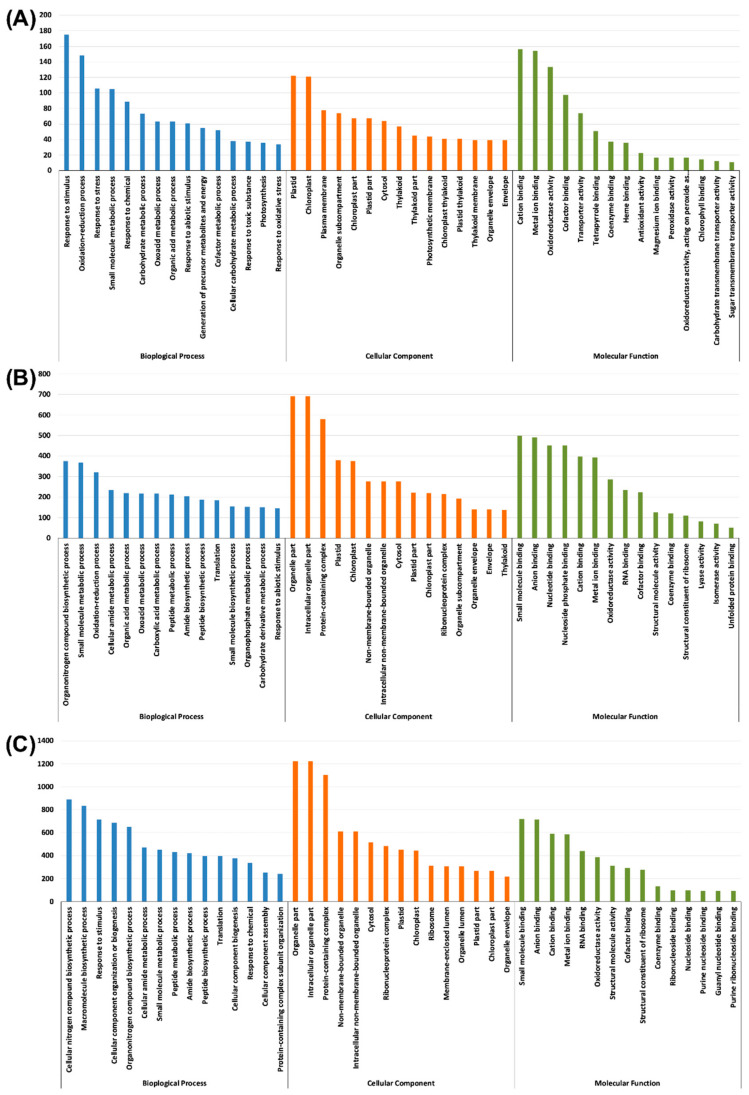
Functional gene ontology annotations of differentially expressed genes (DEGs) under Fe and Zn stresses in the shoot: (**A**)–Zn; (**B**)–Fe; and (**C**)–Fe–Zn. For graphical representation, we have the top 15 significant terms under each category *viz*., biological process (blue), cellular component (orange), and molecular function (green). The complete list of terms along with the significance of FDR < 0.05 are mentioned in the Table S1.

**Figure 6:**
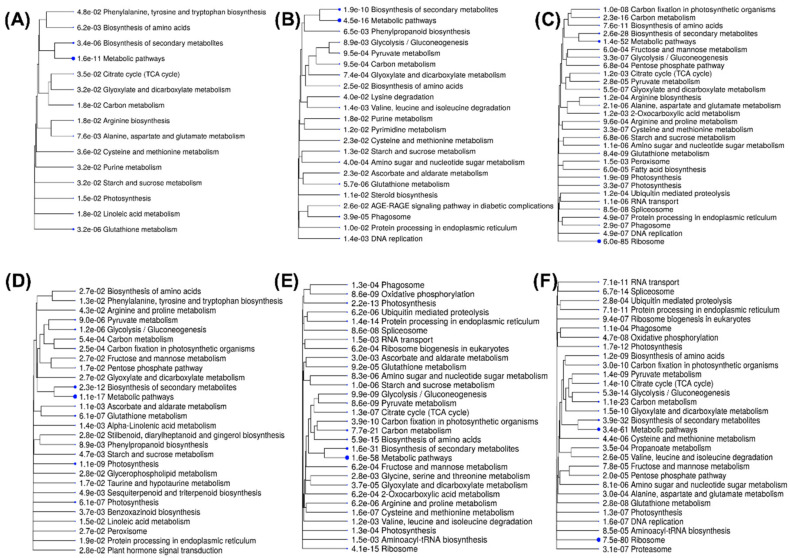
The clustering of KEGG-enriched functional categories of DEGs in the root and shoot under Fe and Zn stresses: (**A**) –Zn in root; (**B**) –Fe in root; (**C**) –Fe–Zn in the root; (**D**). –Zn in the shoot; (**E**) –Fe in shoot; and (**F**) –Fe–Zn in shoot.

**Figure 7:**
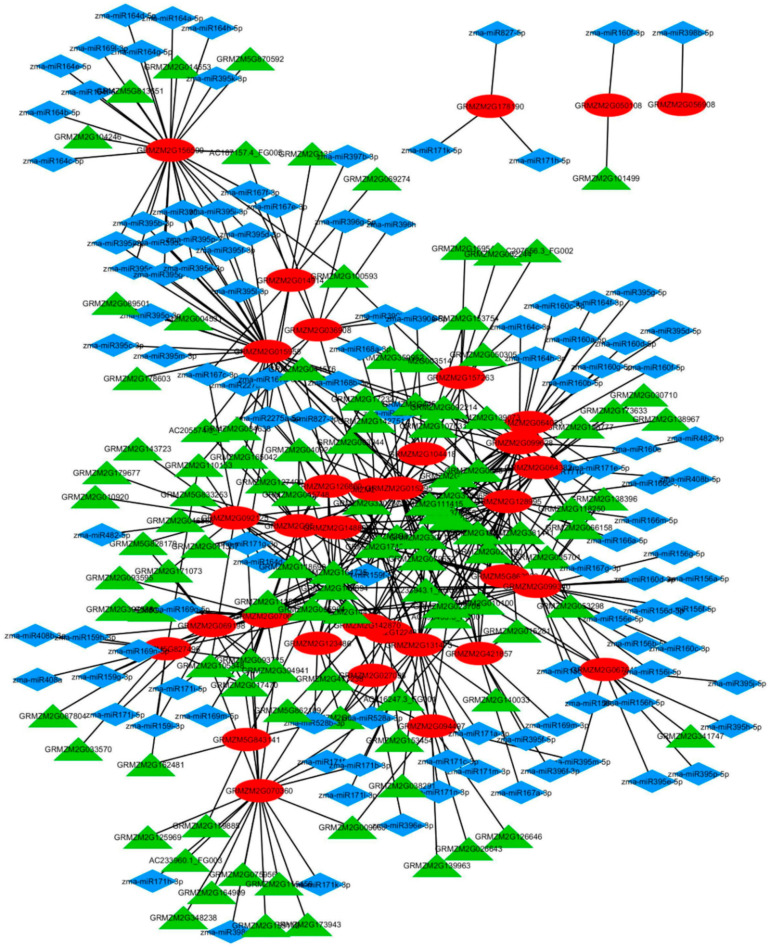
The transcription factors (TFs) and miRNAs mediated the regulation of differentially expressed transporters under Fe and Zn deficiency in maize: the regulatory network is characterized by 148 miRNA–target gene and 306 TF–target genes interactions. The green triangles represent the TFs, the red ovals represent the target transporters and mugineic acid pathway genes, and the blue diamonds represent miRNAs.

**Table 1:** Differential expression of genes associated with the mugineic acid pathway, transporters, phytohormones, photosynthesis and carbohydrate metabolism in response to –Zn, –Fe and –Zn–Fe stresses in the root and shoot tissues. A minimum of a 2-fold change with *p* < 0.05 were considered for further analysis. The grey colour values indicate a non-significant *p-value*. Positive and negative values indicate increases and decreases in gene expression, respectively.

S. No.	Gene Models	Probe ID	Fold Change						Annotation
			Root			Shoot			
			–Zn	–Fe	–Fe–Zn	–Zn	–Fe	–Fe–Zn	
Transporters and Mugineic Acid Pathway									
1	GRMZM2G142870	Zm.17901.1.S1_at	2.09	1.18	15.46	1.93	−0.74	−1.21	ABC transporter C family member 14
2	GRMZM2G015295	Zm.10189.1.A1_at	2.10	−1.23	−9.12	1.25	7.51	30.81	Adenosylhomocysteinase
3	GRMZM5G843141	ZmAffx.1313.1.S1_s_at	1.13	2.65	−1.77	2.06	2.80	2.83	ATP synthase subunit alpha (atp1-a2)
4	GRMZM2G036908	Zm.15922.1.S1_at	−1.13	−2.38	10.63	1.53	−2.48	−6.57	Cation transmembrane transporter
5	GRMZM5G862882	Zm.18006.1.A1_at	2.14	3.71	7.69	2.03	−1.37	−6.30	Cation transmembrane transporter
6	GRMZM2G064023	Zm.5927.2.A1_a_at	3.04	1.03	1.92	−1.26	6.89	5.41	Citrate synthase 2
7	GRMZM2G157263	Zm.3964.1.A1_a_at	2.35	2.45	2.83	1.44	2.71	3.46	Ferric-chelate reductase
8	GRMZM2G123486	Zm.4621.1.A1_at	−4.04	−3.91	−3.58	1.17	−1.07	2.00	Heavy metal transport/detoxification superfamily protein
9	GRMZM2G178190	Zm.13647.1.S1_at	−1.23	5.07	7.22	−3.76	2.10	−3.66	Metal ion transmembrane transporter activity
10	GRMZM2G122437	Zm.6067.2.A1_at	−2.54	−2.33	−14.22	1.59	−1.34	9.14	Metal ion transporter
11	GRMZM2G099340	Zm.1356.2.S1_a_at	−1.40	−3.90	7.20	2.74	2.15	2.99	Metallothionein-like protein type 2
12	GRMZM2G131473	Zm.4989.1.A1_at	1.85	−1.05	1.48	−1.23	6.14	8.11	Methionine aminopeptidase
13	GRMZM2G015401	Zm.198.1.S1_at	2.78	−1.45	−1.93	1.08	3.46	10.28	Mitochondrial phosphate transporter
14	GRMZM2G034956	Zm.8336.1.S1_x_at	1.02	4.98	−1.29	1.06	−1.01	1.97	Nicotianamine synthase 1
15	GRMZM2G050108	Zm.9637.1.A1_at	2.07	−2.31	20.78	1.35	−1.18	−100.67	Nicotianamine synthase 3
16	GRMZM2G069198	Zm.12619.1.A1_at	3.15	1.56	7.28	2.34	3.38	1.67	NRAMP transporter1
17	GRMZM5G827496	Zm.17744.1.A1_at	−2.58	1.07	10.36	1.20	3.93	−14.55	NRT1/ PTR family 3.1
18	GRMZM2G567452	Zm.10825.1.A2_at	1.34	1.14	1.42	2.91	2.54	1.56	O-methyltransferase
19	GRMZM2G148800	Zm.19137.1.A1_at	−1.04	6.72	25.37	−48.72	−0.75	−126.24	Oligopeptide transmembrane transporter
20	GRMZM2G092125	Zm.605.1.S1_a_at	2.07	−1.85	−4.81	−1.02	7.21	3.86	Plasma membrane intrinsic protein 2
21	GRMZM2G014914	Zm.14436.1.A1_at	−1.70	−1.45	−1.61	1.37	18.02	8.85	Plasma membrane intrinsic protein 2
22	GRMZM2G099628	Zm.15800.5.A1_a_at	1.83	−2.40	−2.35	−1.06	15.83	26.41	Probable methionine-tRNA ligase
23	GRMZM2G104418	Zm.12750.2.A1_x_at	1.16	−1.67	−1.25	1.05	19.23	8.65	Proton-transporting V-type ATPase, V0 domain
24	GRMZM2G070605	Zm.14951.4.S1_at	1.99	2.26	2.77	−1.33	6.68	2.82	S-adenosylmethionine decarboxylase proenzyme
25	GRMZM2G054123	Zm.5785.1.S1_at	1.15	−1.17	−1.57	−1.32	3.92	9.42	S-adenosylmethionine synthetase 1
26	−	Zm.9197.1.A1_at	−2.23	−1.61	−2.50	−1.16	6.86	3.34	Tonoplast intrinsic protein 1
27	GRMZM2G027098	Zm.613.1.A1_at	−2.26	−6.54	−4.77	3.91	1.70	4.49	Tonoplast intrinsic protein 2
28	GRMZM2G056908	Zm.614.1.A1_at	−2.27	−9.93	−636.10	1.62	−1.29	120.97	Tonoplast intrinsic protein 2
29	GRMZM2G070360	Zm.3314.2.A1_a_at	1.91	1.44	2.89	1.18	21.50	6.22	V-type proton ATPase subunit E3
30	GRMZM2G094497	Zm.6859.1.A1_at	1.50	1.05	1.00	−1.23	9.84	2.00	Vacuolar ATP synthase subunit B
31	GRMZM2G421857	Zm.6945.1.A1_at	2.01	−1.22	7.50	−2.40	19.02	2.91	Vacuolar proton pump 3
32	GRMZM2G128995	Zm.4630.2.A1_a_at	1.48	−1.32	1.43	1.24	11.89	7.92	Vacuolar proton-transporting V-type ATPase, V1 domain
33	GRMZM2G126860	Zm.12751.1.S1_at	1.12	−1.15	1.93	−1.13	5.05	2.05	Vacuolar sorting protein 4b
34	GRMZM2G067546	Zm.3321.1.A1_a_at	1.33	1.23	4.31	1.89	8.57	4.03	Vacuolar sorting receptor homolog 1
35	GRMZM2G156599	Zm.582.1.S1_at	−2.12	8.55	35.45	−10.90	2.09	−38.26	Yellow stripe 1
36	GRMZM2G015955	Zm.13452.2.A1_at	1.64	1.26	10.59	3.62	1.19	1.39	Zinc transporter 4
37	GRMZM2G064382	Zm.18511.1.S1_at	5.53	1.15	3.85	8.72	-1.82	-4.10	ZRT-IRT-like protein 5
Phytohormonal Metabolism									
1	GRMZM2G074267	Zm.7858.1.A1_at	−1.25	−3.48	−5.35	1.26	−1.50	3.40	Auxin efflux carrier component PIN1bA: J
2	GRMZM2G427451	Zm.16735.1.A1_at	1.57	−1.96	−99.75	−1.30	4.24	112.22	Auxin induced in root cultures 12
3	GRMZM2G035465	Zm.2321.2.A1_a_at	2.08	1.32	9.13	3.87	1.03	−1.35	Auxin-responsive protein
4	GRMZM2G077356	Zm.4896.1.A1_at	1.30	−2.17	−9.12	2.59	1.30	9.07	Auxin-responsive Aux/IAA family member IAA 13
5	GRMZM2G147243	Zm.2321.3.A1_a_at	1.80	1.19	10.43	1.40	41.19	11.45	Auxin-responsive Aux/IAA family member IAA 17
6	GRMZM2G115354	Zm.7611.2.A1_at	2.06	−1.01	2.13	1.40	1.57	−1.17	Auxin-responsive Aux/IAA family member IAA 24
7	GRMZM2G141903	Zm.5181.2.A1_a_at	2.39	−1.23	5.46	1.15	10.64	6.42	CK2 protein kinase alpha 2
8	GRMZM2G050997	Zm.9754.1.A1_at	2.39	−1.12	21.32	−1.10	1.67	−32.91	Cytokinin oxidase 2
9	GRMZM2G167220	Zm.16971.1.A1_at	1.00	2.01	11.57	−3.13	−1.09	−23.68	Cytokinin oxidase 3
10	GRMZM2G167220	Zm.16971.1.A1_s_at	1.87	5.12	23.03	−2.88	−1.12	−35.98	Cytokinin oxidase 3
11	GRMZM2G041699	Zm.15533.1.S1_at	−1.54	−2.01	−1.93	−4.77	−2.15	−5.99	Cytokinin-O-glucosyltransferase 2
12	GRMZM2G065694	Zm.13139.1.A1_a_at	−1.11	−2.27	3.40	1.17	−1.58	−4.02	EREBP-4 like protein
13	GRMZM2G025062	Zm.10181.1.A1_at	−4.27	−8.86	−8.92	1.85	−1.23	−1.07	ERF-like protein
14	GRMZM2G102601	Zm.14806.1.A1_at	1.26	−2.12	1.43	1.46	5.50	3.43	Ethylene receptor
15	GRMZM2G052667	Zm.6775.1.A1_at	1.46	2.86	3.61	2.51	1.26	−2.48	Ethylene response factor
16	GRMZM2G053503	Zm.11441.1.S1_at	−1.43	−2.61	−4.86	−4.02	−4.16	−5.74	Ethylene-responsive factor-like protein 1
17	GRMZM5G831102	Zm.8468.1.A1_at	−1.35	−5.78	−8.20	5.00	−1.96	15.97	Gibberellin receptor GID1L2
18	GRMZM2G165901	Zm.2157.6.S1_x_at	−1.25	−1.50	−17.02	−1.34	13.02	8.67	Responsive to abscisic acid 15
Photosynthesis and Carbohydrate Metabolism									
1	GRMZM2G448174	ZmAffx.1483.1.S1_at	1.81	1.28	−3.47	−1.27	15.00	2.92	Apocytochrome f precursor
2	GRMZM2G385635	ZmAffx.1092.1.A1_at	−1.47	4.19	−2.34	1.29	2.32	4.10	ATPase beta chain
3	GRMZM2G336448	Zm.19239.1.A1_at	1.13	4.22	2.12	−4.79	−1.33	−8.81	Carbohydrate transporter/sugar porter/transporter
4	GRMZM2G029219	Zm.3331.1.A1_at	−1.49	−2.28	24.02	2.81	5.37	−2.63	Carbohydrate transporter/sugar porter/transporter
5	GRMZM2G121878	Zm.1079.1.A1_a_at	6.24	1.16	804.18	3.14	13.05	−129.47	Carbonic anhydrase
6	GRMZM2G424832	Zm.520.1.S1_x_at	−1.49	−2.11	−4.06	3.91	−1.66	2.04	Cellulose synthase 4
7	GRMZM2G018241	Zm.523.1.S1_at	−1.46	−2.08	−9.33	2.24	−1.28	3.77	Cellulose synthase 9
8	GRMZM2G142898	ZmAffx.5.1.S1_at	1.11	−1.77	−7.57	2.07	−1.84	2.85	Cellulose synthase catalytic subunit 12
9	GRMZM2G047513	Zm.7289.1.A1_at	1.00	1.14	5.87	−1.57	−4.78	−32.62	Chloroplast 30S ribosomal protein S10
10	−	ZmAffx.1219.1.S1_s_at	6.83	2.12	−2.13	9.49	7.00	18.67	Chlorophyll a-b binding protein 6A
11	GRMZM2G145460	Zm.15915.1.S1_at	−1.10	−1.42	−2.38	−1.78	−7.22	−5.92	Chloroplast SRP54 receptor 1
12	GRMZM2G064302	Zm.14043.3.S1_a_at	5.18	2.35	−2.88	1.48	46.52	35.20	Enolase 1
13	GRMZM2G048371	Zm.410.1.A1_at	1.39	−1.02	−2.32	−2.00	7.79	24.38	Enolase 2
14	GRMZM2G053458	Zm.4.1.S1_at	1.35	1.71	−2.32	−1.21	25.82	17.88	Ferredoxin 3
15	GRMZM2G106190	Zm.136.1.S1_at	−1.24	−8.66	−2.28	3.47	−1.50	3.73	Ferredoxin 6, chloroplastic
16	GRMZM2G113325	Zm.1691.1.S1_a_at	−1.38	2.35	20.44	1.12	1.11	−9.52	Ferrochelatase
17	GRMZM2G051004	Zm.8992.2.A1_a_at	2.86	−1.56	−4.31	1.06	3.41	34.02	Glyceraldehyde-3-phosphate dehydrogenase
18	GRMZM2G415359	Zm.5727.1.S1_a_at	2.37	−1.01	1.36	2.37	21.14	15.47	Malate dehydrogenase 5
19	GRMZM2G142873	Zm.8962.1.A1_at	2.55	−1.15	3.49	1.40	4.29	1.20	Opaque endosperm 5
20	GRMZM2G065083	Zm.3318.1.S1_at	1.42	−2.86	1.79	−1.06	15.22	2.71	Phosphohexose isomerase 1
21	GRMZM2G382914	Zm.6780.1.A1_a_at	−1.14	−1.79	−1.06	−1.22	104.09	36.76	Phosphoglycerate kinase
22	GRMZM2G382914	Zm.6780.3.A1_x_at	−1.25	−1.41	−1.07	−1.34	25.90	11.82	Phosphoglycerate kinase
23	GRMZM2G076276	Zm.15933.1.A1_at	1.89	−1.29	−1.18	3.89	1.21	7.50	Predicted polygalacturonate 4-alpha-galacturonosyltransferase
24	GRMZM2G165357	Zm.730.3.A1_x_at	1.70	−1.53	−4.90	1.49	3.50	11.60	Predicted UDP-glucuronic acid decarboxylase 1
25	GRMZM2G059151	Zm.2422.1.A1_at	1.17	−1.49	−2.16	2.07	−1.53	3.21	Pyrophosphate--fructose 6-phosphate 1-phosphotransferase subunit beta
26	GRMZM2G113033	Zm.6763.4.S1_a_at	1.56	2.39	−1.09	1.87	520.30	27.36	Ribulose bisphosphate carboxylase small subunit 2
27	GRMZM2G095252	Zm.3461.1.A1_a_at	1.32	−1.19	1.14	−1.15	104.80	8.52	RuBisCO large subunit-binding protein subunit beta
28	GRMZM5G875238	Zm.26.1.A1_at	−1.24	2.96	308.21	9.08	3.65	−31.29	Sucrose phosphate synthase 1
29	GRMZM2G140107	Zm.18317.1.A1_at	1.32	2.44	68.25	−1.20	2.11	−80.91	Sucrose-phosphate synthase-like
30	GRMZM2G134256	Zm.2199.1.A1_a_at	2.15	−1.08	2.35	2.03	5.68	3.10	Transaldolase 2
31	GRMZM2G030784	Zm.3889.1.A1_at	1.91	1.38	−1.22	1.36	6.97	10.31	Triosephosphate isomerase
32	GRMZM2G073725	Zm.752.1.S1_a_at	2.15	−1.47	−2.33	−1.25	25.38	23.42	UDP-arabinopyranose mutase 3
33	GRMZM2G328500	Zm.4986.1.S1_at	1.14	-3.00	−4.23	−1.80	5.47	11.70	UDP-glucose 6-dehydrogenase
34	GRMZM5G862540	Zm.4986.2.S1_at	1.09	−2.44	−5.64	−1.40	3.00	4.10	UDP-glucose 6-dehydrogenase
35	GRMZM2G042179	Zm.12322.1.A1_at	−1.17	−3.17	−1.08	2.18	2.30	3.02	UDP-glucuronic acid 4-epimerase
36	GRMZM2G067707	Zm.4793.1.S1_a_at	2.99	1.35	1.49	1.32	22.03	24.99	Ubiquinol-cytochrome c reductase complex
37	GRMZM5G833389	Zm.5548.1.A1_x_at	2.37	−1.32	−6.95	−1.04	12.38	13.28	2,3-bisphosphoglycerate-independent phosphoglycerate mutase

## Data Availability

The raw microarray expression data files of the present study have been deposited in GEO (Accession No. GSE122581; Sample No. GSM3474993 to GSM3475016). All other supporting data are included as supplementary files.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2223-7747/9/12/1812/s1, Figure S1. Initial and final chlorophyll content in the leaves of SKV616 maize inbred under complete (+Fe+Zn) hydroponic solution (*significant at *p* < 0.5); Figure S2. Correlation coefficients among morpho-physiological parameters under Fe and Zn stresses in maize. (CC: chlorophyll content (SPAD-value); PR: photosynthesis rate; TR: transpiration rate; SC: stomatal conductance; Fv/Fm: quantum efficiency of PS II photochemistry; and RL: Root length; **, *** significant at *p* < 0.01 and *p* < 0.001, respectively); Figure S3. Heatmap of differentially expressed transporters and mugineic acid pathways genes. The z-scores are computed for all genes that are differentially expressed with *p* < 0.05 and > 2-fold expression; Figure S4. Heatmap of differentially expressed phytohormonal metabolism genes. The z-scores are computed for all genes that are differentially expressed with *p* < 0.05 and > 2-fold expression; Figure S5. Heatmap of differentially expressed photosynthesis and carbohydrate metabolism genes. The z-scores are computed for all genes that are differentially expressed with *p* < 0.05 and > 2-fold expression; Table S1. Gene ontology terms for differentially expressed genes in the root and shoot under the –Zn, –Fe and –Fe–Zn treatments; Table S2. KEGG-enriched functional categories of differentially expressed genes in the root and shoot under –Zn, –Fe and –Fe–Zn stress treatments; Table S3. The predicted miRNA–gene and TF–gene interactions used to construct the gene regulatory network for the transporter and mugineic acid pathway genes; Table S4. The GRN features of the transporter and mugineic acid pathway genes; Table S5. Primer* sequences of DEGs selected from microarray analyses for qRT-PCR validation; Figure S6. Validation of DEGs from microarray analysis through qRT-PCR. The x axis represents the probes and the y axis represents the fold change expression values of genes. Error bars in the column represent the standard error. The letters ‘S’ and ‘R’ in the stress name on the x axis refer to the shoot and root, respectively. The reactions were performed using the Stratagene MX3005P (Agilent Technologies, Santa Clara, California, USA) Real-Time PCR system with the following PCR conditions: 10 min, at 95 °C (preheating), followed by 40 cycles of amplification with denaturation for 30 s at 60 °C, primer annealing for 1 min at 58 °C and primer extension for 30 s at 72 °C.

# Supplementary material for: Comparative Transcriptome Analysis of Iron and Zinc Deficiency in Maize (Zea mays L.)
**Source:** Plants (Basel). 2020 Dec 21;9(12):1812. doi: 10.3390/plants9121812
**Supplement:** Supplementary file 1

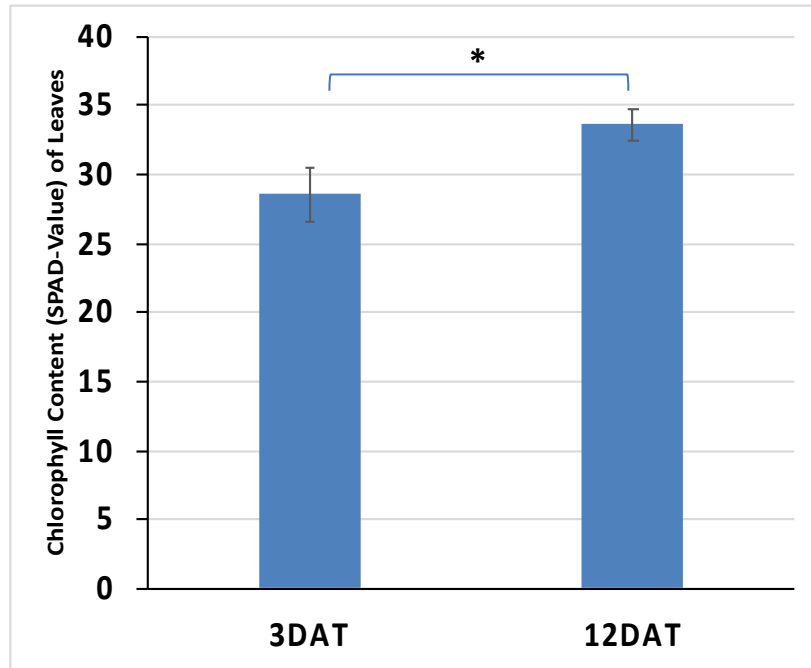

Figure S1. Initial and final chlorophyll content in the leaves of SKV616 maize inbred under complete (+Fe+Zn) hydroponic solution (*significant at $p < 0.5$).

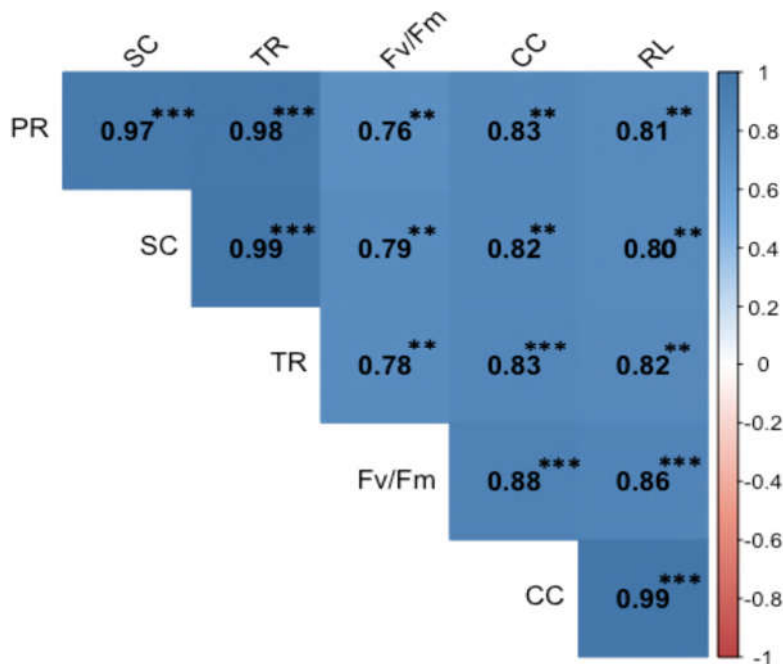

Figure S2. Correlation coefficients among morpho-physiological parameters under Fe and Zn stresses in maize. (CC: chlorophyll content (SPAD-value); PR: photosynthesis rate; TR: transpiration rate; SC: stomatal conductance; Fv/Fm: quantum efficiency of PS II photochemistry; and RL: Root length; **, *** significant at $p < 0.01$ and $p < 0.001$, respectively).

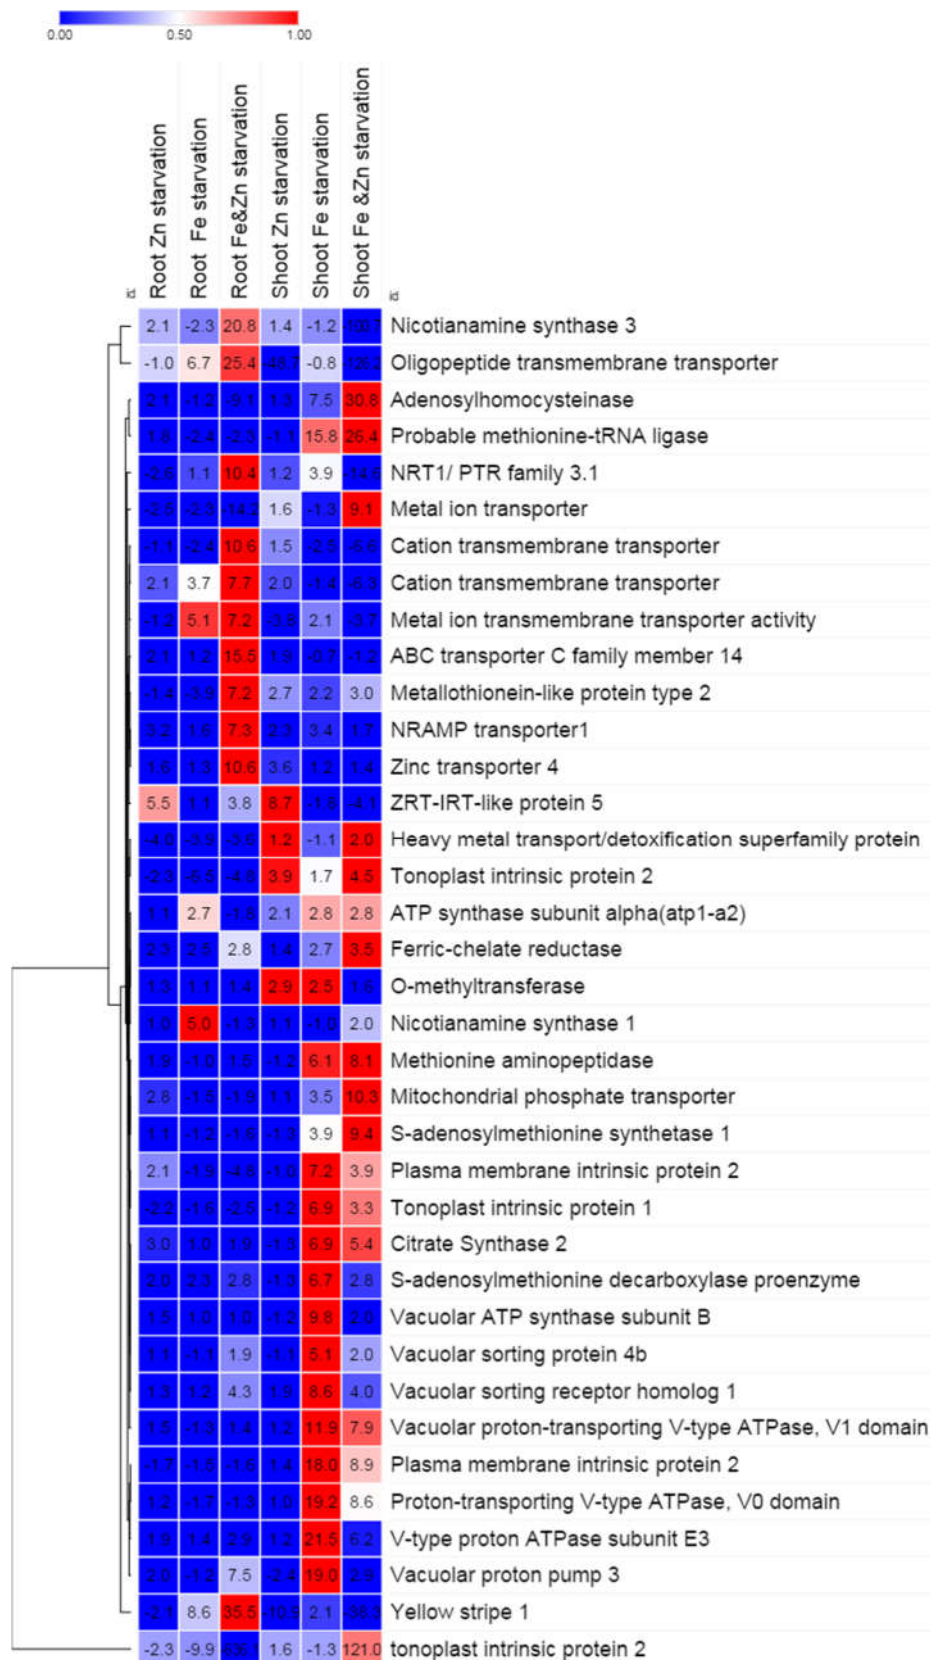

Figure S3. Heatmap of differentially expressed transporters and mugineic acid pathways genes. The z-scores are computed for all genes that are differentially expressed with $p < 0.05$ and > 2 -fold expression.

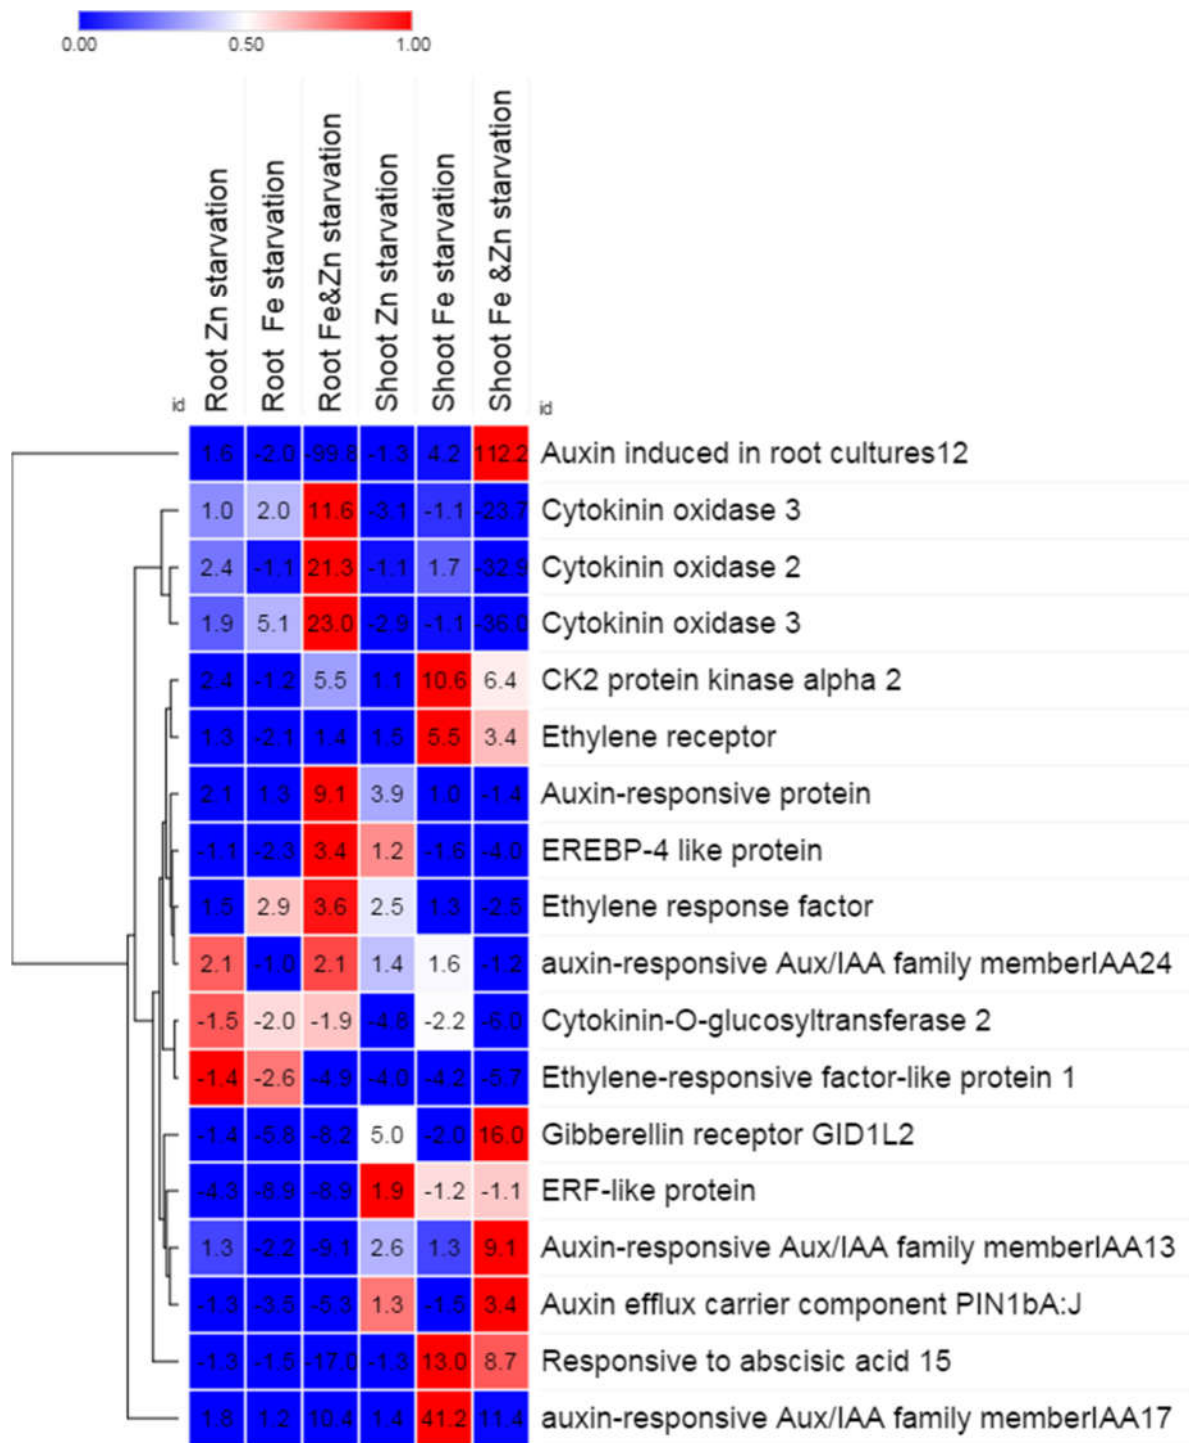

Figure S4. Heatmap of differentially expressed phytohormonal metabolism genes. The z-scores are computed for all genes that are differentially expressed with $p < 0.05$ and > 2 -fold expression.

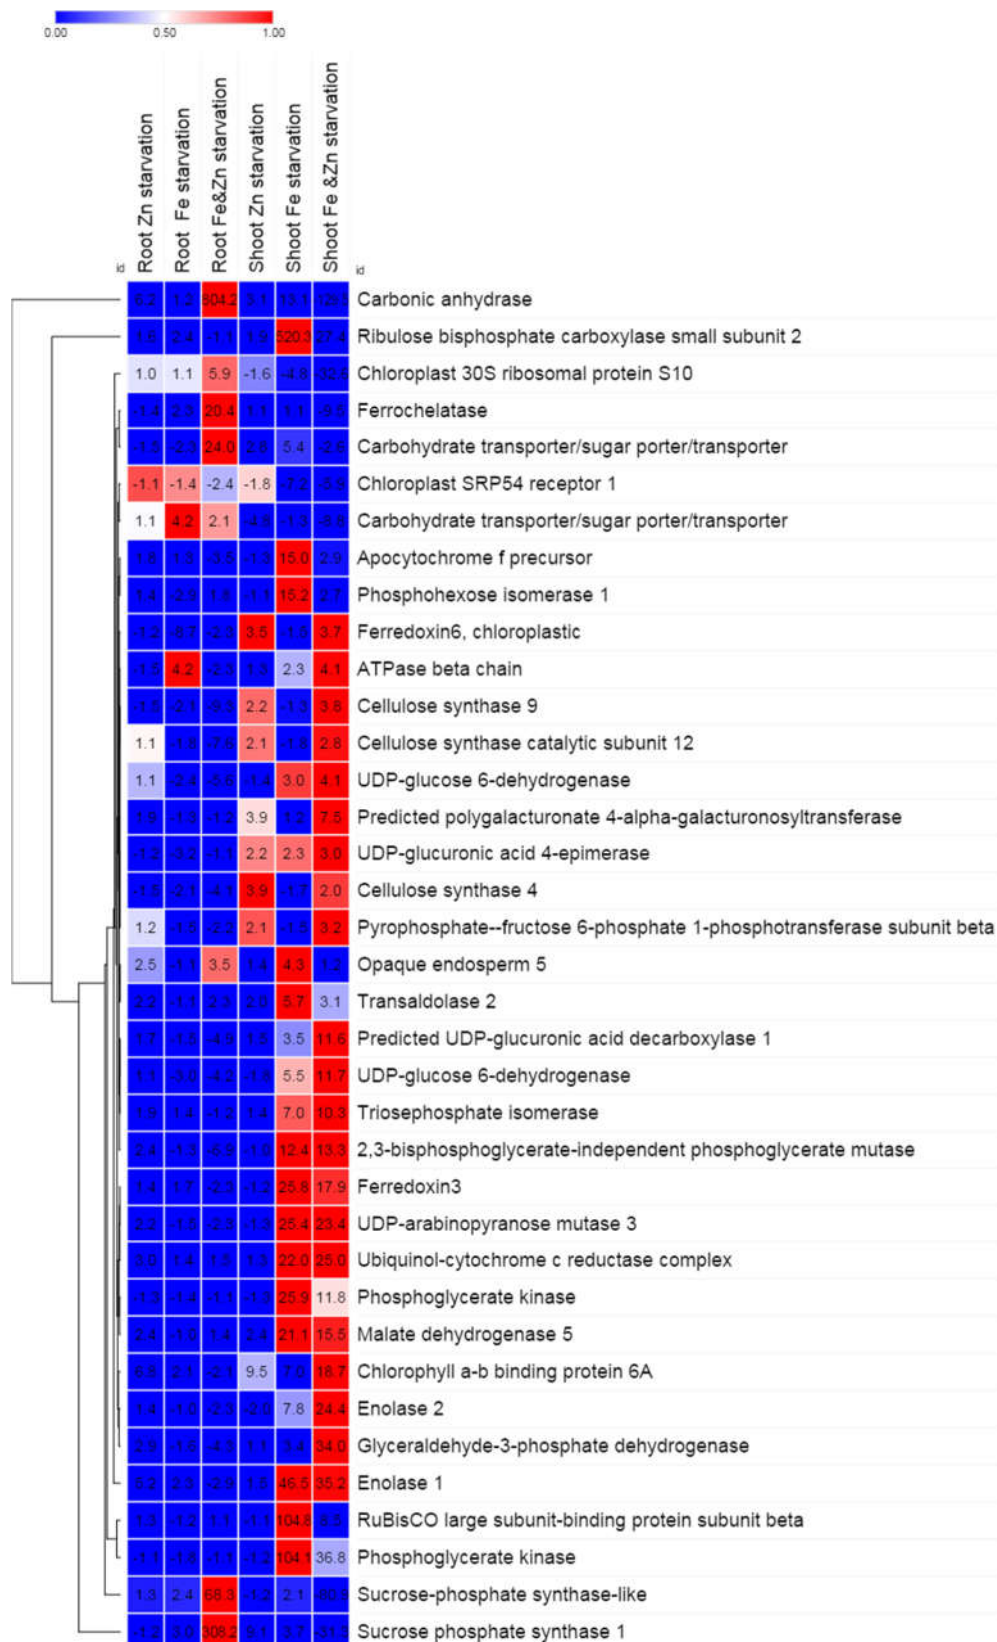

Figure S5. Heatmap of differentially expressed photosynthesis and carbohydrate metabolism genes. The z-scores are computed for all genes that are differentially expressed with $p < 0.05$ and > 2 -fold expression.

**Table S1.** Gene ontology terms for differentially expressed genes in the root and shoot under the –Zn, –Fe and –Fe–Zn treatments.						
**Tissue**	**Stress**	**Enrichment FDR**	**Genes in List**	**Total Genes**	**GO Terms Category**	**GO category**
Root	–Zn	2.80E-04	138	3894	Response to stimulus	Biological process
Root	–Zn	3.30E-06	95	2098	Response to stress	Biological process
Root	–Zn	5.20E-04	90	2324	Oxidation–reduction process	Biological process
Root	–Zn	5.00E-04	81	2021	Small molecule metabolic process	Biological process
Root	–Zn	2.80E-04	67	1534	Response to chemical	Biological process
Root	–Zn	5.00E-04	39	743	Response to abiotic stimulus	Biological process
Root	–Zn	7.20E-04	39	766	Co-factor metabolic process	Biological process
Root	–Zn	2.00E-03	34	675	Response to oxygen-containing compound	Biological process
Root	–Zn	2.80E-04	25	359	Response to toxic substance	Biological process
Root	–Zn	2.00E-03	23	376	Defence response	Biological process
Root	–Zn	4.10E-04	22	299	Antibiotic metabolic process	Biological process
Root	–Zn	2.00E-03	22	351	Response to oxidative stress	Biological process
Root	–Zn	8.90E-04	20	279	Cellular oxidant detoxification	Biological process
Root	–Zn	1.60E-03	20	292	Cellular detoxification	Biological process
Root	–Zn	2.10E-04	19	208	Reactive oxygen species metabolic process	Biological process
Root	–Zn	6.80E-04	16	184	Antibiotic catabolic process	Biological process
Root	–Zn	6.80E-04	15	163	Hydrogen peroxide catabolic process	Biological process
Root	–Zn	7.20E-04	15	166	Hydrogen peroxide metabolic process	Biological process
Root	–Zn	2.00E-03	14	166	Cellular modified amino acid metabolic process	Biological process
Root	–Zn	2.80E-04	12	91	Glutathione metabolic process	Biological process
Root	–Zn	2.30E-03	11	109	Response to water deprivation	Biological process
Root	–Zn	2.30E-03	11	109	Response to water	Biological process
Root	–Zn	2.50E-04	8	35	Fluid transport	Biological process
Root	–Zn	2.50E-04	8	35	Water transport	Biological process
Root	–Zn	6.80E-04	4	7	AMP biosynthetic process	Biological process

Root	-Zn	1.70E-03	4	9	AMP metabolic process	Biological process
Root	-Zn	1.40E-03	156	4812	Organelle part	Cellular component
Root	-Zn	1.80E-03	155	4810	Intracellular organelle part	Cellular component
Root	-Zn	4.70E-03	135	4205	Protein-containing complex	Cellular component
Root	-Zn	3.30E-06	78	1675	Cytosol	Cellular component
Root	-Zn	1.20E-02	71	2052	Non-membrane-bounded organelle	Cellular component
Root	-Zn	1.20E-02	71	2052	Intracellular non-membrane-bounded organelle	Cellular component
Root	-Zn	1.40E-03	51	1191	Membrane-enclosed lumen	Cellular component
Root	-Zn	1.40E-03	51	1191	Organelle lumen	Cellular component
Root	-Zn	1.40E-03	51	1191	Intracellular organelle lumen	Cellular component
Root	-Zn	3.60E-07	45	680	Extracellular region	Cellular component
Root	-Zn	2.60E-04	29	468	Mitochondrial part	Cellular component
Root	-Zn	1.40E-03	24	398	Cell wall	Cellular component
Root	-Zn	1.40E-03	24	399	External encapsulating structure	Cellular component
Root	-Zn	6.80E-03	19	333	Nucleolus	Cellular component
Root	-Zn	1.20E-02	17	311	Mitochondrial envelope	Cellular component
Root	-Zn	1.50E-04	16	161	Apoplast	Cellular component
Root	-Zn	8.20E-03	16	267	Mitochondrial protein complex	Cellular component
Root	-Zn	3.40E-03	13	167	Protein-DNA complex	Cellular component
Root	-Zn	6.90E-03	13	184	Plant-type cell wall	Cellular component
Root	-Zn	1.30E-03	12	117	Photosystem	Cellular component
Root	-Zn	1.00E-02	11	151	Mitochondrial matrix	Cellular component
Root	-Zn	9.70E-03	10	127	DNA packaging complex	Cellular component
Root	-Zn	1.40E-03	8	58	Photosystem I	Cellular component
Root	-Zn	1.20E-02	8	90	Photosystem II	Cellular component
Root	-Zn	2.90E-03	6	35	Preribosome, large subunit precursor	Cellular component
Root	-Zn	6.90E-03	4	17	Mitochondrial intermembrane space	Cellular component
Root	-Zn	6.90E-03	4	17	Organelle envelope lumen	Cellular component
Root	-Zn	3.80E-03	3	6	Protein storage vacuole membrane	Cellular component
Root	-Zn	7.20E-03	3	8	Storage vacuole	Cellular component

Root	-Zn	7.20E-03	3	8	Protein storage vacuole	Cellular component
Root	-Zn	3.60E-04	118	3261	Metal ion binding	Molecular function
Root	-Zn	4.60E-04	118	3288	Cation binding	Molecular function
Root	-Zn	3.60E-04	85	2134	Oxidoreductase activity	Molecular function
Root	-Zn	3.60E-04	65	1495	Co-factor binding	Molecular function
Root	-Zn	1.40E-03	33	634	Tetrapyrrole binding	Molecular function
Root	-Zn	3.60E-04	31	524	Hydrolase activity, acting on glycosyl bonds	Molecular function
Root	-Zn	5.30E-04	28	469	Hydrolase activity, hydrolysing O-glycosyl compounds	Molecular function
Root	-Zn	1.50E-02	24	483	Isomerase activity	Molecular function
Root	-Zn	5.30E-04	20	272	Antioxidant activity	Molecular function
Root	-Zn	1.60E-03	17	231	Peroxidase activity	Molecular function
Root	-Zn	1.60E-03	17	231	Oxidoreductase activity, acting on peroxide as acceptor	Molecular function
Root	-Zn	2.50E-03	15	195	Transferase activity, transferring alkyl or aryl (other than methyl) groups	Molecular function
Root	-Zn	9.50E-05	12	75	Glutathione transferase activity	Molecular function
Root	-Zn	2.20E-02	11	157	Substrate-specific channel activity	Molecular function
Root	-Zn	1.30E-02	10	119	RRNA binding	Molecular function
Root	-Zn	1.20E-04	8	33	Water transmembrane transporter activity	Molecular function
Root	-Zn	1.20E-04	8	33	Water channel activity	Molecular function
Root	-Zn	3.90E-03	7	48	Chlorophyll binding	Molecular function
Root	-Zn	6.20E-03	7	53	Sulphur compound binding	Molecular function
Root	-Zn	4.40E-03	6	35	Xyloglucan:xyloglucosyl transferase activity	Molecular function
Root	-Zn	4.90E-03	6	36	Chitinase activity	Molecular function
Root	-Zn	2.00E-02	6	50	Carbohydrate phosphatase activity	Molecular function
Root	-Zn	1.80E-02	5	32	Modified amino acid binding	Molecular function
Root	-Zn	2.00E-02	5	34	Trehalose-phosphatase activity	Molecular function
Root	-Zn	2.00E-02	4	20	Glutathione binding	Molecular function
Root	-Zn	2.00E-02	4	20	Oligopeptide binding	Molecular function

Root	–Zn	1.30E-02	2	2	Arsenite transmembrane transporter activity	Molecular function
Root	–Zn	2.20E-02	2	3	Adenosine kinase activity	Molecular function
Root	–Zn	2.20E-02	2	3	Pyruvate decarboxylase activity	Molecular function
Root	–Zn	2.20E-02	2	3	Linoleate 13S-lipoxygenase activity	Molecular function
Root	–Fe	8.40E-08	216	3894	Response to stimulus	Biological process
Root	–Fe	2.80E-07	142	2324	Oxidation–reduction process	Biological process
Root	–Fe	3.90E-06	125	2098	Response to stress	Biological process
Root	–Fe	1.10E-09	113	1534	Response to chemical	Biological process
Root	–Fe	1.80E-11	107	1316	Carbohydrate metabolic process	Biological process
Root	–Fe	6.90E-07	69	893	Cellular response to chemical stimulus	Biological process
Root	–Fe	2.40E-07	64	766	Co-factor metabolic process	Biological process
Root	–Fe	1.20E-06	60	743	Response to abiotic stimulus	Biological process
Root	–Fe	2.60E-06	55	675	Response to oxygen-containing compound	Biological process
Root	–Fe	2.00E-08	53	527	Cell wall organization or biogenesis	Biological process
Root	–Fe	3.60E-06	46	523	Cellular carbohydrate metabolic process	Biological process
Root	–Fe	1.10E-05	43	499	Polysaccharide metabolic process	Biological process
Root	–Fe	3.30E-07	40	375	External encapsulating structure organization	Biological process
Root	–Fe	6.90E-07	38	359	Cell wall organization	Biological process
Root	–Fe	1.50E-06	37	359	Response to toxic substance	Biological process
Root	–Fe	9.80E-07	33	289	Glucan metabolic process	Biological process
Root	–Fe	2.40E-06	33	304	Cytoskeleton organization	Biological process
Root	–Fe	9.50E-06	33	327	Microtubule-based process	Biological process
Root	–Fe	1.10E-05	33	331	Cellular polysaccharide metabolic process	Biological process
Root	–Fe	1.40E-06	32	281	Cellular glucan metabolic process	Biological process
Root	–Fe	4.70E-06	31	285	Drug catabolic process	Biological process
Root	–Fe	6.90E-07	27	200	Cell wall biogenesis	Biological process
Root	–Fe	1.30E-06	27	208	Reactive oxygen species metabolic process	Biological process
Root	–Fe	6.50E-06	27	230	Plant-type cell wall organization or biogenesis	Biological process
Root	–Fe	8.10E-06	22	163	Hydrogen peroxide catabolic process	Biological process
Root	–Fe	1.00E-05	22	166	Hydrogen peroxide metabolic process	Biological process

Root	-Fe	9.70E-06	16	91	Glutathione metabolic process	Biological process
Root	-Fe	5.50E-07	14	52	Sterol biosynthetic process	Biological process
Root	-Fe	9.50E-09	159	2582	Cell periphery	Cellular component
Root	-Fe	7.30E-08	122	1914	Endomembrane system	Cellular component
Root	-Fe	2.40E-05	119	2096	Plasma membrane	Cellular component
Root	-Fe	4.20E-05	74	1162	Organelle subcompartment	Cellular component
Root	-Fe	8.20E-12	69	680	Extracellular region	Cellular component
Root	-Fe	5.30E-06	67	947	Golgi apparatus	Cellular component
Root	-Fe	4.60E-05	58	843	Endoplasmic reticulum	Cellular component
Root	-Fe	2.80E-05	43	540	Golgi apparatus part	Cellular component
Root	-Fe	1.10E-05	40	464	Golgi subcompartment	Cellular component
Root	-Fe	1.30E-04	40	527	Cell-cell junction	Cellular component
Root	-Fe	1.30E-04	40	527	Plasmodesma	Cellular component
Root	-Fe	1.30E-04	40	527	Cell junction	Cellular component
Root	-Fe	1.30E-04	40	527	Symplast	Cellular component
Root	-Fe	2.00E-07	38	363	Cytoskeleton	Cellular component
Root	-Fe	4.60E-05	38	464	Plasma membrane part	Cellular component
Root	-Fe	5.30E-06	37	398	Cell wall	Cellular component
Root	-Fe	5.30E-06	37	399	External encapsulating structure	Cellular component
Root	-Fe	2.00E-07	35	318	Cytoskeletal part	Cellular component
Root	-Fe	2.00E-07	31	259	Microtubule cytoskeleton	Cellular component
Root	-Fe	3.50E-04	31	385	Intrinsic component of plasma membrane	Cellular component
Root	-Fe	5.00E-08	30	225	Supramolecular complex	Cellular component
Root	-Fe	5.00E-08	30	225	Supramolecular polymer	Cellular component
Root	-Fe	5.00E-08	30	225	Supramolecular fibre	Cellular component
Root	-Fe	5.00E-08	30	225	Polymeric cytoskeletal fibre	Cellular component
Root	-Fe	1.80E-07	28	213	Microtubule	Cellular component
Root	-Fe	2.80E-05	22	189	Anchored component of plasma membrane	Cellular component
Root	-Fe	3.50E-05	22	193	Anchored component of membrane	Cellular component
Root	-Fe	3.00E-04	22	226	Trans-Golgi network	Cellular component

Root	-Fe	2.80E-05	20	161	Apoplast	Cellular component
Root	-Fe	2.40E-04	4	6	Protein storage vacuole membrane	Cellular component
Root	-Fe	9.80E-06	178	3288	Cation binding	Molecular function
Root	-Fe	1.20E-05	176	3261	Metal ion binding	Molecular function
Root	-Fe	2.70E-06	129	2134	Oxidoreductase activity	Molecular function
Root	-Fe	3.10E-04	87	1495	Co-factor binding	Molecular function
Root	-Fe	2.00E-04	61	928	Transferase activity, transferring glycosyl groups	Molecular function
Root	-Fe	5.30E-08	52	524	Hydrolase activity, acting on glycosyl bonds	Molecular function
Root	-Fe	4.60E-07	46	469	Hydrolase activity, hydrolysing O-glycosyl compounds	Molecular function
Root	-Fe	3.40E-04	45	629	Transferase activity, transferring hexosyl groups	Molecular function
Root	-Fe	4.20E-04	37	483	Isomerase activity	Molecular function
Root	-Fe	1.70E-05	35	370	Nucleoside binding	Molecular function
Root	-Fe	1.70E-05	35	369	Ribonucleoside binding	Molecular function
Root	-Fe	1.70E-05	34	355	Purine nucleoside binding	Molecular function
Root	-Fe	1.70E-05	34	353	GTP binding	Molecular function
Root	-Fe	1.70E-05	34	355	Guanyl nucleotide binding	Molecular function
Root	-Fe	1.70E-05	34	355	Purine ribonucleoside binding	Molecular function
Root	-Fe	1.70E-05	34	355	Guanyl ribonucleotide binding	Molecular function
Root	-Fe	2.10E-05	29	280	GTPase activity	Molecular function
Root	-Fe	2.20E-05	28	266	Glucosyltransferase activity	Molecular function
Root	-Fe	7.90E-05	27	272	Antioxidant activity	Molecular function
Root	-Fe	4.50E-05	25	231	Peroxidase activity	Molecular function
Root	-Fe	4.50E-05	25	231	Oxidoreductase activity, acting on peroxide as acceptor	Molecular function
Root	-Fe	6.00E-04	20	195	Transferase activity, transferring alkyl or aryl (other than methyl) groups	Molecular function
Root	-Fe	4.90E-04	16	132	Amide binding	Molecular function
Root	-Fe	2.00E-05	14	75	Glutathione transferase activity	Molecular function
Root	-Fe	1.20E-04	11	56	Structural constituent of cytoskeleton	Molecular function

Root	-Fe	2.00E-04	10	49	Cellulose synthase (UDP-forming) activity	Molecular function
Root	-Fe	2.30E-04	10	50	Cellulose synthase activity	Molecular function
Root	-Fe	5.40E-05	9	33	Water transmembrane transporter activity	Molecular function
Root	-Fe	5.40E-05	9	33	Water channel activity	Molecular function
Root	-Fe	8.40E-05	9	35	Xyloglucan:xyloglucosyl transferase activity	Molecular function
Root	-Fe-Zn	3.80E-25	903	4736	Cellular nitrogen compound biosynthetic process	Biological process
Root	-Fe-Zn	3.70E-20	742	3894	Response to stimulus	Biological process
Root	-Fe-Zn	7.00E-18	689	3642	Cellular component organization or biogenesis	Biological process
Root	-Fe-Zn	2.10E-65	636	2354	Organonitrogen compound biosynthetic process	Biological process
Root	-Fe-Zn	1.10E-38	498	2021	Small molecule metabolic process	Biological process
Root	-Fe-Zn	6.40E-17	470	2324	Oxidation-reduction process	Biological process
Root	-Fe-Zn	2.40E-60	452	1496	Cellular amide metabolic process	Biological process
Root	-Fe-Zn	6.00E-59	414	1331	Peptide metabolic process	Biological process
Root	-Fe-Zn	6.90E-55	399	1304	Amide biosynthetic process	Biological process
Root	-Fe-Zn	8.80E-56	382	1214	Peptide biosynthetic process	Biological process
Root	-Fe-Zn	1.40E-56	380	1196	Translation	Biological process
Root	-Fe-Zn	1.40E-25	370	1545	Cellular component biogenesis	Biological process
Root	-Fe-Zn	5.70E-24	362	1534	Response to chemical	Biological process
Root	-Fe-Zn	1.70E-24	300	1188	Oxoacid metabolic process	Biological process
Root	-Fe-Zn	2.10E-24	300	1190	Organic acid metabolic process	Biological process
Root	-Fe-Zn	4.40E-25	295	1152	Carboxylic acid metabolic process	Biological process
Root	-Fe-Zn	3.40E-19	244	977	Cellular component assembly	Biological process
Root	-Fe-Zn	3.40E-16	225	928	Protein-containing complex subunit organization	Biological process
Root	-Fe-Zn	1.50E-25	216	743	Response to abiotic stimulus	Biological process
Root	-Fe-Zn	7.20E-19	207	788	Protein-containing complex assembly	Biological process
Root	-Fe-Zn	6.40E-18	200	766	Co-factor metabolic process	Biological process
Root	-Fe-Zn	6.00E-18	183	678	Generation of precursor metabolites and energy	Biological process
Root	-Fe-Zn	7.40E-16	183	710	Cellular protein-containing complex assembly	Biological process
Root	-Fe-Zn	4.30E-21	181	627	Ribonucleoprotein complex biogenesis	Biological process

Root	-Fe-Zn	1.40E-16	173	647	Nucleobase-containing small molecule metabolic process	Biological process
Root	-Fe-Zn	2.50E-19	149	493	Ribosome biogenesis	Biological process
Root	-Fe-Zn	3.30E-16	92	264	Ribonucleoprotein complex subunit organization	Biological process
Root	-Fe-Zn	2.40E-17	57	118	Ribosome assembly	Biological process
Root	-Fe-Zn	4.10E-111	1210	4812	Organelle part	Cellular component
Root	-Fe-Zn	4.10E-111	1209	4810	Intracellular organelle part	Cellular component
Root	-Fe-Zn	2.60E-72	991	4205	Protein-containing complex	Cellular component
Root	-Fe-Zn	2.20E-76	599	2052	Non-membrane-bounded organelle	Cellular component
Root	-Fe-Zn	2.20E-76	599	2052	Intracellular non-membrane-bounded organelle	Cellular component
Root	-Fe-Zn	2.90E-77	501	1570	Plastid	Cellular component
Root	-Fe-Zn	9.20E-66	498	1675	Cytosol	Cellular component
Root	-Fe-Zn	1.30E-65	436	1381	Ribonucleoprotein complex	Cellular component
Root	-Fe-Zn	4.90E-68	303	776	Ribosome	Cellular component
Root	-Fe-Zn	1.20E-54	289	815	Plastid part	Cellular component
Root	-Fe-Zn	2.10E-64	214	456	Ribosomal subunit	Cellular component
Root	-Fe-Zn	3.80E-27	211	714	Organelle envelope	Cellular component
Root	-Fe-Zn	3.80E-27	211	714	Envelope	Cellular component
Root	-Fe-Zn	2.70E-56	201	449	Cytosolic part	Cellular component
Root	-Fe-Zn	6.30E-49	185	429	Thylakoid	Cellular component
Root	-Fe-Zn	5.50E-55	184	394	Cytosolic ribosome	Cellular component
Root	-Fe-Zn	6.80E-35	145	356	Thylakoid part	Cellular component
Root	-Fe-Zn	6.40E-60	143	240	Large ribosomal subunit	Cellular component
Root	-Fe-Zn	2.60E-34	141	344	Photosynthetic membrane	Cellular component
Root	-Fe-Zn	3.80E-27	139	385	Plastid stroma	Cellular component
Root	-Fe-Zn	2.90E-34	137	329	Plastid thylakoid	Cellular component
Root	-Fe-Zn	1.20E-32	134	327	Thylakoid membrane	Cellular component
Root	-Fe-Zn	7.40E-55	123	197	Cytosolic large ribosomal subunit	Cellular component
Root	-Fe-Zn	4.30E-30	120	288	Plastid thylakoid membrane	Cellular component
Root	-Fe-Zn	7.10E-21	106	293	Plastid envelope	Cellular component

Root	-Fe-Zn	8.50E-10	775	4542	Small molecule binding	Molecular function
Root	-Fe-Zn	8.50E-10	773	4529	Anion binding	Molecular function
Root	-Fe-Zn	4.30E-07	710	4264	Nucleotide binding	Molecular function
Root	-Fe-Zn	4.30E-07	710	4264	Nucleoside phosphate binding	Molecular function
Root	-Fe-Zn	2.80E-14	615	3288	Cation binding	Molecular function
Root	-Fe-Zn	6.20E-14	608	3261	Metal ion binding	Molecular function
Root	-Fe-Zn	4.30E-05	606	3699	Purine ribonucleoside triphosphate binding	Molecular function
Root	-Fe-Zn	2.40E-12	417	2134	Oxidoreductase activity	Molecular function
Root	-Fe-Zn	1.00E-33	403	1589	RNA binding	Molecular function
Root	-Fe-Zn	6.70E-14	318	1495	Co-factor binding	Molecular function
Root	-Fe-Zn	1.00E-61	313	855	Structural molecule activity	Molecular function
Root	-Fe-Zn	4.70E-69	279	667	Structural constituent of ribosome	Molecular function
Root	-Fe-Zn	6.70E-12	160	649	Coenzyme binding	Molecular function
Root	-Fe-Zn	1.40E-05	115	529	Lyase activity	Molecular function
Root	-Fe-Zn	1.40E-10	102	370	Nucleoside binding	Molecular function
Root	-Fe-Zn	1.40E-10	102	369	Ribonucleoside binding	Molecular function
Root	-Fe-Zn	1.40E-10	99	355	Purine nucleoside binding	Molecular function
Root	-Fe-Zn	1.40E-10	99	355	Guanyl nucleotide binding	Molecular function
Root	-Fe-Zn	1.40E-10	99	355	Purine ribonucleoside binding	Molecular function
Root	-Fe-Zn	1.40E-10	99	355	Guanyl ribonucleotide binding	Molecular function
Root	-Fe-Zn	2.30E-10	98	353	GTP binding	Molecular function
Root	-Fe-Zn	6.80E-07	74	280	GTPase activity	Molecular function
Root	-Fe-Zn	4.20E-07	68	246	Unfolded protein binding	Molecular function
Root	-Fe-Zn	1.90E-07	63	217	MRNA binding	Molecular function
Root	-Fe-Zn	2.80E-05	63	248	Oxidoreductase activity, acting on the CH-OH group of donors, NAD or NADP as acceptor	Molecular function
Root	-Fe-Zn	2.40E-12	62	165	Protein heterodimerization activity	Molecular function
Root	-Fe-Zn	6.20E-14	53	119	RRNA binding	Molecular function
Root	-Fe-Zn	2.70E-05	40	132	Identical protein binding	Molecular function
Root	-Fe-Zn	2.90E-06	38	113	NAD binding	Molecular function

Shoot	–Zn	2.30E-09	175	3894	Response to stimulus	Biological process
Shoot	–Zn	2.30E-19	148	2324	Oxidation–reduction process	Biological process
Shoot	–Zn	5.70E-08	106	2098	Response to stress	Biological process
Shoot	–Zn	1.90E-08	105	2021	Small molecule metabolic process	Biological process
Shoot	–Zn	2.40E-09	89	1534	Response to chemical	Biological process
Shoot	–Zn	5.70E-07	73	1316	Carbohydrate metabolic process	Biological process
Shoot	–Zn	1.60E-05	63	1188	Oxoacid metabolic process	Biological process
Shoot	–Zn	1.60E-05	63	1190	Organic acid metabolic process	Biological process
Shoot	–Zn	8.20E-12	61	743	Response to abiotic stimulus	Biological process
Shoot	–Zn	1.90E-10	55	678	Generation of precursor metabolites and energy	Biological process
Shoot	–Zn	1.60E-07	52	766	Co-factor metabolic process	Biological process
Shoot	–Zn	3.10E-06	38	523	Cellular carbohydrate metabolic process	Biological process
Shoot	–Zn	1.00E-09	37	359	Response to toxic substance	Biological process
Shoot	–Zn	2.00E-13	36	251	Photosynthesis	Biological process
Shoot	–Zn	2.20E-08	34	351	Response to oxidative stress	Biological process
Shoot	–Zn	5.70E-07	29	307	Response to inorganic substance	Biological process
Shoot	–Zn	7.50E-06	26	292	Cellular response to toxic substance	Biological process
Shoot	–Zn	7.50E-06	26	292	Cellular detoxification	Biological process
Shoot	–Zn	1.10E-05	26	301	Detoxification	Biological process
Shoot	–Zn	1.10E-06	25	245	Response to temperature stimulus	Biological process
Shoot	–Zn	1.00E-05	25	279	Cellular oxidant detoxification	Biological process
Shoot	–Zn	1.80E-05	22	235	Response to external biotic stimulus	Biological process
Shoot	–Zn	1.80E-05	22	235	Response to other organism	Biological process
Shoot	–Zn	1.10E-05	21	208	Reactive oxygen species metabolic process	Biological process
Shoot	–Zn	1.10E-07	17	98	Response to reactive oxygen species	Biological process
Shoot	–Zn	1.70E-05	16	129	Photosynthesis, light reaction	Biological process
Shoot	–Zn	7.50E-06	13	77	Response to antibiotic	Biological process
Shoot	–Zn	6.10E-07	12	51	Protein-chromophore linkage	Biological process
Shoot	–Zn	1.10E-05	12	68	Cellular response to oxidative stress	Biological process
Shoot	–Zn	1.00E-05	10	44	Response to hydrogen peroxide	Biological process

Shoot	-Zn	1.10E-23	122	1570	Plastid	Cellular component
Shoot	-Zn	4.60E-24	121	1521	Chloroplast	Cellular component
Shoot	-Zn	2.00E-02	78	2096	Plasma membrane	Cellular component
Shoot	-Zn	1.70E-10	74	1162	Organelle subcompartment	Cellular component
Shoot	-Zn	1.20E-14	67	801	Chloroplast part	Cellular component
Shoot	-Zn	2.40E-14	67	815	Plastid part	Cellular component
Shoot	-Zn	2.50E-02	64	1675	Cytosol	Cellular component
Shoot	-Zn	2.60E-21	57	429	Thylakoid	Cellular component
Shoot	-Zn	5.40E-16	45	356	Thylakoid part	Cellular component
Shoot	-Zn	6.30E-16	44	344	Photosynthetic membrane	Cellular component
Shoot	-Zn	1.20E-14	41	329	Chloroplast thylakoid	Cellular component
Shoot	-Zn	1.20E-14	41	329	Plastid thylakoid	Cellular component
Shoot	-Zn	1.90E-13	39	327	Thylakoid membrane	Cellular component
Shoot	-Zn	2.80E-04	39	714	Organelle envelope	Cellular component
Shoot	-Zn	2.80E-04	39	714	Envelope	Cellular component
Shoot	-Zn	9.20E-14	37	288	Chloroplast thylakoid membrane	Cellular component
Shoot	-Zn	9.20E-14	37	288	Plastid thylakoid membrane	Cellular component
Shoot	-Zn	1.40E-02	32	680	Extracellular region	Cellular component
Shoot	-Zn	2.00E-05	28	379	Chloroplast stroma	Cellular component
Shoot	-Zn	2.60E-05	28	385	Plastid stroma	Cellular component
Shoot	-Zn	2.60E-07	27	285	Chloroplast envelope	Cellular component
Shoot	-Zn	4.40E-07	27	293	Plastid envelope	Cellular component
Shoot	-Zn	9.00E-11	21	117	Photosystem	Cellular component
Shoot	-Zn	2.90E-02	20	385	Intrinsic component of plasma membrane	Cellular component
Shoot	-Zn	2.00E-12	17	58	Photosystem I	Cellular component
Shoot	-Zn	1.00E-02	15	226	Trans-Golgi network	Cellular component
Shoot	-Zn	5.20E-05	12	90	Photosystem II	Cellular component
Shoot	-Zn	1.40E-05	10	53	Plastoglobule	Cellular component
Shoot	-Zn	4.20E-03	10	104	Extracellular space	Cellular component
Shoot	-Zn	5.90E-03	10	109	Extracellular region part	Cellular component

Shoot	-Zn	5.40E-10	156	3288	Cation binding	Molecular function
Shoot	-Zn	6.50E-10	154	3261	Metal ion binding	Molecular function
Shoot	-Zn	1.10E-16	133	2134	Oxidoreductase activity	Molecular function
Shoot	-Zn	5.10E-13	97	1495	Co-factor binding	Molecular function
Shoot	-Zn	4.00E-03	74	1799	Transporter activity	Molecular function
Shoot	-Zn	6.50E-10	51	634	Tetrapyrrole binding	Molecular function
Shoot	-Zn	5.90E-04	37	649	Coenzyme binding	Molecular function
Shoot	-Zn	2.30E-04	36	585	Heme binding	Molecular function
Shoot	-Zn	1.10E-04	23	272	Antioxidant activity	Molecular function
Shoot	-Zn	2.30E-04	17	173	Magnesium ion binding	Molecular function
Shoot	-Zn	3.60E-03	17	231	Peroxidase activity	Molecular function
Shoot	-Zn	3.60E-03	17	231	Oxidoreductase activity, acting on peroxide as acceptor	Molecular function
Shoot	-Zn	1.50E-09	14	48	Chlorophyll binding	Molecular function
Shoot	-Zn	2.90E-03	12	124	Carbohydrate transmembrane transporter activity	Molecular function
Shoot	-Zn	1.40E-03	11	96	Sugar transmembrane transporter activity	Molecular function
Shoot	-Zn	4.70E-03	10	98	Oxidoreductase activity, acting on the aldehyde or oxo group of donors	Molecular function
Shoot	-Zn	3.60E-03	9	75	Glutathione transferase activity	Molecular function
Shoot	-Zn	4.00E-03	9	78	Oxidoreductase activity, acting on the aldehyde or oxo group of donors, NAD or NADP as acceptor	Molecular function
Shoot	-Zn	1.00E-03	8	48	Molecular carrier activity	Molecular function
Shoot	-Zn	4.70E-03	7	49	Cellulose synthase (UDP-forming) activity	Molecular function
Shoot	-Zn	1.80E-04	5	10	Ferric iron binding	Molecular function
Shoot	-Zn	2.30E-04	5	11	Metallochaperone activity	Molecular function
Shoot	-Zn	4.00E-03	5	22	Ferrous iron binding	Molecular function
Shoot	-Zn	2.80E-04	4	6	Superoxide dismutase copper chaperone activity	Molecular function
Shoot	-Zn	1.40E-03	4	9	Copper chaperone activity	Molecular function
Shoot	-Zn	5.80E-04	3	3	Oxygen carrier activity	Molecular function
Shoot	-Zn	5.80E-04	3	3	Linoleate 13S-lipoxygenase activity	Molecular function

Shoot	–Zn	5.80E-04	3	3	Oxygen binding	Molecular function
Shoot	–Zn	1.60E-03	3	4	Ferroxidase activity	Molecular function
Shoot	–Zn	1.60E-03	3	4	Oxidoreductase activity, oxidizing metal ions, oxygen as acceptor	Molecular function
Shoot	–Fe	1.20E-30	376	2354	Organonitrogen compound biosynthetic process	Biological process
Shoot	–Fe	2.60E-42	368	2021	Small molecule metabolic process	Biological process
Shoot	–Fe	1.70E-16	322	2324	Oxidation–reduction process	Biological process
Shoot	–Fe	5.60E-18	235	1496	Cellular amide metabolic process	Biological process
Shoot	–Fe	4.20E-25	219	1190	Organic acid metabolic process	Biological process
Shoot	–Fe	6.70E-25	218	1188	Oxoacid metabolic process	Biological process
Shoot	–Fe	9.70E-26	216	1152	Carboxylic acid metabolic process	Biological process
Shoot	–Fe	1.60E-16	211	1331	Peptide metabolic process	Biological process
Shoot	–Fe	2.00E-15	204	1304	Amide biosynthetic process	Biological process
Shoot	–Fe	1.60E-13	187	1214	Peptide biosynthetic process	Biological process
Shoot	–Fe	1.60E-13	185	1196	Translation	Biological process
Shoot	–Fe	9.40E-17	154	855	Small molecule biosynthetic process	Biological process
Shoot	–Fe	1.50E-15	153	875	Organophosphate metabolic process	Biological process
Shoot	–Fe	4.30E-14	151	893	Carbohydrate derivative metabolic process	Biological process
Shoot	–Fe	1.70E-18	144	743	Response to abiotic stimulus	Biological process
Shoot	–Fe	3.50E-16	141	766	Co-factor metabolic process	Biological process
Shoot	–Fe	5.60E-21	137	647	Nucleobase-containing small molecule metabolic process	Biological process
Shoot	–Fe	3.50E-19	118	540	Nucleoside phosphate metabolic process	Biological process
Shoot	–Fe	5.10E-19	116	529	Nucleotide metabolic process	Biological process
Shoot	–Fe	6.40E-13	105	555	Cellular amino acid metabolic process	Biological process
Shoot	–Fe	5.10E-14	89	416	Ribose phosphate metabolic process	Biological process
Shoot	–Fe	4.70E-14	86	394	Coenzyme metabolic process	Biological process
Shoot	–Fe	4.10E-14	79	344	Nucleotide biosynthetic process	Biological process
Shoot	–Fe	7.90E-14	79	349	Nucleoside phosphate biosynthetic process	Biological process
Shoot	–Fe	9.10E-21	76	251	Photosynthesis	Biological process

Shoot	-Fe	1.40E-12	76	347	Co-factor biosynthetic process	Biological process
Shoot	-Fe	5.50E-13	55	203	Oxidoreduction coenzyme metabolic process	Biological process
Shoot	-Fe	1.80E-13	54	192	Pyridine-containing compound metabolic process	Biological process
Shoot	-Fe	4.30E-45	692	4812	Organelle part	Cellular component
Shoot	-Fe	4.30E-45	692	4810	Intracellular organelle part	Cellular component
Shoot	-Fe	5.40E-32	581	4205	Protein-containing complex	Cellular component
Shoot	-Fe	5.10E-79	380	1570	Plastid	Cellular component
Shoot	-Fe	1.30E-80	376	1521	Chloroplast	Cellular component
Shoot	-Fe	1.70E-13	277	2052	Non-membrane-bounded organelle	Cellular component
Shoot	-Fe	1.70E-13	277	2052	Intracellular non-membrane-bounded organelle	Cellular component
Shoot	-Fe	1.80E-25	276	1675	Cytosol	Cellular component
Shoot	-Fe	1.50E-54	222	815	Plastid part	Cellular component
Shoot	-Fe	1.40E-54	220	801	Chloroplast part	Cellular component
Shoot	-Fe	7.10E-17	215	1381	Ribonucleoprotein complex	Cellular component
Shoot	-Fe	8.90E-18	192	1162	Organelle subcompartment	Cellular component
Shoot	-Fe	2.10E-19	140	714	Organelle envelope	Cellular component
Shoot	-Fe	2.10E-19	140	714	Envelope	Cellular component
Shoot	-Fe	7.40E-42	137	429	Thylakoid	Cellular component
Shoot	-Fe	4.30E-12	131	795	Membrane protein complex	Cellular component
Shoot	-Fe	1.40E-10	124	776	Ribosome	Cellular component
Shoot	-Fe	2.60E-28	109	385	Plastid stroma	Cellular component
Shoot	-Fe	7.60E-31	108	356	Thylakoid part	Cellular component
Shoot	-Fe	9.90E-28	107	379	Chloroplast stroma	Cellular component
Shoot	-Fe	2.80E-30	105	344	Photosynthetic membrane	Cellular component
Shoot	-Fe	2.40E-31	104	329	Chloroplast thylakoid	Cellular component
Shoot	-Fe	2.40E-31	104	329	Plastid thylakoid	Cellular component
Shoot	-Fe	2.80E-28	99	327	Thylakoid membrane	Cellular component
Shoot	-Fe	3.20E-26	89	288	Chloroplast thylakoid membrane	Cellular component
Shoot	-Fe	3.20E-26	89	288	Plastid thylakoid membrane	Cellular component
Shoot	-Fe	1.80E-20	81	293	Plastid envelope	Cellular component

Shoot	-Fe	1.20E-20	80	285	Chloroplast envelope	Cellular component
Shoot	-Fe	1.80E-11	37	117	Photosystem	Cellular component
Shoot	-Fe	1.20E-08	22	58	Photosystem I	Cellular component
Shoot	-Fe	9.70E-08	499	4542	Small molecule binding	Molecular function
Shoot	-Fe	4.50E-07	492	4529	Anion binding	Molecular function
Shoot	-Fe	1.90E-05	453	4264	Nucleotide binding	Molecular function
Shoot	-Fe	1.90E-05	453	4264	Nucleoside phosphate binding	Molecular function
Shoot	-Fe	5.00E-11	398	3288	Cation binding	Molecular function
Shoot	-Fe	1.10E-10	393	3261	Metal ion binding	Molecular function
Shoot	-Fe	2.00E-12	286	2134	Oxidoreductase activity	Molecular function
Shoot	-Fe	2.90E-14	235	1589	RNA binding	Molecular function
Shoot	-Fe	2.90E-14	224	1495	Co-factor binding	Molecular function
Shoot	-Fe	1.20E-07	126	855	Structural molecule activity	Molecular function
Shoot	-Fe	7.30E-14	121	649	Coenzyme binding	Molecular function
Shoot	-Fe	2.50E-09	110	667	Structural constituent of ribosome	Molecular function
Shoot	-Fe	2.10E-05	80	529	Lyase activity	Molecular function
Shoot	-Fe	3.40E-04	70	483	Isomerase activity	Molecular function
Shoot	-Fe	2.10E-07	51	246	Unfolded protein binding	Molecular function
Shoot	-Fe	1.10E-04	44	248	Oxidoreductase activity, acting on the CH-OH group of donors, NAD or NADP as acceptor	Molecular function
Shoot	-Fe	9.50E-07	38	165	Protein heterodimerization activity	Molecular function
Shoot	-Fe	3.40E-04	36	195	Transferase activity, transferring alkyl or aryl (other than methyl) groups	Molecular function
Shoot	-Fe	3.60E-08	35	127	Oxidoreductase activity, acting on NAD(P)H	Molecular function
Shoot	-Fe	3.40E-04	33	173	Magnesium ion binding	Molecular function
Shoot	-Fe	9.50E-07	30	113	NAD binding	Molecular function
Shoot	-Fe	6.80E-04	23	105	Hydro-lyase activity	Molecular function
Shoot	-Fe	2.10E-05	21	73	Ubiquitin-like protein conjugating enzyme activity	Molecular function
Shoot	-Fe	2.10E-05	20	67	Ubiquitin conjugating enzyme activity	Molecular function
Shoot	-Fe	3.70E-04	20	81	Intramolecular oxidoreductase activity	Molecular function

Shoot	-Fe	3.40E-04	19	74	Heat shock protein binding	Molecular function
Shoot	-Fe	6.20E-06	18	51	Oxidoreductase activity, acting on NAD(P)H, quinone or similar compound as acceptor	Molecular function
Shoot	-Fe	1.20E-05	17	48	Chlorophyll binding	Molecular function
Shoot	-Fe	5.80E-05	15	43	NADH dehydrogenase activity	Molecular function
Shoot	-Fe	3.40E-04	11	28	Misfolded protein binding	Molecular function
Shoot	-Fe-Zn	7.10E-31	893	4736	Cellular nitrogen compound biosynthetic process	Biological process
Shoot	-Fe-Zn	6.60E-19	835	4772	Macromolecule biosynthetic process	Biological process
Shoot	-Fe-Zn	4.80E-21	715	3894	Response to stimulus	Biological process
Shoot	-Fe-Zn	1.50E-23	689	3642	Cellular component organization or biogenesis	Biological process
Shoot	-Fe-Zn	2.80E-82	654	2354	Organonitrogen compound biosynthetic process	Biological process
Shoot	-Fe-Zn	1.00E-75	469	1496	Cellular amide metabolic process	Biological process
Shoot	-Fe-Zn	2.00E-30	454	2021	Small molecule metabolic process	Biological process
Shoot	-Fe-Zn	1.10E-74	432	1331	Peptide metabolic process	Biological process
Shoot	-Fe-Zn	1.50E-72	422	1304	Amide biosynthetic process	Biological process
Shoot	-Fe-Zn	3.70E-70	398	1214	Peptide biosynthetic process	Biological process
Shoot	-Fe-Zn	1.50E-70	395	1196	Translation	Biological process
Shoot	-Fe-Zn	9.80E-33	378	1545	Cellular component biogenesis	Biological process
Shoot	-Fe-Zn	1.00E-20	337	1534	Response to chemical	Biological process
Shoot	-Fe-Zn	8.20E-26	254	977	Cellular component assembly	Biological process
Shoot	-Fe-Zn	2.20E-24	241	928	Protein-containing complex subunit organization	Biological process
Shoot	-Fe-Zn	5.90E-20	232	949	RNA processing	Biological process
Shoot	-Fe-Zn	4.70E-27	221	788	Protein-containing complex assembly	Biological process
Shoot	-Fe-Zn	4.20E-30	219	743	Response to abiotic stimulus	Biological process
Shoot	-Fe-Zn	7.30E-20	198	766	Co-factor metabolic process	Biological process
Shoot	-Fe-Zn	1.90E-30	196	627	Ribonucleoprotein complex biogenesis	Biological process
Shoot	-Fe-Zn	2.60E-22	194	710	Cellular protein-containing complex assembly	Biological process
Shoot	-Fe-Zn	8.80E-23	189	678	Generation of precursor metabolites and energy	Biological process
Shoot	-Fe-Zn	2.00E-22	182	647	Nucleobase-containing small molecule metabolic process	Biological process

Shoot	-Fe-Zn	8.20E-26	158	493	Ribosome biogenesis	Biological process
Shoot	-Fe-Zn	4.40E-20	155	540	Nucleoside phosphate metabolic process	Biological process
Shoot	-Fe-Zn	1.40E-20	154	529	Nucleotide metabolic process	Biological process
Shoot	-Fe-Zn	8.10E-20	129	416	Ribose phosphate metabolic process	Biological process
Shoot	-Fe-Zn	1.20E-21	99	264	Ribonucleoprotein complex subunit organization	Biological process
Shoot	-Fe-Zn	1.10E-21	96	251	Photosynthesis	Biological process
Shoot	-Fe-Zn	1.40E-20	95	255	Ribonucleoprotein complex assembly	Biological process
Shoot	-Fe-Zn	1.90E-134	1224	4812	Organelle part	Cellular component
Shoot	-Fe-Zn	4.80E-134	1222	4810	Intracellular organelle part	Cellular component
Shoot	-Fe-Zn	5.70E-130	1104	4205	Protein-containing complex	Cellular component
Shoot	-Fe-Zn	3.60E-92	613	2052	Non-membrane-bounded organelle	Cellular component
Shoot	-Fe-Zn	3.60E-92	613	2052	Intracellular non-membrane-bounded organelle	Cellular component
Shoot	-Fe-Zn	1.60E-81	515	1675	Cytosol	Cellular component
Shoot	-Fe-Zn	7.00E-98	483	1381	Ribonucleoprotein complex	Cellular component
Shoot	-Fe-Zn	1.10E-61	452	1570	Plastid	Cellular component
Shoot	-Fe-Zn	2.10E-62	444	1521	Chloroplast	Cellular component
Shoot	-Fe-Zn	5.80E-78	310	776	Ribosome	Cellular component
Shoot	-Fe-Zn	8.60E-32	307	1191	Membrane-enclosed lumen	Cellular component
Shoot	-Fe-Zn	8.60E-32	307	1191	Organelle lumen	Cellular component
Shoot	-Fe-Zn	2.70E-48	269	815	Plastid part	Cellular component
Shoot	-Fe-Zn	2.70E-48	266	801	Chloroplast part	Cellular component
Shoot	-Fe-Zn	5.30E-33	217	714	Organelle envelope	Cellular component
Shoot	-Fe-Zn	5.30E-33	217	714	Envelope	Cellular component
Shoot	-Fe-Zn	5.20E-66	211	456	Ribosomal subunit	Cellular component
Shoot	-Fe-Zn	3.50E-62	204	449	Cytosolic part	Cellular component
Shoot	-Fe-Zn	2.10E-58	184	394	Cytosolic ribosome	Cellular component
Shoot	-Fe-Zn	2.30E-47	178	429	Thylakoid	Cellular component
Shoot	-Fe-Zn	2.10E-32	163	468	Mitochondrial part	Cellular component
Shoot	-Fe-Zn	8.50E-37	144	356	Thylakoid part	Cellular component
Shoot	-Fe-Zn	1.90E-37	142	344	Photosynthetic membrane	Cellular component

Shoot	-Fe-Zn	7.00E-60	140	240	Large ribosomal subunit	Cellular component
Shoot	-Fe-Zn	1.20E-35	135	327	Thylakoid membrane	Cellular component
Shoot	-Fe-Zn	4.80E-34	133	329	Chloroplast thylakoid	Cellular component
Shoot	-Fe-Zn	4.80E-34	133	329	Plastid thylakoid	Cellular component
Shoot	-Fe-Zn	2.80E-34	123	288	Chloroplast thylakoid membrane	Cellular component
Shoot	-Fe-Zn	2.80E-34	123	288	Plastid thylakoid membrane	Cellular component
Shoot	-Fe-Zn	3.10E-54	120	197	Cytosolic large ribosomal subunit	Cellular component
Shoot	-Fe-Zn	5.10E-07	717	4542	Small molecule binding	Molecular function
Shoot	-Fe-Zn	5.10E-07	715	4529	Anion binding	Molecular function
Shoot	-Fe-Zn	1.50E-14	590	3288	Cation binding	Molecular function
Shoot	-Fe-Zn	1.50E-14	586	3261	Metal ion binding	Molecular function
Shoot	-Fe-Zn	1.10E-54	442	1589	RNA binding	Molecular function
Shoot	-Fe-Zn	3.60E-10	387	2134	Oxidoreductase activity	Molecular function
Shoot	-Fe-Zn	5.00E-67	313	855	Structural molecule activity	Molecular function
Shoot	-Fe-Zn	4.10E-11	293	1495	Co-factor binding	Molecular function
Shoot	-Fe-Zn	2.10E-73	278	667	Structural constituent of ribosome	Molecular function
Shoot	-Fe-Zn	3.70E-07	137	649	Coenzyme binding	Molecular function
Shoot	-Fe-Zn	4.60E-11	100	369	Ribonucleoside binding	Molecular function
Shoot	-Fe-Zn	5.10E-11	100	370	Nucleoside binding	Molecular function
Shoot	-Fe-Zn	1.10E-10	96	355	Purine nucleoside binding	Molecular function
Shoot	-Fe-Zn	1.10E-10	96	355	Guanyl nucleotide binding	Molecular function
Shoot	-Fe-Zn	1.10E-10	96	355	Purine ribonucleoside binding	Molecular function
Shoot	-Fe-Zn	1.10E-10	96	355	Guanyl ribonucleotide binding	Molecular function
Shoot	-Fe-Zn	1.80E-10	95	353	GTP binding	Molecular function
Shoot	-Fe-Zn	1.30E-13	81	246	Unfolded protein binding	Molecular function
Shoot	-Fe-Zn	2.00E-07	73	280	GTPase activity	Molecular function
Shoot	-Fe-Zn	7.60E-12	71	217	MRNA binding	Molecular function
Shoot	-Fe-Zn	7.70E-06	70	290	Translation factor activity, RNA binding	Molecular function
Shoot	-Fe-Zn	2.60E-06	67	266	Protein-containing complex binding	Molecular function
Shoot	-Fe-Zn	9.60E-13	61	165	Protein heterodimerization activity	Molecular function

Shoot	-Fe-Zn	7.80E-13	50	119	RRNA binding	Molecular function
Shoot	-Fe-Zn	6.80E-09	45	127	Oxidoreductase activity, acting on NAD(P)H	Molecular function
Shoot	-Fe-Zn	2.30E-06	37	113	NAD binding	Molecular function
Shoot	-Fe-Zn	4.30E-08	24	48	Chlorophyll binding	Molecular function
Shoot	-Fe-Zn	2.60E-06	21	46	Single-stranded RNA binding	Molecular function
Shoot	-Fe-Zn	7.40E-07	18	33	Water transmembrane transporter activity	Molecular function
Shoot	-Fe-Zn	7.40E-07	18	33	Water channel activity	Molecular function

---

Table S2. KEGG-enriched functional categories of differentially expressed genes in the root and shoot under –Zn, –Fe and –Fe–Zn stress treatments.

Tissue	Stress	Enrichment FDR	Genes in List	Total Genes	Functional Category
Root	–Zn	1.56E-11	85	1489	Metabolic pathways
Root	–Zn	3.22E-06	12	70	Glutathione metabolism
Root	–Zn	3.43E-06	46	824	Biosynthesis of secondary metabolites
Root	–Zn	6.24E-03	13	178	Biosynthesis of amino acids
Root	–Zn	7.60E-03	6	44	Alanine, aspartate and glutamate metabolism
Root	–Zn	1.47E-02	4	21	Photosynthesis
Root	–Zn	1.77E-02	4	24	Arginine biosynthesis
Root	–Zn	1.77E-02	3	12	Linoleic acid metabolism
Root	–Zn	1.77E-02	12	191	Carbon metabolism
Root	–Zn	3.24E-02	6	69	Purine metabolism
Root	–Zn	3.24E-02	8	111	Starch and sucrose metabolism
Root	–Zn	3.24E-02	5	48	Glyoxylate and dicarboxylate metabolism
Root	–Zn	3.55E-02	5	51	Citrate cycle (TCA cycle)
Root	–Zn	3.64E-02	6	73	Cysteine and methionine metabolism
Root	–Zn	4.79E-02	4	37	Phenylalanine, tyrosine and tryptophan biosynthesis
Root	–Fe	4.47E-16	125	1489	Metabolic pathways
Root	–Fe	1.86E-10	73	824	Biosynthesis of secondary metabolites
Root	–Fe	5.68E-06	14	70	Glutathione metabolism
Root	–Fe	3.94E-05	13	72	Phagosome
Root	–Fe	3.95E-04	14	103	Amino sugar and nucleotide sugar metabolism
Root	–Fe	7.36E-04	9	48	Glyoxylate and dicarboxylate metabolism
Root	–Fe	9.48E-04	10	63	Pyruvate metabolism
Root	–Fe	9.48E-04	19	191	Carbon metabolism
Root	–Fe	1.44E-03	7	33	Valine, leucine and isoleucine degradation

Root	–Fe	1.44E-03	8	44	DNA replication
Root	–Fe	6.45E-03	14	144	Phenylpropanoid biosynthesis
Root	–Fe	8.92E-03	11	102	Glycolysis/gluconeogenesis
Root	–Fe	1.01E-02	16	188	Protein processing in endoplasmic reticulum
Root	–Fe	1.12E-02	5	25	Steroid biosynthesis
Root	–Fe	1.22E-02	7	50	Pyrimidine metabolism
Root	–Fe	1.32E-02	11	111	Starch and sucrose metabolism
Root	–Fe	1.79E-02	8	69	Purine metabolism
Root	–Fe	2.26E-02	5	31	Ascorbate and aldarate metabolism
Root	–Fe	2.26E-02	8	73	Cysteine and methionine metabolism
Root	–Fe	2.52E-02	14	178	Biosynthesis of amino acids
Root	–Fe	2.58E-02	3	11	AGE-RAGE signalling pathway in diabetic complications
Root	–Fe	4.02E-02	4	24	Lysine degradation
Root	–Fe–Zn	6.01E-85	177	267	Ribosome
Root	–Fe–Zn	1.38E-52	430	1489	Metabolic pathways
Root	–Fe–Zn	2.64E-28	237	824	Biosynthesis of secondary metabolites
Root	–Fe–Zn	2.32E-16	74	191	Carbon metabolism
Root	–Fe–Zn	7.55E-11	61	178	Biosynthesis of amino acids
Root	–Fe–Zn	1.88E-09	32	70	Photosynthesis
Root	–Fe–Zn	8.44E-09	31	70	Glutathione metabolism
Root	–Fe–Zn	1.03E-08	24	46	Carbon fixation in photosynthetic organisms
Root	–Fe–Zn	8.53E-08	51	163	Spliceosome
Root	–Fe–Zn	2.91E-07	29	72	Phagosome
Root	–Fe–Zn	3.33E-07	36	102	Glycolysis/gluconeogenesis
Root	–Fe–Zn	3.33E-07	14	21	Photosynthesis
Root	–Fe–Zn	3.33E-07	29	73	Cysteine and methionine metabolism
Root	–Fe–Zn	4.94E-07	21	44	DNA replication
Root	–Fe–Zn	4.94E-07	54	188	Protein processing in endoplasmic reticulum

Root	-Fe-Zn	5.49E-07	22	48	Glyoxylate and dicarboxylate metabolism
Root	-Fe-Zn	1.06E-06	35	103	Amino sugar and nucleotide sugar metabolism
Root	-Fe-Zn	1.11E-06	40	126	RNA transport
Root	-Fe-Zn	2.12E-06	20	44	Alanine, aspartate and glutamate metabolism
Root	-Fe-Zn	6.81E-06	35	111	Starch and sucrose metabolism
Root	-Fe-Zn	2.77E-05	23	63	Pyruvate metabolism
Root	-Fe-Zn	5.96E-05	16	37	Fatty acid biosynthesis
Root	-Fe-Zn	1.17E-04	12	24	Arginine biosynthesis
Root	-Fe-Zn	1.17E-04	30	101	Ubiquitin mediated proteolysis
Root	-Fe-Zn	5.97E-04	17	48	Fructose and mannose metabolism
Root	-Fe-Zn	6.76E-04	15	40	Pentose phosphate pathway
Root	-Fe-Zn	9.61E-04	14	37	Arginine and proline metabolism
Root	-Fe-Zn	1.18E-03	15	42	2-Oxocarboxylic acid metabolism
Root	-Fe-Zn	1.19E-03	17	51	Citrate cycle (TCA cycle)
Root	-Fe-Zn	1.49E-03	20	66	Peroxisome
Shoot	-Zn	1.07E-17	106	1489	Metabolic pathways
Shoot	-Zn	2.35E-12	64	824	Biosynthesis of secondary metabolites
Shoot	-Zn	1.07E-09	16	70	Photosynthesis
Shoot	-Zn	6.08E-07	8	21	Photosynthesis
Shoot	-Zn	6.08E-07	13	70	Glutathione metabolism
Shoot	-Zn	1.23E-06	15	102	Glycolysis/gluconeogenesis
Shoot	-Zn	9.05E-06	11	63	Pyruvate metabolism
Shoot	-Zn	2.52E-04	8	46	Carbon fixation in photosynthetic organisms
Shoot	-Zn	5.37E-04	16	191	Carbon metabolism
Shoot	-Zn	1.10E-03	6	31	Ascorbate and aldarate metabolism
Shoot	-Zn	1.44E-03	6	33	Alpha-linolenic acid metabolism
Shoot	-Zn	3.66E-03	3	7	Benzoxazinoid biosynthesis
Shoot	-Zn	4.68E-03	10	111	Starch and sucrose metabolism

Shoot	-Zn	4.92E-03	3	8	Sesquiterpenoid and triterpenoid biosynthesis
Shoot	-Zn	8.87E-03	11	144	Phenylpropanoid biosynthesis
Shoot	-Zn	1.32E-02	5	37	Phenylalanine, tyrosine and tryptophan biosynthesis
Shoot	-Zn	1.47E-02	3	12	Linoleic acid metabolism
Shoot	-Zn	1.65E-02	5	40	Pentose phosphate pathway
Shoot	-Zn	1.67E-02	3	13	Taurine and hypotaurine metabolism
Shoot	-Zn	1.85E-02	12	188	Protein processing in endoplasmic reticulum
Shoot	-Zn	2.72E-02	5	48	Fructose and mannose metabolism
Shoot	-Zn	2.72E-02	5	48	Glyoxylate and dicarboxylate metabolism
Shoot	-Zn	2.72E-02	11	178	Biosynthesis of amino acids
Shoot	-Zn	2.72E-02	6	66	Peroxisome
Shoot	-Zn	2.79E-02	3	17	Stilbenoid, diarylheptanoid and gingerol biosynthesis
Shoot	-Zn	2.85E-02	7	90	Glycerophospholipid metabolism
Shoot	-Zn	2.85E-02	12	207	Plant hormone signal transduction
Shoot	-Zn	4.27E-02	4	37	Arginine and proline metabolism
Shoot	-Fe	1.57E-58	330	1489	Metabolic pathways
Shoot	-Fe	1.55E-31	182	824	Biosynthesis of secondary metabolites
Shoot	-Fe	7.66E-21	64	191	Carbon metabolism
Shoot	-Fe	4.12E-15	68	267	Ribosome
Shoot	-Fe	5.87E-15	53	178	Biosynthesis of amino acids
Shoot	-Fe	1.43E-14	54	188	Protein processing in endoplasmic reticulum
Shoot	-Fe	2.23E-13	30	70	Photosynthesis
Shoot	-Fe	3.94E-10	21	46	Carbon fixation in photosynthetic organisms
Shoot	-Fe	8.61E-09	30	101	Oxidative phosphorylation
Shoot	-Fe	8.61E-09	23	63	Pyruvate metabolism
Shoot	-Fe	9.94E-09	30	102	Glycolysis/gluconeogenesis
Shoot	-Fe	8.57E-08	38	163	Spliceosome
Shoot	-Fe	1.32E-07	19	51	Citrate cycle (TCA cycle)

Shoot	-Fe	1.60E-07	23	73	Cysteine and methionine metabolism
Shoot	-Fe	1.00E-06	28	111	Starch and sucrose metabolism
Shoot	-Fe	6.24E-06	14	37	Arginine and proline metabolism
Shoot	-Fe	6.24E-06	25	101	Ubiquitin mediated proteolysis
Shoot	-Fe	8.26E-06	25	103	Amino sugar and nucleotide sugar metabolism
Shoot	-Fe	3.70E-05	15	48	Glyoxylate and dicarboxylate metabolism
Shoot	-Fe	9.20E-05	18	70	Glutathione metabolism
Shoot	-Fe	1.32E-04	9	21	Photosynthesis
Shoot	-Fe	1.32E-04	18	72	Phagosome
Shoot	-Fe	6.16E-04	13	48	Fructose and mannose metabolism
Shoot	-Fe	6.16E-04	12	42	2-Oxocarboxylic acid metabolism
Shoot	-Fe	6.16E-04	13	48	Ribosome biogenesis in eukaryotes
Shoot	-Fe	1.24E-03	10	33	Valine, leucine and isoleucine degradation
Shoot	-Fe	1.54E-03	11	40	Aminoacyl-tRNA biosynthesis
Shoot	-Fe	1.54E-03	23	126	RNA transport
Shoot	-Fe	2.82E-03	11	43	Glycine, serine and threonine metabolism
Shoot	-Fe	3.03E-03	9	31	Ascorbate and aldarate metabolism
Shoot	-Fe-Zn	7.48E-80	169	267	Ribosome
Shoot	-Fe-Zn	3.43E-61	435	1489	Metabolic pathways
Shoot	-Fe-Zn	3.94E-32	238	824	Biosynthesis of secondary metabolites
Shoot	-Fe-Zn	1.06E-23	83	191	Carbon metabolism
Shoot	-Fe-Zn	5.30E-14	46	102	Glycolysis/gluconeogenesis
Shoot	-Fe-Zn	6.75E-14	61	163	Spliceosome
Shoot	-Fe-Zn	1.72E-12	35	70	Photosynthesis
Shoot	-Fe-Zn	7.07E-11	47	126	RNA transport
Shoot	-Fe-Zn	7.07E-11	61	188	Protein processing in endoplasmic reticulum
Shoot	-Fe-Zn	1.36E-10	27	51	Citrate cycle (TCA cycle)
Shoot	-Fe-Zn	1.48E-10	26	48	Glyoxylate and dicarboxylate metabolism

---

Shoot	-Fe-Zn	3.04E-10	25	46	Carbon fixation in photosynthetic organisms
Shoot	-Fe-Zn	1.25E-09	56	178	Biosynthesis of amino acids
Shoot	-Fe-Zn	1.41E-09	29	63	Pyruvate metabolism
Shoot	-Fe-Zn	2.76E-08	29	70	Glutathione metabolism
Shoot	-Fe-Zn	4.73E-08	36	101	Oxidative phosphorylation
Shoot	-Fe-Zn	1.29E-07	14	21	Photosynthesis
Shoot	-Fe-Zn	1.60E-07	21	44	DNA replication
Shoot	-Fe-Zn	3.11E-07	23	53	Proteasome
Shoot	-Fe-Zn	9.42E-07	21	48	Ribosome biogenesis in eukaryotes
Shoot	-Fe-Zn	4.38E-06	26	73	Cysteine and methionine metabolism
Shoot	-Fe-Zn	8.06E-06	32	103	Amino sugar and nucleotide sugar metabolism
Shoot	-Fe-Zn	1.98E-05	17	40	Pentose phosphate pathway
Shoot	-Fe-Zn	2.55E-05	15	33	Valine, leucine and isoleucine degradation
Shoot	-Fe-Zn	7.79E-05	18	48	Fructose and mannose metabolism
Shoot	-Fe-Zn	8.48E-05	16	40	Aminoacyl-tRNA biosynthesis
Shoot	-Fe-Zn	1.12E-04	23	72	Phagosome
Shoot	-Fe-Zn	2.80E-04	28	101	Ubiquitin mediated proteolysis
Shoot	-Fe-Zn	3.01E-04	16	44	Alanine, aspartate and glutamate metabolism
Shoot	-Fe-Zn	3.51E-04	12	28	Propanoate metabolism

Table S3. The predicted miRNA–gene and TF–gene interactions used to construct the gene regulatory network for the transporter and mugineic acid pathway genes.

S. No	Target	Target Description	Type	Source	Source Description
1	GRMZM2G014914	Plasma membrane intrinsic protein 2	miRNA–DEG	zma-miR397b-3p	zma-miR397b-3p
2	GRMZM2G014914	Plasma membrane intrinsic protein 2	miRNA–DEG	zma-miR167d-3p	zma-miR167d-3p
3	GRMZM2G014914	Plasma membrane intrinsic protein 2	miRNA–DEG	zma-miR171g-3p	zma-miR171g-3p
4	GRMZM2G014914	Plasma membrane intrinsic protein 2	miRNA–DEG	zma-miR167c-3p	zma-miR167c-3p
5	GRMZM2G014914	Plasma membrane intrinsic protein 2	TF–DEG	AC187157.4_FG005	HD-ZIP
6	GRMZM2G014914	Plasma membrane intrinsic protein 2	TF–DEG	GRMZM2G069274	WOX
7	GRMZM2G014914	Plasma membrane intrinsic protein 2	TF–DEG	GRMZM2G135381	GATA
8	GRMZM2G015295	Adenosylhomocysteinase	miRNA–DEG	zma-miR168a-3p	zma-miR168a-3p
9	GRMZM2G015295	Adenosylhomocysteinase	miRNA–DEG	zma-miR159f-5p	zma-miR159f-5p
10	GRMZM2G015295	Adenosylhomocysteinase	miRNA–DEG	zma-miR827-3p	zma-miR827-3p
11	GRMZM2G015295	Adenosylhomocysteinase	miRNA–DEG	zma-miR168b-3p	zma-miR168b-3p
12	GRMZM2G015295	Adenosylhomocysteinase	TF–DEG	AC198403.3_FG001	HSF
13	GRMZM2G015295	Adenosylhomocysteinase	TF–DEG	AC233943.1_FG002	LBD
14	GRMZM2G015295	Adenosylhomocysteinase	TF–DEG	GRMZM2G003514	MIKC_MADS
15	GRMZM2G015295	Adenosylhomocysteinase	TF–DEG	GRMZM2G010100	ERF
16	GRMZM2G015295	Adenosylhomocysteinase	TF–DEG	GRMZM2G018398	ERF
17	GRMZM2G015295	Adenosylhomocysteinase	TF–DEG	GRMZM2G021790	ERF
18	GRMZM2G015295	Adenosylhomocysteinase	TF–DEG	GRMZM2G023708	ERF
19	GRMZM2G015295	Adenosylhomocysteinase	TF–DEG	GRMZM2G040924	MYB
20	GRMZM2G015295	Adenosylhomocysteinase	TF–DEG	GRMZM2G045748	MYB
21	GRMZM2G015295	Adenosylhomocysteinase	TF–DEG	GRMZM2G057386	ERF
22	GRMZM2G015295	Adenosylhomocysteinase	TF–DEG	GRMZM2G060517	ERF
23	GRMZM2G015295	Adenosylhomocysteinase	TF–DEG	GRMZM2G079653	ERF
24	GRMZM2G015295	Adenosylhomocysteinase	TF–DEG	GRMZM2G111415	ERF
25	GRMZM2G015295	Adenosylhomocysteinase	TF–DEG	GRMZM2G127490	MYB

26 GRMZM2G015295	Adenosylhomocysteinase	TF-DEG	GRMZM2G139073	MIKC_MADS
27 GRMZM2G015295	Adenosylhomocysteinase	TF-DEG	GRMZM2G142179	ERF
28 GRMZM2G015295	Adenosylhomocysteinase	TF-DEG	GRMZM2G164735	BBR-BPC
29 GRMZM2G015295	Adenosylhomocysteinase	TF-DEG	GRMZM2G307119	ERF
30 GRMZM2G015295	Adenosylhomocysteinase	TF-DEG	GRMZM2G310368	ERF
31 GRMZM2G015295	Adenosylhomocysteinase	TF-DEG	GRMZM2G359952	MIKC_MADS
32 GRMZM2G015295	Adenosylhomocysteinase	TF-DEG	GRMZM2G376255	ERF
33 GRMZM2G015295	Adenosylhomocysteinase	TF-DEG	GRMZM2G381441	ERF
34 GRMZM2G015401	Mitochondrial phosphate transporter	miRNA-DEG	zma-miR164d-3p	zma-miR164d-3p
35 GRMZM2G015401	Mitochondrial phosphate transporter	miRNA-DEG	zma-miR159f-5p	zma-miR159f-5p
36 GRMZM2G015401	Mitochondrial phosphate transporter	TF-DEG	AC233943.1_FG002	LBD
37 GRMZM2G015401	Mitochondrial phosphate transporter	TF-DEG	GRMZM2G003944	TCP
38 GRMZM2G015401	Mitochondrial phosphate transporter	TF-DEG	GRMZM2G018398	ERF
39 GRMZM2G015401	Mitochondrial phosphate transporter	TF-DEG	GRMZM2G092214	TCP
40 GRMZM2G015401	Mitochondrial phosphate transporter	TF-DEG	GRMZM2G111415	ERF
41 GRMZM2G015401	Mitochondrial phosphate transporter	TF-DEG	GRMZM2G142751	TCP
42 GRMZM2G015401	Mitochondrial phosphate transporter	TF-DEG	GRMZM2G310368	ERF
43 GRMZM2G015401	Mitochondrial phosphate transporter	TF-DEG	GRMZM2G445944	TCP
44 GRMZM2G015955	Zinc transporter 4	miRNA-DEG	zma-miR395c-3p	zma-miR395c-3p
45 GRMZM2G015955	Zinc transporter 4	miRNA-DEG	zma-miR395l-3p	zma-miR395l-3p
46 GRMZM2G015955	Zinc transporter 4	miRNA-DEG	zma-miR395m-3p	zma-miR395m-3p
47 GRMZM2G015955	Zinc transporter 4	miRNA-DEG	zma-miR395o-3p	zma-miR395o-3p
48 GRMZM2G015955	Zinc transporter 4	miRNA-DEG	zma-miR395a-3p	zma-miR395a-3p
49 GRMZM2G015955	Zinc transporter 4	miRNA-DEG	zma-miR395b-3p	zma-miR395b-3p
50 GRMZM2G015955	Zinc transporter 4	miRNA-DEG	zma-miR395d-3p	zma-miR395d-3p
51 GRMZM2G015955	Zinc transporter 4	miRNA-DEG	zma-miR395e-3p	zma-miR395e-3p
52 GRMZM2G015955	Zinc transporter 4	miRNA-DEG	zma-miR395f-3p	zma-miR395f-3p
53 GRMZM2G015955	Zinc transporter 4	miRNA-DEG	zma-miR395g-3p	zma-miR395g-3p

54 GRMZM2G015955	Zinc transporter 4	miRNA-DEG	zma-miR395h-3p	zma-miR395h-3p
55 GRMZM2G015955	Zinc transporter 4	miRNA-DEG	zma-miR395i-3p	zma-miR395i-3p
56 GRMZM2G015955	Zinc transporter 4	miRNA-DEG	zma-miR395j-3p	zma-miR395j-3p
57 GRMZM2G015955	Zinc transporter 4	miRNA-DEG	zma-miR395n-3p	zma-miR395n-3p
58 GRMZM2G015955	Zinc transporter 4	miRNA-DEG	zma-miR395p-3p	zma-miR395p-3p
59 GRMZM2G015955	Zinc transporter 4	miRNA-DEG	zma-miR2275a-5p	zma-miR2275a-5p
60 GRMZM2G015955	Zinc transporter 4	TF-DEG	AC205574.3_FG006	TCP
61 GRMZM2G015955	Zinc transporter 4	TF-DEG	GRMZM2G003944	TCP
62 GRMZM2G015955	Zinc transporter 4	TF-DEG	GRMZM2G004531	NAC
63 GRMZM2G015955	Zinc transporter 4	TF-DEG	GRMZM2G034638	TCP
64 GRMZM2G015955	Zinc transporter 4	TF-DEG	GRMZM2G089501	bHLH
65 GRMZM2G015955	Zinc transporter 4	TF-DEG	GRMZM2G092214	TCP
66 GRMZM2G015955	Zinc transporter 4	TF-DEG	GRMZM2G107031	TCP
67 GRMZM2G015955	Zinc transporter 4	TF-DEG	GRMZM2G111415	ERF
68 GRMZM2G015955	Zinc transporter 4	TF-DEG	GRMZM2G142751	TCP
69 GRMZM2G015955	Zinc transporter 4	TF-DEG	GRMZM2G164735	BBR-BPC
70 GRMZM2G015955	Zinc transporter 4	TF-DEG	GRMZM2G165042	bHLH
71 GRMZM2G015955	Zinc transporter 4	TF-DEG	GRMZM2G171365	MIKC_MADS
72 GRMZM2G015955	Zinc transporter 4	TF-DEG	GRMZM2G178603	TCP
73 GRMZM2G015955	Zinc transporter 4	TF-DEG	GRMZM2G376255	ERF
74 GRMZM2G015955	Zinc transporter 4	TF-DEG	GRMZM2G445944	TCP
75 GRMZM2G027098	Tonoplast intrinsic protein 2	miRNA-DEG	zma-miR396e-3p	zma-miR396e-3p
76 GRMZM2G027098	Tonoplast intrinsic protein 2	TF-DEG	GRMZM2G050939	C2H2
77 GRMZM2G027098	Tonoplast intrinsic protein 2	TF-DEG	GRMZM2G140694	Dof
78 GRMZM2G027098	Tonoplast intrinsic protein 2	TF-DEG	GRMZM2G144744	GRAS
79 GRMZM2G027098	Tonoplast intrinsic protein 2	TF-DEG	GRMZM2G171365	MIKC_MADS
80 GRMZM2G036908	Cation transmembrane transporter	miRNA-DEG	zma-miR167f-3p	zma-miR167f-3p
81 GRMZM2G036908	Cation transmembrane transporter	miRNA-DEG	zma-miR390a-5p	zma-miR390a-5p

82 GRMZM2G036908	Cation transmembrane transporter	miRNA-DEG	zma-miR390b-5p	zma-miR390b-5p
83 GRMZM2G036908	Cation transmembrane transporter	miRNA-DEG	zma-miR396g-5p	zma-miR396g-5p
84 GRMZM2G036908	Cation transmembrane transporter	miRNA-DEG	zma-miR396h	zma-miR396h
85 GRMZM2G036908	Cation transmembrane transporter	miRNA-DEG	zma-miR2275d-5p	zma-miR2275d-5p
86 GRMZM2G036908	Cation transmembrane transporter	miRNA-DEG	zma-miR167e-3p	zma-miR167e-3p
87 GRMZM2G036908	Cation transmembrane transporter	TF-DEG	GRMZM2G110153	MIKC_MADS
88 GRMZM2G036908	Cation transmembrane transporter	TF-DEG	GRMZM2G171365	MIKC_MADS
89 GRMZM2G036908	Cation transmembrane transporter	TF-DEG	GRMZM2G359952	MIKC_MADS
90 GRMZM2G050108	Nicotianamine synthase 3	miRNA-DEG	zma-miR160f-3p	zma-miR160f-3p
91 GRMZM2G050108	Nicotianamine synthase 3	TF-DEG	GRMZM2G101499	SBP
92 GRMZM2G054123	S-adenosylmethionine synthetase 1	TF-DEG	AC205574.3_FG006	TCP
93 GRMZM2G054123	S-adenosylmethionine synthetase 1	TF-DEG	GRMZM2G003944	TCP
94 GRMZM2G054123	S-adenosylmethionine synthetase 1	TF-DEG	GRMZM2G011357	C2H2
95 GRMZM2G054123	S-adenosylmethionine synthetase 1	TF-DEG	GRMZM2G017470	Dof
96 GRMZM2G054123	S-adenosylmethionine synthetase 1	TF-DEG	GRMZM2G018398	ERF
97 GRMZM2G054123	S-adenosylmethionine synthetase 1	TF-DEG	GRMZM2G023708	ERF
98 GRMZM2G054123	S-adenosylmethionine synthetase 1	TF-DEG	GRMZM2G034638	TCP
99 GRMZM2G054123	S-adenosylmethionine synthetase 1	TF-DEG	GRMZM2G040924	MYB
100 GRMZM2G054123	S-adenosylmethionine synthetase 1	TF-DEG	GRMZM2G046885	MIKC_MADS
101 GRMZM2G054123	S-adenosylmethionine synthetase 1	TF-DEG	GRMZM2G057386	ERF
102 GRMZM2G054123	S-adenosylmethionine synthetase 1	TF-DEG	GRMZM2G093725	Dof
103 GRMZM2G054123	S-adenosylmethionine synthetase 1	TF-DEG	GRMZM2G095904	MYB
104 GRMZM2G054123	S-adenosylmethionine synthetase 1	TF-DEG	GRMZM2G127490	MYB
105 GRMZM2G054123	S-adenosylmethionine synthetase 1	TF-DEG	GRMZM2G140694	Dof
106 GRMZM2G054123	S-adenosylmethionine synthetase 1	TF-DEG	GRMZM2G142179	ERF
107 GRMZM2G054123	S-adenosylmethionine synthetase 1	TF-DEG	GRMZM2G165042	bHLH
108 GRMZM2G054123	S-adenosylmethionine synthetase 1	TF-DEG	GRMZM2G171365	MIKC_MADS
109 GRMZM2G054123	S-adenosylmethionine synthetase 1	TF-DEG	GRMZM2G172327	MYB

110 GRMZM2G054123	S-adenosylmethionine synthetase 1	TF-DEG	GRMZM2G310368	ERF
111 GRMZM2G054123	S-adenosylmethionine synthetase 1	TF-DEG	GRMZM2G394941	Dof
112 GRMZM2G054123	S-adenosylmethionine synthetase 1	TF-DEG	GRMZM5G833253	MYB
113 GRMZM2G056908	Tonoplast intrinsic protein 2	miRNA-DEG	zma-miR398b-5p	zma-miR398b-5p
114 GRMZM2G064023	Citrate Synthase 2	miRNA-DEG	zma-miR171d-5p	zma-miR171d-5p
115 GRMZM2G064023	Citrate Synthase 2	miRNA-DEG	zma-miR171e-5p	zma-miR171e-5p
116 GRMZM2G064023	Citrate Synthase 2	miRNA-DEG	zma-miR395d-5p	zma-miR395d-5p
117 GRMZM2G064023	Citrate Synthase 2	miRNA-DEG	zma-miR395g-5p	zma-miR395g-5p
118 GRMZM2G064023	Citrate Synthase 2	TF-DEG	GRMZM2G017087	TALE
119 GRMZM2G064023	Citrate Synthase 2	TF-DEG	GRMZM2G171365	MIKC_MADS
120 GRMZM2G064382	ZRT-IRT-like protein 5	miRNA-DEG	zma-miR408b-5p	zma-miR408b-5p
121 GRMZM2G064382	ZRT-IRT-like protein 5	miRNA-DEG	zma-miR482-3p	zma-miR482-3p
122 GRMZM2G064382	ZRT-IRT-like protein 5	TF-DEG	GRMZM2G018398	ERF
123 GRMZM2G064382	ZRT-IRT-like protein 5	TF-DEG	GRMZM2G021790	ERF
124 GRMZM2G064382	ZRT-IRT-like protein 5	TF-DEG	GRMZM2G030710	ARF
125 GRMZM2G064382	ZRT-IRT-like protein 5	TF-DEG	GRMZM2G060517	ERF
126 GRMZM2G064382	ZRT-IRT-like protein 5	TF-DEG	GRMZM2G066158	ERF
127 GRMZM2G064382	ZRT-IRT-like protein 5	TF-DEG	GRMZM2G079653	ERF
128 GRMZM2G064382	ZRT-IRT-like protein 5	TF-DEG	GRMZM2G092214	TCP
129 GRMZM2G064382	ZRT-IRT-like protein 5	TF-DEG	GRMZM2G107031	TCP
130 GRMZM2G064382	ZRT-IRT-like protein 5	TF-DEG	GRMZM2G142179	ERF
131 GRMZM2G064382	ZRT-IRT-like protein 5	TF-DEG	GRMZM2G173633	MYB
132 GRMZM2G064382	ZRT-IRT-like protein 5	TF-DEG	GRMZM2G307119	ERF
133 GRMZM2G064382	ZRT-IRT-like protein 5	TF-DEG	GRMZM2G310368	ERF
134 GRMZM2G067546	Vacuolar sorting receptor homolog 1	miRNA-DEG	zma-miR395e-5p	zma-miR395e-5p
135 GRMZM2G067546	Vacuolar sorting receptor homolog 1	miRNA-DEG	zma-miR395h-5p	zma-miR395h-5p
136 GRMZM2G067546	Vacuolar sorting receptor homolog 1	miRNA-DEG	zma-miR395j-5p	zma-miR395j-5p
137 GRMZM2G067546	Vacuolar sorting receptor homolog 1	miRNA-DEG	zma-miR395m-5p	zma-miR395m-5p

138 GRMZM2G067546	Vacuolar sorting receptor homolog 1	miRNA-DEG	zma-miR395p-5p	zma-miR395p-5p
139 GRMZM2G067546	Vacuolar sorting receptor homolog 1	TF-DEG	GRMZM2G010100	ERF
140 GRMZM2G067546	Vacuolar sorting receptor homolog 1	TF-DEG	GRMZM2G017087	TALE
141 GRMZM2G067546	Vacuolar sorting receptor homolog 1	TF-DEG	GRMZM2G035701	B3
142 GRMZM2G067546	Vacuolar sorting receptor homolog 1	TF-DEG	GRMZM2G341747	CAMTA
143 GRMZM2G069198	NRAMP transporter1	miRNA-DEG	zma-miR159g-3p	zma-miR159g-3p
144 GRMZM2G069198	NRAMP transporter1	miRNA-DEG	zma-miR159h-3p	zma-miR159h-3p
145 GRMZM2G069198	NRAMP transporter1	miRNA-DEG	zma-miR159i-3p	zma-miR159i-3p
146 GRMZM2G069198	NRAMP transporter1	miRNA-DEG	zma-miR171j-5p	zma-miR171j-5p
147 GRMZM2G069198	NRAMP transporter1	TF-DEG	GRMZM2G017470	Dof
148 GRMZM2G069198	NRAMP transporter1	TF-DEG	GRMZM2G093725	Dof
149 GRMZM2G069198	NRAMP transporter1	TF-DEG	GRMZM2G112548	NAC
150 GRMZM2G069198	NRAMP transporter1	TF-DEG	GRMZM2G140694	Dof
151 GRMZM2G069198	NRAMP transporter1	TF-DEG	GRMZM2G164735	BBR-BPC
152 GRMZM2G069198	NRAMP transporter1	TF-DEG	GRMZM2G171073	C2H2
153 GRMZM2G069198	NRAMP transporter1	TF-DEG	GRMZM2G171365	MIKC_MADS
154 GRMZM2G069198	NRAMP transporter1	TF-DEG	GRMZM2G394941	Dof
155 GRMZM2G069198	NRAMP transporter1	TF-DEG	GRMZM5G828179	C2H2
156 GRMZM2G070360	V-type proton ATPase subunit E3	miRNA-DEG	zma-miR398a-5p	zma-miR398a-5p
157 GRMZM2G070360	V-type proton ATPase subunit E3	miRNA-DEG	zma-miR171b-3p	zma-miR171b-3p
158 GRMZM2G070360	V-type proton ATPase subunit E3	miRNA-DEG	zma-miR171f-3p	zma-miR171f-3p
159 GRMZM2G070360	V-type proton ATPase subunit E3	miRNA-DEG	zma-miR171g-3p	zma-miR171g-3p
160 GRMZM2G070360	V-type proton ATPase subunit E3	miRNA-DEG	zma-miR171h-3p	zma-miR171h-3p
161 GRMZM2G070360	V-type proton ATPase subunit E3	miRNA-DEG	zma-miR171k-3p	zma-miR171k-3p
162 GRMZM2G070360	V-type proton ATPase subunit E3	TF-DEG	AC216247.3_FG001	HSF
163 GRMZM2G070360	V-type proton ATPase subunit E3	TF-DEG	AC233960.1_FG003	G2-like
164 GRMZM2G070360	V-type proton ATPase subunit E3	TF-DEG	GRMZM2G009060	G2-like
165 GRMZM2G070360	V-type proton ATPase subunit E3	TF-DEG	GRMZM2G017470	Dof

166 GRMZM2G070360	V-type proton ATPase subunit E3	TF-DEG	GRMZM2G075956	C2H2
167 GRMZM2G070360	V-type proton ATPase subunit E3	TF-DEG	GRMZM2G093725	Dof
168 GRMZM2G070360	V-type proton ATPase subunit E3	TF-DEG	GRMZM2G105348	HSF
169 GRMZM2G070360	V-type proton ATPase subunit E3	TF-DEG	GRMZM2G115456	HSF
170 GRMZM2G070360	V-type proton ATPase subunit E3	TF-DEG	GRMZM2G125969	HSF
171 GRMZM2G070360	V-type proton ATPase subunit E3	TF-DEG	GRMZM2G159119	G2-like
172 GRMZM2G070360	V-type proton ATPase subunit E3	TF-DEG	GRMZM2G164909	HSF
173 GRMZM2G070360	V-type proton ATPase subunit E3	TF-DEG	GRMZM2G173943	G2-like
174 GRMZM2G070360	V-type proton ATPase subunit E3	TF-DEG	GRMZM2G348238	G2-like
175 GRMZM2G070360	V-type proton ATPase subunit E3	TF-DEG	GRMZM2G394941	Dof
176 GRMZM2G070360	V-type proton ATPase subunit E3	TF-DEG	GRMZM2G477238	G2-like
177 GRMZM2G070605	S-adenosylmethionine decarboxylase proenzyme	miRNA-DEG	zma-miR169m-5p	zma-miR169m-5p
178 GRMZM2G070605	S-adenosylmethionine decarboxylase proenzyme	miRNA-DEG	zma-miR169n-5p	zma-miR169n-5p
179 GRMZM2G070605	S-adenosylmethionine decarboxylase proenzyme	miRNA-DEG	zma-miR169q-5p	zma-miR169q-5p
180 GRMZM2G070605	S-adenosylmethionine decarboxylase proenzyme	miRNA-DEG	zma-miR171i-5p	zma-miR171i-5p
181 GRMZM2G070605	S-adenosylmethionine decarboxylase proenzyme	TF-DEG	GRMZM2G010100	ERF
182 GRMZM2G070605	S-adenosylmethionine decarboxylase proenzyme	TF-DEG	GRMZM2G017087	TALE
183 GRMZM2G070605	S-adenosylmethionine decarboxylase proenzyme	TF-DEG	GRMZM2G017470	Dof
184 GRMZM2G070605	S-adenosylmethionine decarboxylase proenzyme	TF-DEG	GRMZM2G079653	ERF
185 GRMZM2G070605	S-adenosylmethionine decarboxylase proenzyme	TF-DEG	GRMZM2G093595	ERF
186 GRMZM2G070605	S-adenosylmethionine decarboxylase proenzyme	TF-DEG	GRMZM2G093725	Dof
187 GRMZM2G070605	S-adenosylmethionine decarboxylase proenzyme	TF-DEG	GRMZM2G144744	GRAS
188 GRMZM2G070605	S-adenosylmethionine decarboxylase proenzyme	TF-DEG	GRMZM2G307119	ERF
189 GRMZM2G070605	S-adenosylmethionine decarboxylase proenzyme	TF-DEG	GRMZM2G307588	SBP
190 GRMZM2G070605	S-adenosylmethionine decarboxylase proenzyme	TF-DEG	GRMZM2G394941	Dof
191 GRMZM2G070605	S-adenosylmethionine decarboxylase proenzyme	TF-DEG	GRMZM5G833032	MYB_related
192 GRMZM2G092125	Plasma membrane intrinsic protein 2	miRNA-DEG	zma-miR167d-3p	zma-miR167d-3p
193 GRMZM2G092125	Plasma membrane intrinsic protein 2	miRNA-DEG	zma-miR164d-3p	zma-miR164d-3p

194 GRMZM2G092125	Plasma membrane intrinsic protein 2	miRNA-DEG	zma-miR167c-3p	zma-miR167c-3p
195 GRMZM2G092125	Plasma membrane intrinsic protein 2	miRNA-DEG	zma-miR482-5p	zma-miR482-5p
196 GRMZM2G092125	Plasma membrane intrinsic protein 2	TF-DEG	GRMZM2G010920	G2-like
197 GRMZM2G092125	Plasma membrane intrinsic protein 2	TF-DEG	GRMZM2G017087	TALE
198 GRMZM2G092125	Plasma membrane intrinsic protein 2	TF-DEG	GRMZM2G105348	HSF
199 GRMZM2G092125	Plasma membrane intrinsic protein 2	TF-DEG	GRMZM2G110153	MIKC_MADS
200 GRMZM2G092125	Plasma membrane intrinsic protein 2	TF-DEG	GRMZM2G118690	BBR-BPC
201 GRMZM2G092125	Plasma membrane intrinsic protein 2	TF-DEG	GRMZM2G140694	Dof
202 GRMZM2G092125	Plasma membrane intrinsic protein 2	TF-DEG	GRMZM2G143723	C2H2
203 GRMZM2G092125	Plasma membrane intrinsic protein 2	TF-DEG	GRMZM2G144744	GRAS
204 GRMZM2G092125	Plasma membrane intrinsic protein 2	TF-DEG	GRMZM2G164735	BBR-BPC
205 GRMZM2G092125	Plasma membrane intrinsic protein 2	TF-DEG	GRMZM2G171073	C2H2
206 GRMZM2G092125	Plasma membrane intrinsic protein 2	TF-DEG	GRMZM2G171365	MIKC_MADS
207 GRMZM2G092125	Plasma membrane intrinsic protein 2	TF-DEG	GRMZM2G179677	C2H2
208 GRMZM2G092125	Plasma membrane intrinsic protein 2	TF-DEG	GRMZM2G320287	C2H2
209 GRMZM2G092125	Plasma membrane intrinsic protein 2	TF-DEG	GRMZM5G828179	C2H2
210 GRMZM2G094497	Vacuolar ATP synthase subunit B	miRNA-DEG	zma-miR395m-5p	zma-miR395m-5p
211 GRMZM2G094497	Vacuolar ATP synthase subunit B	TF-DEG	AC198403.3_FG001	HSF
212 GRMZM2G094497	Vacuolar ATP synthase subunit B	TF-DEG	GRMZM2G009060	G2-like
213 GRMZM2G094497	Vacuolar ATP synthase subunit B	TF-DEG	GRMZM2G026643	HD-ZIP
214 GRMZM2G094497	Vacuolar ATP synthase subunit B	TF-DEG	GRMZM2G126646	HD-ZIP
215 GRMZM2G094497	Vacuolar ATP synthase subunit B	TF-DEG	GRMZM2G139963	HD-ZIP
216 GRMZM2G094497	Vacuolar ATP synthase subunit B	TF-DEG	GRMZM2G164735	BBR-BPC
217 GRMZM2G094497	Vacuolar ATP synthase subunit B	TF-DEG	GRMZM2G171365	MIKC_MADS
218 GRMZM2G094497	Vacuolar ATP synthase subunit B	TF-DEG	GRMZM2G477238	G2-like
219 GRMZM2G099340	Metallothionein-like protein type 2	miRNA-DEG	zma-miR160c-3p	zma-miR160c-3p
220 GRMZM2G099340	Metallothionein-like protein type 2	miRNA-DEG	zma-miR160d-3p	zma-miR160d-3p
221 GRMZM2G099340	Metallothionein-like protein type 2	miRNA-DEG	zma-miR156a-5p	zma-miR156a-5p

222 GRMZM2G099340	Metallothionein-like protein type 2	miRNA-DEG	zma-miR156b-5p	zma-miR156b-5p
223 GRMZM2G099340	Metallothionein-like protein type 2	miRNA-DEG	zma-miR156c	zma-miR156c
224 GRMZM2G099340	Metallothionein-like protein type 2	miRNA-DEG	zma-miR156d-5p	zma-miR156d-5p
225 GRMZM2G099340	Metallothionein-like protein type 2	miRNA-DEG	zma-miR156e-5p	zma-miR156e-5p
226 GRMZM2G099340	Metallothionein-like protein type 2	miRNA-DEG	zma-miR156f-5p	zma-miR156f-5p
227 GRMZM2G099340	Metallothionein-like protein type 2	miRNA-DEG	zma-miR156g-5p	zma-miR156g-5p
228 GRMZM2G099340	Metallothionein-like protein type 2	miRNA-DEG	zma-miR156h-5p	zma-miR156h-5p
229 GRMZM2G099340	Metallothionein-like protein type 2	miRNA-DEG	zma-miR156i-5p	zma-miR156i-5p
230 GRMZM2G099340	Metallothionein-like protein type 2	miRNA-DEG	zma-miR156l-5p	zma-miR156l-5p
231 GRMZM2G099340	Metallothionein-like protein type 2	TF-DEG	AC233943.1_FG002	LBD
232 GRMZM2G099340	Metallothionein-like protein type 2	TF-DEG	GRMZM2G010100	ERF
233 GRMZM2G099340	Metallothionein-like protein type 2	TF-DEG	GRMZM2G018398	ERF
234 GRMZM2G099340	Metallothionein-like protein type 2	TF-DEG	GRMZM2G021790	ERF
235 GRMZM2G099340	Metallothionein-like protein type 2	TF-DEG	GRMZM2G023708	ERF
236 GRMZM2G099340	Metallothionein-like protein type 2	TF-DEG	GRMZM2G057386	ERF
237 GRMZM2G099340	Metallothionein-like protein type 2	TF-DEG	GRMZM2G066158	ERF
238 GRMZM2G099340	Metallothionein-like protein type 2	TF-DEG	GRMZM2G079653	ERF
239 GRMZM2G099340	Metallothionein-like protein type 2	TF-DEG	GRMZM2G111415	ERF
240 GRMZM2G099340	Metallothionein-like protein type 2	TF-DEG	GRMZM2G118250	LBD
241 GRMZM2G099340	Metallothionein-like protein type 2	TF-DEG	GRMZM2G138396	ERF
242 GRMZM2G099340	Metallothionein-like protein type 2	TF-DEG	GRMZM2G140694	Dof
243 GRMZM2G099340	Metallothionein-like protein type 2	TF-DEG	GRMZM2G142179	ERF
244 GRMZM2G099340	Metallothionein-like protein type 2	TF-DEG	GRMZM2G144744	GRAS
245 GRMZM2G099340	Metallothionein-like protein type 2	TF-DEG	GRMZM2G171365	MIKC_MADS
246 GRMZM2G099340	Metallothionein-like protein type 2	TF-DEG	GRMZM2G307119	ERF
247 GRMZM2G099340	Metallothionein-like protein type 2	TF-DEG	GRMZM2G310368	ERF
248 GRMZM2G099340	Metallothionein-like protein type 2	TF-DEG	GRMZM2G376255	ERF
249 GRMZM2G099340	Metallothionein-like protein type 2	TF-DEG	GRMZM2G381441	ERF

250 GRMZM2G099628	Probable methionine-tRNA ligase	miRNA-DEG	zma-miR160a-5p	zma-miR160a-5p
251 GRMZM2G099628	Probable methionine-tRNA ligase	miRNA-DEG	zma-miR160b-5p	zma-miR160b-5p
252 GRMZM2G099628	Probable methionine-tRNA ligase	miRNA-DEG	zma-miR160c-5p	zma-miR160c-5p
253 GRMZM2G099628	Probable methionine-tRNA ligase	miRNA-DEG	zma-miR160d-5p	zma-miR160d-5p
254 GRMZM2G099628	Probable methionine-tRNA ligase	miRNA-DEG	zma-miR160e	zma-miR160e
255 GRMZM2G099628	Probable methionine-tRNA ligase	miRNA-DEG	zma-miR160f-5p	zma-miR160f-5p
256 GRMZM2G099628	Probable methionine-tRNA ligase	miRNA-DEG	zma-miR160g-5p	zma-miR160g-5p
257 GRMZM2G099628	Probable methionine-tRNA ligase	miRNA-DEG	zma-miR164c-3p	zma-miR164c-3p
258 GRMZM2G099628	Probable methionine-tRNA ligase	miRNA-DEG	zma-miR164f-3p	zma-miR164f-3p
259 GRMZM2G099628	Probable methionine-tRNA ligase	miRNA-DEG	zma-miR164h-3p	zma-miR164h-3p
260 GRMZM2G099628	Probable methionine-tRNA ligase	TF-DEG	GRMZM2G010100	ERF
261 GRMZM2G099628	Probable methionine-tRNA ligase	TF-DEG	GRMZM2G018398	ERF
262 GRMZM2G099628	Probable methionine-tRNA ligase	TF-DEG	GRMZM2G021790	ERF
263 GRMZM2G099628	Probable methionine-tRNA ligase	TF-DEG	GRMZM2G023708	ERF
264 GRMZM2G099628	Probable methionine-tRNA ligase	TF-DEG	GRMZM2G057386	ERF
265 GRMZM2G099628	Probable methionine-tRNA ligase	TF-DEG	GRMZM2G060517	ERF
266 GRMZM2G099628	Probable methionine-tRNA ligase	TF-DEG	GRMZM2G066158	ERF
267 GRMZM2G099628	Probable methionine-tRNA ligase	TF-DEG	GRMZM2G079653	ERF
268 GRMZM2G099628	Probable methionine-tRNA ligase	TF-DEG	GRMZM2G092214	TCP
269 GRMZM2G099628	Probable methionine-tRNA ligase	TF-DEG	GRMZM2G100593	NAC
270 GRMZM2G099628	Probable methionine-tRNA ligase	TF-DEG	GRMZM2G107031	TCP
271 GRMZM2G099628	Probable methionine-tRNA ligase	TF-DEG	GRMZM2G111415	ERF
272 GRMZM2G099628	Probable methionine-tRNA ligase	TF-DEG	GRMZM2G118250	LBD
273 GRMZM2G099628	Probable methionine-tRNA ligase	TF-DEG	GRMZM2G138396	ERF
274 GRMZM2G099628	Probable methionine-tRNA ligase	TF-DEG	GRMZM2G138967	GATA
275 GRMZM2G099628	Probable methionine-tRNA ligase	TF-DEG	GRMZM2G142179	ERF
276 GRMZM2G099628	Probable methionine-tRNA ligase	TF-DEG	GRMZM2G307119	ERF
277 GRMZM2G099628	Probable methionine-tRNA ligase	TF-DEG	GRMZM2G310368	ERF

278 GRMZM2G099628	Probable methionine-tRNA ligase	TF-DEG	GRMZM2G376255	ERF
279 GRMZM2G099628	Probable methionine-tRNA ligase	TF-DEG	GRMZM2G381441	ERF
280 GRMZM2G099628	Probable methionine-tRNA ligase	TF-DEG	GRMZM2G445944	TCP
281 GRMZM2G104418	Proton-transporting V-type ATPase, V0 domain	miRNA-DEG	zma-miR2275d-3p	zma-miR2275d-3p
282 GRMZM2G104418	Proton-transporting V-type ATPase, V0 domain	miRNA-DEG	zma-miR390a-5p	zma-miR390a-5p
283 GRMZM2G104418	Proton-transporting V-type ATPase, V0 domain	miRNA-DEG	zma-miR390b-5p	zma-miR390b-5p
284 GRMZM2G104418	Proton-transporting V-type ATPase, V0 domain	TF-DEG	GRMZM2G035701	B3
285 GRMZM2G104418	Proton-transporting V-type ATPase, V0 domain	TF-DEG	GRMZM2G050305	MYB
286 GRMZM2G104418	Proton-transporting V-type ATPase, V0 domain	TF-DEG	GRMZM2G095904	MYB
287 GRMZM2G104418	Proton-transporting V-type ATPase, V0 domain	TF-DEG	GRMZM2G140694	Dof
288 GRMZM2G104418	Proton-transporting V-type ATPase, V0 domain	TF-DEG	GRMZM2G153754	CPP
289 GRMZM2G122437	Metal ion transporter	miRNA-DEG	zma-miR528a-3p	zma-miR528a-3p
290 GRMZM2G122437	Metal ion transporter	miRNA-DEG	zma-miR528b-3p	zma-miR528b-3p
291 GRMZM2G122437	Metal ion transporter	TF-DEG	AC233943.1_FG002	LBD
292 GRMZM2G122437	Metal ion transporter	TF-DEG	GRMZM2G017087	TALE
293 GRMZM2G122437	Metal ion transporter	TF-DEG	GRMZM2G050939	C2H2
294 GRMZM2G122437	Metal ion transporter	TF-DEG	GRMZM2G060517	ERF
295 GRMZM2G122437	Metal ion transporter	TF-DEG	GRMZM2G118690	BBR-BPC
296 GRMZM2G122437	Metal ion transporter	TF-DEG	GRMZM2G142179	ERF
297 GRMZM2G122437	Metal ion transporter	TF-DEG	GRMZM2G153454	bHLH
298 GRMZM2G122437	Metal ion transporter	TF-DEG	GRMZM2G164735	BBR-BPC
299 GRMZM2G123486	Heavy metal transport/detoxification superfamily protein	miRNA-DEG	zma-miR528a-3p	zma-miR528a-3p
300 GRMZM2G123486	Heavy metal transport/detoxification superfamily protein	miRNA-DEG	zma-miR528b-3p	zma-miR528b-3p
301 GRMZM2G123486	Heavy metal transport/detoxification superfamily protein	TF-DEG	GRMZM2G050939	C2H2
302 GRMZM2G123486	Heavy metal transport/detoxification superfamily protein	TF-DEG	GRMZM2G118690	BBR-BPC
303 GRMZM2G123486	Heavy metal transport/detoxification superfamily protein	TF-DEG	GRMZM2G140694	Dof
304 GRMZM2G123486	Heavy metal transport/detoxification superfamily protein	TF-DEG	GRMZM2G144744	GRAS
305 GRMZM2G123486	Heavy metal transport/detoxification superfamily protein	TF-DEG	GRMZM2G164735	BBR-BPC

How the deposited data were processed for this re-analysis (not part of the article)

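The data are 24 Affymetrix GeneChip Maize Genome Arrays, 3 biological replicates of root and of shoot under +Fe+Zn, –Zn, –Fe and –Fe–Zn. Each array was assigned to its tissue, treatment and replicate from the labels given with the samples. By the paper's methods, the authors processed the arrays with GCRMA and deposited log2 values, 1 per probe set and array. The submitters' processing notes name affy, RMA and limma without versions, so which background correction made the deposited log2 values was not settled. The deposited table holds 17734 probe sets on every array, of which 113 are control probe sets of the manufacturer. No raw intensities were used.

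All values were used as deposited, without further scaling or filtering. In R 4.3.3 with limma 3.58.1, 1 linear model with 8 group means was fitted to the 24 arrays by lmFit, and variances were moderated by eBayes. Each stress was compared with +Fe+Zn of the same tissue. Fe by Zn interactions within a tissue and tissue by stress interactions were contrasts of the same model. A probe set was counted as changed at the threshold of the paper's methods, an unadjusted p under 0.05 and at least 2-fold. Interactions, single genes and members of gene lists were called at a Benjamini-Hochberg adjusted p under 0.05 over all 17734 probe sets, and list members also after adjustment over the list alone. Every adjusted p in the passages is from limma unless camera is named. The same counts were made after Benjamini-Hochberg adjustment.

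Genes were assigned from the annotation of the array, where 1452 probe sets carry 1 gene, 1 carries several and 16281 carry none. The 92 probe sets of Table 1 were named as in the paper, since only 27 of them are in the annotation. Named genes are every gene of Table 1 and, in each comparison, the 10 largest rises and 10 largest falls among annotated probe sets with an adjusted p under 0.05 whose 3 stress arrays all lie on 1 side of the 3 control arrays. The values in Table 1 had been seen when this rule was set. The probe set with the highest mean stands for a gene.

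Lists of genes were drawn up from words in gene titles and symbols: aquaporins, Calvin cycle and C4 enzymes, cellulose synthases, cytokinin, ethylene and auxin genes, cytosolic ribosomal proteins, ferritins and metallothioneins, glycolysis, heat shock proteins, histones and replication, leaf markers, root markers, lignin, mugineic acid and methionine cycle, nitrate and phosphate transport, photosystems, redox defence, tubulin and actin, and the 3 groups of Table 1. They were tested with camera at a preset correlation of 0.01, adjusted over 132 tests of 22 lists in 6 comparisons. Lists with fewer than 5 probe sets were not tested (chlorophyll and heme synthesis, metal transport, and V-type ATPases).

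The lowest value, 2.24, marks a transcript that is not above background, and the smallest changes detected depend on the spread between replicates. The model was also tried on simulated arrays, made from the control group means with independent normal noise of the model's own spread. These have no fixed floor, batch or correlation between genes, so the rates follow from the model's own assumptions. There the model called 65 to 80.3% of changes of 1 on the log2 scale at an adjusted p under 0.05. It called 83.3 to 92.6% of changes of 1.5 and at least 96.5% of changes of 2.5, with at most 0.0855% of unchanged probe sets called. A group of 3 against 3 has 10 splits, so an exact permutation p for a single value cannot be under 0.10, and no permutation p is given.

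Alternatives were a Benjamini-Hochberg threshold with and without the 2-fold minimum, a fit per tissue, a fit of only the 2 groups compared, the replicate number as a block, each replicate left out in turn, quantile normalization, median centring, a filter on dim probe sets (highest group mean under the 40th percentile, 3.00), an intensity trend with a robust prior, and 1 probe set per gene. Further alternatives took the –Fe–Zn arrays against the control of the other tissue, exchanged shoot –Fe with shoot –Fe–Zn, left out the –Fe–Zn arrays, exchanged the –Fe–Zn arrays of root and shoot in the interactions, and tested lists with an estimated correlation or with fry. Added after seeing the data were a covariate for the signal lost between the 3′ and middle probe sets of cyclophilin, ubiquitin and Gapdh, and fits without the control probe sets, without the root –Fe–Zn arrays and without the shoot –Zn and –Fe–Zn arrays. The slope of the covariate comes from spread within groups, most of it in root –Fe–Zn (SD 2.01, and at most 0.47 in the other groups). Shoot –Fe differs in it from its control (-6.27 against -9.26), so every shoot –Fe value given with the covariate extrapolates that slope. The paper's measurements of chlorophyll, gas exchange, photosystem II efficiency and root length and its qRT-PCR were not used here.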

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

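The 3 tests on fer1 and ZIP5 for exchanged labels were chosen only after the result was seen, as was the bound used to judge mixing of tissues.

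The first pattern is the difference between tissues. The response differed between shoot and root, by interaction tests, for 6241 probe sets under –Zn, 5392 under –Fe and 7463 under –Fe–Zn, among them 66, 40 and 71 of the 92 probe sets of Table 1. An exchange of root and shoot labels among the –Fe–Zn arrays is argued against, since 0 of these 6 arrays correlated more with the control of the other tissue. RNA of the other tissue was judged by a bound set after these values were seen, so it is not excluded. Leaf markers in root –Fe–Zn had 1 higher and 5 lower of 23, and root markers in shoot –Fe–Zn 1 higher and 4 lower of 20. The larger of the 2 median changes was 0.00. These values show no general rise of the other tissue's markers, but a stress that lowers them could hide a small share. The bound written first, a fall of more than 3 in each tissue's own markers, was not met (-0.60 and -1.89), but it was the wrong quantity, because mixing adds transcripts of the other tissue. The interaction tests show that the measured changes differ between tissues, not why. Whether a different response of root and shoot to the same stress is the cause stays open, untested.

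The second pattern is the large set of 1712 probe sets lower in both shoot –Zn and shoot –Fe–Zn (1721 with the control probe sets of the array, left out here), in a tissue where the Zn effect with and without Fe differed for 4334 probe sets. A different overall level per array is argued against, since 82.9% were still lower in both after quantile normalization. Loss of signal far from the 3′ end cannot be told apart from a response to low zinc: signatures of such loss among replicates of root –Zn and of root –Fe–Zn correlated with the mean change at -0.11 and 0.23, and the cyclophilin middle probe set moved with the treatments. The dap control spike, which is not a plant transcript, was lower in the same groups, at 6.00 in shoot –Zn and 6.15 in shoot –Fe–Zn. It was at 10.26 in shoot +Fe+Zn and 10.60 in shoot –Fe. With the 3′-to-middle covariate, added after seeing the data, 97.6% of these probe sets stayed lower, but it measures such loss poorly here (-9.26, -9.27 and -9.81 in shoot +Fe+Zn, –Zn and –Fe–Zn): the Gapdh middle probe set lay near the floor in all 3 (2.43, 2.52 and 2.48), so it could not fall, and the Gapdh 3′ one was lower under both stresses (13.57, 11.89 and 12.55).

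The third pattern is the fall of the iron storage gene fer1, outside the genes the paper discusses: -1.88 in root –Fe, -2.65 in root –Fe–Zn, -2.61 in shoot –Fe (-1.65 with the 3′-to-middle covariate) and -3.52 in shoot –Fe–Zn on the log2 scale, while ys1 rose in the same 4 groups. With iron supplied, fer1 also fell in shoot –Zn, by 0.89 (adjusted p = 0.0078 from limma), and was at 0.29 (adjusted p = 0.58) in root –Zn. An exchange of shoot +Fe+Zn with shoot –Fe–Zn cannot be told apart from the labels given, since the value taken to decide it, fer1 at 3.52 higher in the arrays labelled +Fe+Zn, is part of the pattern itself. The shoot –Zn and –Fe columns of Table 1 match contrasts against the arrays labelled shoot –Fe–Zn, in 92 of 92 and 90 of 90 values. Its root –Fe–Zn column matches shoot arrays, however, so Table 1 does not decide the labels. An exchange of –Fe and –Fe–Zn in the root runs against ZIP5, a gene that rose under –Zn there, which was 2.96 higher in root –Fe–Zn than in root –Fe. That is 1 gene chosen after the data were seen. The root –Fe column of Table 1 matches the arrays labelled root –Fe–Zn in 92 of 92 values. An exchange would also put the arrays labelled root –Fe in its root –Fe–Zn column, where they match 15 of 92. Table 1 thus does not decide this exchange either way, and 1 gene does not settle it. The same exchange in the shoot cannot be told apart from the labels given, since ZIP5 was 0.87 higher in shoot –Fe–Zn and did not pass under –Zn in that tissue; changes of shoot –Zn correlated at 0.83 with those of shoot –Fe–Zn and at 0.23 with those of shoot –Fe, which goes with the labels given, but an exchange forbids neither value. A response to missing iron stays open as a hypothesis.

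In the root, the Zn effect with and without Fe differed for 6331 probe sets, by an interaction test. Aox, which the paper does not discuss, changed by 0.80, 2.79 and 4.60 in root –Zn, –Fe and –Fe–Zn and by 3.30, 3.98 and 7.66 in the shoot. Among control probe sets that the paper does not report, BioB was 7.06 and the 18S rRNA 3.78 higher in root –Fe–Zn than in the root control, and the cyclophilin middle probe set was 4.35 higher in shoot –Fe than in the shoot control. The dap spike was lower than in the control of the same tissue by 3.38 in root –Zn, 4.26 in shoot –Zn and 4.11 in shoot –Fe–Zn.

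For each of the 6 comparisons there are 10 splits of the 6 arrays, too few for a share under 0.05, and the real split (1 of 10) had the most calls. The real counts were 1399, 1702, 1972, 3403, 2880 and 4322, and the highest of the other splits 71, 27, 780, 108, 35 and 809 for root –Zn, –Fe and –Fe–Zn and shoot –Zn, –Fe and –Fe–Zn.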

How the results depend on the processing

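The covariate for 3′ loss and the fits that leave out control probe sets, root –Fe–Zn, or shoot –Zn and –Fe–Zn were chosen only after the results were seen. In the order root –Zn, –Fe, –Fe–Zn, shoot –Zn, –Fe, –Fe–Zn, the counts of changed probe sets (1399, 1702, 1972, 3403, 2880 and 4322) became 3883, 4540, 4978, 6970, 5922 and 7908 at an adjusted p under 0.05 with no minimum fold, which calls small changes too, and 133, 167, 194, 273, 257 and 378 with 1 probe set per gene, which tests fewer probe sets. Probe sets changed in any stress, 3528 in the root and 6186 in the shoot, became 8171 and 10634, and 330 and 512. Against the shoot control, root –Fe–Zn had 6209. With shoot –Fe and –Fe–Zn exchanged, their counts were 4322 and 2880. Without shoot –Zn and –Fe–Zn, the shoot union was 2875, since only –Fe is left. The Fe by Zn interaction in the root (6331) became 9878 after median centring, with 62.5% upward instead of 29.2% (44.3% after quantile normalization), and the tissue difference under –Fe–Zn (7463) became 11327, with 28.1% instead of 58.0%. Both centred counts carry a shift of centring itself, which moved the median change in root –Fe–Zn from -0.000 to 0.250. The Fe by Zn interaction in the shoot (4334) was 7869 with the –Fe–Zn arrays of root and shoot exchanged and 2576 to 5002 with 1 replicate of every group left out. The tissue difference under –Fe (5392) was 3457 to 5379 in the same way. Both were lowest without replicate 3 and highest without replicate 1. Of 132 list tests, 47 passed camera, 7 with an estimated correlation and 92 with fry, and no list that passed both ways turned direction with the replicate block or quantile normalization. Glycolysis in root –Zn and the Table 1 transporters in root –Fe–Zn, neither past camera, were higher by camera and lower by fry (adjusted p = 0.027 and 0.03). The cause of the other moves was not tested.

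The remaining alternatives left each count within 1.5 times. With 1 array left out, the ranges were 1314 to 1464, 1667 to 1760, 1977 to 2516, 3166 to 3568, 2817 to 2948 and 3996 to 4772. The share of upward changes in root –Fe–Zn, 26.7%, was 43.8% after quantile normalization and 45.9% after median centring, and that in shoot –Zn stayed within 10 points (40.4% and 49.5% after quantile normalization), as did that in shoot –Fe–Zn (42.8%, with 50.9% after quantile normalization and 37.0% after median centring). With the 3′-loss covariate the counts were 1464, 1913, 2179, 3423, 3784 and 4256. Replicate numbers do not pair the arrays: with the replicate block the counts were 1396, 1703, 1966, 3395, 2875 and 4322, 46 list tests passed (the mugineic acid list in root –Fe–Zn had an adjusted p of 0.051), the calls of carbonic anhydrase and plasma membrane intrinsic protein 2 in root –Fe, ERF-like 1 in root –Zn and ferrochelatase in shoot –Fe–Zn were at 0.054, 0.057, 0.051 and 0.062, and deviations from the group mean correlated between stress and control arrays of the same number at -0.12 to 0.29. Of the 3 stress arrays of each comparison, 2, 1, 1, 0, 2 and 2 correlated best with the control of their own number, a hint from the data and not the design. Of the named genes, 60, 52, 63, 80, 63 and 88 were called, and with 1 array left out 46 to 55, 48 to 50, 55 to 72, 77 to 80, 57 to 61 and 84 to 86 (46 without root –Zn replicate 2 and 72 without root –Fe–Zn replicate 1). NAS3, the EREBP-4 like gene and ferrochelatase changed sign in shoot –Fe–Zn after quantile normalization and were no longer called. Against the control of the other tissue, 24 named genes in root –Fe–Zn and 13 in shoot –Fe–Zn were called with the opposite sign. The 21.6 to 29.3% of probe sets at the floor limit what falls can be seen.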

Differences from the paper's values

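The contrasts that match Table 1 were chosen only after the values were seen. Counts are set beside the paper's at its stated threshold, and a count is taken to differ where one is more than 1.5 times the other. By that rule 3 of 8 differ under the labels given. The paper's other 5, with the deposited values second, are 1349 and 1399 in root –Zn, 1920 and 1702 in root –Fe, 4224 and 2880 in shoot –Fe, 6360 and 4322 in shoot –Fe–Zn, and 8200 and 6186 over all stresses in the shoot, so those of the shoot are lower here too. In root –Fe–Zn the paper has 6467 changed probe sets and the deposited values give 1972. Of 17 alternatives set before the data were examined, 2 come within 1.5 times the paper's value (an adjusted p under 0.05 with no minimum fold, 4978, and the control of the other tissue, 6209), and the other 15 do not. In shoot –Zn the paper has 1466 and the deposited values give 3403, and none of 16 alternatives comes within it. Over all stresses in the root the paper has 7316 and the deposited values give 3528, and 1 of 14 alternatives comes within it (an adjusted p under 0.05 with no minimum fold, 8171). The paper places root –Fe–Zn above shoot –Fe–Zn in number, and here the order is the opposite, 1972 against 4322. The contrasts that match Table 1, given below, come close to all 8 of the paper's counts. They hold 1399, 1972 and 6504 for its root –Zn, –Fe and –Fe–Zn, 1471, 4266 and 6402 for the shoot, and 7389 and 8258 over all stresses.

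Of 36 fold changes in the paper's text, 30 differ, 13 of them in sign. A fold is taken to differ where the sign is the opposite or the log2 values lie further apart than the larger replicate SD of the 2 groups. So the carbohydrate transporter in root –Fe–Zn (the paper's 2.12, here 4.24) is not among them, its SD being 1.29. For each of these 30, none of the 9 or 10 alternatives set before the data were examined comes within the paper's value. The paper's fold comes first in each pair, with a negative sign for lower. In the pathway of mugineic acid, adenosylhomocysteinase is 7.51 and 1.67 in shoot –Fe and 30.81 and -4.51 in shoot –Fe–Zn, and SAMS1 is 3.92 and -1.98 in shoot –Fe and 9.42 and -7.80 in shoot –Fe–Zn. For ys1 the pairs are 8.55 and 2.29 in root –Fe, 2.09 and 5.18 in shoot –Fe, 35.45 and 8.55 in root –Fe–Zn, and -38.26 and 2.46 in shoot –Fe–Zn. Citrate synthase 2 is 6.89 and 1.98 in root –Fe and 5.41 and 1.03 in root –Fe–Zn, where the paper's values are those of the shoot columns of its Table 1. In root –Fe–Zn, ABC transporter C14 is 15.46 and 1.17, and ZIP5 3.85 and 1.15. The mitochondrial phosphate transporter is 3.46 and -1.09 in shoot –Fe and 10.28 and -3.80 in shoot –Fe–Zn.

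Among hormone genes, IAA13 is 2.59 and 1.43 in shoot –Zn and 9.07 and -1.83 in shoot –Fe–Zn, and IAA24 is 2.13 and -1.01 in root –Fe–Zn. IAA17 is 41.19 and 1.81 in root –Zn and 11.45 and 1.20 in root –Fe–Zn, where the paper's values are those of the shoot –Fe and –Fe–Zn columns of its Table 1. PIN1b is -3.48 and -1.63 in root –Fe. The ethylene receptor is 5.50 and 1.46 in shoot –Fe and 3.43 and -3.77 in shoot –Fe–Zn, and the ethylene response factor 2.86 and -2.23 in root –Fe. GID1L2 is 5.00 and 1.26 in shoot –Zn and 15.97 and -3.96 in shoot –Fe–Zn. Among photosynthesis genes, ferrochelatase is 2.35 and 1.75 in root –Fe and 20.44 and 2.36 in root –Fe–Zn, ferredoxin 3 is 25.82 and 4.04 in shoot –Fe and 17.88 and -6.39 in shoot –Fe–Zn, and the carbohydrate transporter is 4.22 and -1.01 in root –Fe.

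Of 550 fold changes in Table 1, 181 lie within 1.5-fold of the deposited values with the same sign under the labels given. With the contrast that matches best in each column, out of 56 and chosen after seeing the values, 547 do and 3 do not. The root –Zn column matches as labelled. The root –Fe column matches root –Fe–Zn against root +Fe+Zn, and the root –Fe–Zn column matches shoot +Fe+Zn against root +Fe+Zn. The shoot –Zn and –Fe columns match shoot –Zn and shoot –Fe against shoot –Fe–Zn, and the shoot –Fe–Zn column matches root –Fe against shoot –Fe–Zn. At the 2-fold threshold these contrasts hold 1399, 1972, 6504, 1471, 4266 and 6402 probe sets, and 7389 in the root and 8258 in the shoot over all stresses. Under them ys1 is 8.55, 2.10, 35.4 and -38.1 in the order given above. Adenosylhomocysteinase is 7.54 and 30.9, and SAMS1 3.94 and 9.44, for the paper's shoot –Fe and –Fe–Zn. The other text folds also lie near the paper's, except those of citrate synthase 2 and IAA17 in the root. Outside root –Zn, the paper's folds and counts thus match contrasts other than the labelled ones better. For its –Fe–Zn columns, the matching contrasts set a root group against a shoot group. All 24 arrays lay nearer to their labelled tissue by markers, which argues against exchanged tissue labels as the source there. For the other columns, whether the treatment labels or those contrasts are in error was not settled. The shoot –Fe column of Table 1 has 2 folds between -1 and 1, which a signed fold cannot take.

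Some directions in the paper's text also run against the deposited values, given here on the log2 scale. The paper has glycolytic genes higher in shoot –Fe and –Fe–Zn: enolase 1 (2.34, a call that ended with the 3′-to-middle covariate) and phosphohexose isomerase 1 (1.18) rose in shoot –Fe, but all 6 genes it names fell in shoot –Fe–Zn, from -2.74 to -5.93. It has vpp3 and a V-type ATPase responding to iron in the shoot, where subunit E3 is at 0.01 in –Fe and -4.41 in –Fe–Zn and vpp3 at -0.67 and -4.92, while vpp3 in root –Zn, at 1.00, goes the paper's way. It has RbcS2 higher in both iron stresses, which does not hold in shoot –Fe–Zn (-4.76). In shoot –Fe RbcS2 rose (4.27), but that call ended when any 1 array was left out, and the 3′-to-middle covariate turned its sign. NRAMP1 and the ferric-chelate reductase, higher in both tissues by the paper, are lower in shoot –Fe–Zn (-3.05 and -1.83) and higher in root –Zn (1.65 and 1.23). The O-methyltransferase, higher by the paper, is at -1.62 in shoot –Fe–Zn. It has TIP1 higher in the shoot under –Fe and –Fe–Zn, where it is at 0.75 and -2.04, and the TIP2 gene GRMZM2G027098 higher under –Zn and –Fe–Zn, where it is at -0.41 and -2.37 in the shoot.

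Outside root –Zn, the paper's folds match contrasts other than the labelled ones, so a shared direction there does not bear its value out. The cytokinin oxidases follow the paper in root –Zn (CKX2, 1.25) and root –Fe–Zn (CKX3, 0.99 and 2.35), and not for CKX2 in root –Fe–Zn (-0.16) or CKX3 in root –Fe (0.06 and 0.25). CZOG2 is lower in the root, as the paper has it, and higher in shoot –Fe and –Fe–Zn (1.32 and 2.42). ERF-like 1 is lower in the root, as the paper has it, and at 3.20 in shoot –Fe–Zn. The cpSRP54 transcript, repressed by the paper, is at -0.98 in root –Fe and 2.84 in shoot –Fe–Zn. Carbonic anhydrase follows the paper in root –Zn (2.63) and shoot –Fe–Zn (-3.80) and not in shoot –Zn (-2.15), and its 0.20 in root –Fe–Zn and -0.10 in shoot –Fe, where the paper has it higher, did not pass. The antenna protein 6A, higher in the shoot by the paper, is at -3.11 in shoot –Fe–Zn. Apocytochrome f follows the paper in shoot –Fe (5.20), and its 1.30 in shoot –Fe–Zn did not pass. Cellulose synthases 4, 9 and 12 follow it in shoot –Zn, and their 0.12, 0.33 and 0.34 in shoot –Fe–Zn did not pass. The UDP-glucose 6-dehydrogenase GRMZM2G328500, UXS1 and the galacturonosyltransferase, higher in the iron-stressed shoot by the paper, are at -2.15, -1.56 and -0.94 in shoot –Fe–Zn. NAS3 appears in the paper's Results under the gene model of SAMS1, and in its Discussion and Table 1 under its own.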

Other observations

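The list tests here were planned, and the choice of the single genes follows the rule for named genes.

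Histone and replication genes, whose products package and copy DNA, had 6 of 21 probe sets higher and none lower in both root –Zn and root –Fe, and 2 higher and 6 lower in root –Fe–Zn, without passing camera. Root marker transcripts (20 probe sets) fell in the root in 9 cases with none higher under –Zn (1 higher when adjusted over the list alone), and 8 fell and 3 rose under –Fe (camera adjusted p = 5.6e-05 and 0.00037, and 0.0055 and 0.014 with an estimated correlation). Under –Fe–Zn 9 fell and 3 rose (10 and 4 when adjusted over the list alone; camera adjusted p = 0.03, and 0.078 with an estimated correlation). Ferritins and metallothioneins (5 probe sets) had 3 lower and none higher in shoot –Fe (median log2 -1.42, camera adjusted p = 0.025, and 0.21 with an estimated correlation). Nitrate and phosphate transporters (10 probe sets) had 4 lower in shoot –Fe and did not pass camera in any comparison.

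In shoot –Fe, bx1, the first enzyme of the defence compounds called benzoxazinoids, fell by 3.82 (standard error 0.16, adjusted p = 5.2e-12), and the methionine lyase MGL3 rose by 4.10. In shoot –Fe–Zn, the mitochondrial protease LON2 rose by 4.39 and the haemoglobin GLB1 by 4.45. Among 222 genes with several probe sets, 2, 2, 7, 12, 3 and 21 had probe sets called in opposite directions in root –Zn, –Fe and –Fe–Zn and shoot –Zn, –Fe and –Fe–Zn, so the value of a gene depends on its probe set.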
